# Chilling stress drives organ-specific transcriptional cascades and dampens diurnal oscillation in tomato

**DOI:** 10.1093/hr/uhad137

**Published:** 2023-07-11

**Authors:** Tina Agarwal, Xiaojin Wang, Frederick Mildenhall, Iskander M Ibrahim, Sujith Puthiyaveetil, Kranthi Varala

## Abstract

Improving chilling tolerance in cold-sensitive crops, e.g. tomato, requires knowledge of the early molecular response to low temperature in these under-studied species. To elucidate early responding processes and regulators, we captured the transcriptional response at 30 minutes and 3 hours in the shoots and at 3 hours in the roots of tomato post-chilling from 24°C to 4°C. We used a pre-treatment control and a concurrent ambient temperature control to reveal that majority of the differential expression between cold and ambient conditions is due to severely compressed oscillation of a large set of diurnally regulated genes in both the shoots and roots. This compression happens within 30 minutes of chilling, lasts for the duration of cold treatment, and is relieved within 3 hours of return to ambient temperatures. Our study also shows that the canonical ICE1/CAMTA-to-CBF cold response pathway is active in the shoots, but not in the roots. Chilling stress induces synthesis of known cryoprotectants (trehalose and polyamines), in a CBF-independent manner, and induction of multiple genes encoding proteins of photosystems I and II. This study provides nuanced insights into the organ-specific response in a chilling sensitive plant, as well as the genes influenced by an interaction of chilling response and the circadian clock.

## Introduction

Plant response to low temperature occurs via transcriptional reprogramming and translational regulation of genes, and leads to metabolic adjustments that protect the plant from cold exposure [1, 2]. It includes activation of signaling pathways, hormone transduction pathways, lipid metabolism etc., and thus involves a complex gene regulatory network (GRN) [1]. Much of the molecular knowledge of cold response was learnt from the temperate model plant *Arabidopsis thaliana* [3]. Through these studies, the CRT binding factor (CBF) family of transcription factors were identified as primary regulators of plant cold tolerance [3]. The CBF pathway is present and cold-responsive in numerous plant species, including major tropical crop species such as soybean [4], rice [5], tomato [6], etc., and yet, when exposed to freezing temperatures, there is a marked difference in survivability between the cold adapted temperate and the tropical plant species [7]. Concurrently, studies have reported that overexpression of the CBF gene(s) increases the cold tolerance in *A. thaliana* [8], *Brassica napus* [3], poplar [9], and potato [10], but not in tomato [11]. More recently, the existence of a CBF-independent cold response regulation pathway has also been reported [12–17] indicating that the CBF regulon is co-regulated by other early cold-regulated transcription factors, thus increasing the complexity of the low temperature GRN.

Plants resist damage from low temperatures by accumulating small metabolites, such as soluble sugars and polyamines, called cryoprotectants. Many cryoprotectants act as osmoprotectants or stabilize membrane fluidity [18]. Glucose, raffinose, trehalose, and sucrose accumulate in cold-tolerant plants under stress and act as osmoprotectants [18–20]. Trehalose in particular, is an effective osmoprotectant [21]. Over-expression of trehalose biosynthesis genes have shown to improve stress tolerance in many plant species [22, 23], but the regulation of trehalose metabolism during stress conditions remains understudied. Similarly, raffinose accumulates in many plant species upon exposure to low temperature [24]. Polyamines (PAs) are another class of osmoprotectants that can bind to the phospholipid sites in the cell membrane to prevent cell lysis and improve cold tolerance [25]. The polyamine synthesis pathway gene, *S-adenosylmethionine decarboxylase (SAMDC)* is involved in biosynthesis of putrescine, spermidine, and spermine [26]. Overexpression of *SAMDC* resulted in increased tolerance to freezing in the centipede grass [27].

The plant circadian clock integrates inputs from the diurnal and seasonal changes in light, temperature, and other environmental factors [28]. Therefore, the plant transcriptional response to low temperature is highly variable depending on the time-of-day, a process called “clock gating” [29, 30]. Therefore, studies of transcriptional response to cold are often confounded by the crosstalk between the cold signal and the circadian clock [31]. The confounding effect of circadian regulation can be avoided by conducting studies in plants grown for long periods in continuous light (>10 days; circadian oscillation severely dampens due to lack of light entrainment) [32–34] or by attenuating the amplitude of clock oscillation via low-light entrainment. However, results from such studies may prove difficult to translate to field crop species such as tomato.

Despite the existence of a cold-responsive CBF pathway, tomato plants suffer cold injury at temperatures below 10°C [35] and were long considered unable to cold-acclimate [11]. However, recent studies [6] indicate that tomato may be capable of cold-acclimation albeit at a higher acclimation temperature (10°C) than *Arabidopsis* (4°C). Little is known about the early tomato response to cold. Finally, most of the cold-response studies have involved transcriptome profiling of plant aerial tissues including shoot, leaves, cotyledons, seed and fruit [36] with the inclusion of root tissues being rare in *Arabidopsis* [37], *Zea mays* [38], and in sugarcane [39], or none in tomato. The primary regulators of the root cold-response remain unknown, although the metabolomic response to cold stress in root indicates induction of oxidative stress by changing the levels of reactive oxygen species (ROS) and other metabolites [40].

This study aims to elucidate the early and organ-specific transcriptomic response to cold stress and investigate the interaction between cold and circadian regulation in a crop model with tropical origin—tomato. This study contrasted the shoot and root cold-treated transcriptome (4°C) to the transcriptome of a same time-of-day ambient temperature control (24°C) after 3 hours of treatment as well as a before-treatment control (T_0_). Contrasting the root response to the shoots from the same plants allows identification of shared and unique cold responses between the two major organs. We further expand the cold-response gene set by including a very early cold-treatment shoot sample (30 minutes after start of cold treatment; Fig. 1A) to capture the early and transient cold-responsive genes. Overall, this experimental design allows us to query three crucial aspects of cold stress response in a chilling sensitive species: (1) What are the cellular/physiological processes affected early by cold stress and what are the TFs that regulate them? (2) Is the cold stress response similar at whole plant level or are there organ-specific responses? (3) Given the previously described interaction between cold stress and circadian regulation, does the dual-control design allow distinction of genes irrefutably responsive to cold versus those whose perceived differential expression is caused by an interaction of their response and their diurnal/circadian cycling?

**Figure 1:**
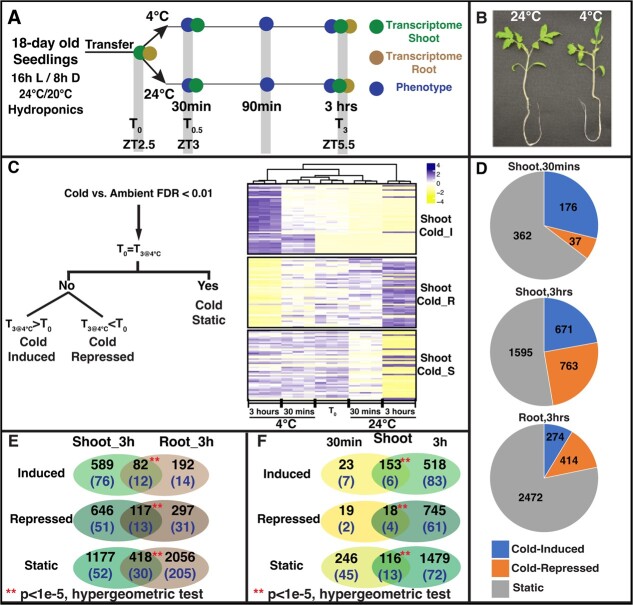
Transcriptional response to chilling stress is largely driven by disruption of rhythmic gene expression. **A.** 18-day old tomato seedlings were exposed at ZT2.5 to chilling stress and phenotyped at 30 minutes, 90 minutes, and 3 hours. Shoot transcriptome was sampled at 30 minutes and 3 hours post treatment, while root was sampled only at 3 hours. **B.** Three hours of exposure to 4°C induced severe wilting in tomato seedlings. These seedlings were nearly identical in size prior to treatment. **C.** Differentially expressed (DE) genes (quasi-likelihood F-test, *P* < 0.01) between 4°C and 24°C were further classified into cold-induced (gene expression increased over pre-treatment level (T_0_)), cold-repressed (gene expression reduced from pre-treatment level) and cold-static (gene expression essentially same as pre-treatment). The heatmap shows expression patterns of the top 50 genes from each set in the shoot. **D.** DE gene sets increase over time in the shoot and the root has a higher overall number of DEGs. However, most DE genes are cold-static in each organ. **E.** Venn diagram showing significant but not complete overlaps between shoot and root responses at 3 hours, indicating a shared cold-stress response, but also organ-specific responses. Numbers in each zone indicate the total number of genes in that bin, and numbers in brackets indicate TFs included in each set**. F.** Venn diagram showing overlap of cold-stress response at 30 minutes and 3 hours after exposure to 4°C. Some genes show an initial transient response, but most genes show sustained response to cold. The transcriptional response to cold stress increases as the exposure continues.

## Results

### A 3-hour chilling treatment triggers wide-spread transcriptional reprogramming and morphological stress responses in tomato seedlings

To determine the duration of cold stress required to cause visual stress responses in tomato, 18-days old tomato seedlings (var. M82) grown under 16 hr/8 hr day-night cycle (100 μmol m^−2^ s^−1^, 24°C/20°C) were transferred to a container with pre-chilled growth media (4°C), or an ambient control (24°C), at ZT2.5 (Fig. 1A; where ZT = time of onset of light). The chilling treatment of 4°C was chosen based on prior studies of cold stress response in tomato [6]. Plants were visually examined prior to the treatment to ensure all seedlings are of the same size and at same developmental stage, as well as at 30, 90, and 180 minutes after start of treatment (Fig. 1A). The seedlings showed minor leaf curling after 90 minutes and severe wilting after 180 minutes of cold treatment (Fig. 1B and Fig. S1). These observations confirm that the cold treatment for 3 hours at 4°C was sufficient to generate a noticeable stress phenotype in the chilling sensitive tomato plants. Under these growth conditions, the timing of the chilling treatment coincides with the morning (ZT2.5) to noon phase (ZT5.5) of the diurnal cycle.

To understand the molecular basis of the observed physiological changes, both in the aerial tissues and in the underground tissues, shoots and roots were collected at (T_0_), i.e. just prior to cold exposure, as well as 3 hours after the start of cold treatment (4°C vs 24°C), for RNA-Seq analysis using the Illumina platform (Fig. 1A). For shoots only, to detect the early signaling components, tissue samples were collected 30 minutes after cold treatment (4°C vs 24°C). The generated RNA-seq data were first mapped to the reference tomato genome (ITAG v3.2) (Table S2) plus the organellar (chloroplast and mitochondrial) genomes to determine gene expression levels (see Methods). 

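Shoots of 18-day-old hydroponic tomato seedlings gave 18 RNA-seq libraries, each from a pool of 4 seedlings. Of these, 6 were taken at T0 and 3 in each of the groups at 30 min and 3 h at 4°C or 24°C. The description deposited with the data speaks of 3 replicates before treatment, while the paper and the sample labels give 6 for shoots, and these 6 were used. T0 replicates 1 to 3 were sequenced in batch 1 with the 3 h samples, and T0 replicates 4 to 6 in batch 2 with the 30 min samples. Table S2 lists fewer bases per read for batch 1 than for batch 2. Reads in genes, listed in Table S2, ran from 72.6 to 103.7 M (median 84.2) at T0 in batch 1 and from 20.2 to 23.5 M (median 20.2) at T0 in batch 2. They ran from 18.6 to 22.9 M (median 22.4) at 30 min in 4°C, from 19.2 to 23.9 M (median 20.9) at 30 min in 24°C, from 20.8 to 25.3 M (median 24.1) at 3 h in 4°C, and from 24.7 to 28.2 M (median 25.9) at 3 h in 24°C. The authors aligned the reads with BBMap to the ITAG 3.2 genome with the plastid and mitochondrial genomes, counted them with featureCounts and normalized the counts by TMM in edgeR. The deposited normalized counts are not whole numbers, and every shoot library sums to between 20328938 and 20332140, so these values no longer carry the sequencing depth. The shoot table lists 20545 features, of which 136 are plastid and 31 mitochondrial genes. The 20535 features with a normalized count of at least 10 in at least 3 libraries were tested. Plastid genes held 0.503% ± 0.186 (SD, n = 3) of the normalized counts at T0 in batch 1 and 2.18% ± 0.134 (SD, n = 3) at T0 in batch 2. Their share was 4.97% ± 1.16 at 30 min in 4°C and 0.423% ± 0.211 at 30 min in 24°C, and 6.74% ± 0.0223 at 3 h in 4°C and 0.284% ± 0.0363 at 3 h in 24°C (SD, n = 3 in each). Normalized counts plus 1 were taken to log2 and fitted with limma for all 18 libraries together, with T0 of each batch as a group of its own. A gene was called at a Benjamini-Hochberg adjusted p under 0.01. On simulated data with known changes, 68% of genes changed 2-fold and 36% of genes changed 1.5-fold were called at 30 min, where none of 20335 unchanged genes was. Gene names are those of the paper's text and tables, where many are names of Arabidopsis matches.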

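Roots of the same seedlings gave 9 libraries, 3 each at T0 and at 3 h in 4°C and 24°C. Reads in genes ran from 56.8 to 78.4 M (median 62.6) at T0, from 61.7 to 97.9 M (median 91.0) in 4°C and from 63.8 to 95.4 M (median 86.6) in 24°C. The batch of each root library is not given. The root table was normalized by the authors apart from the shoot table, and its libraries each sum to between 37775630 and 37777083, so roots and shoots were tested only within their own table. It lists 20680 features, all of which passed the same filter, with 47 plastid and 34 mitochondrial genes. Plastid genes held 0.0236% ± 0.00166 (SD, n = 3) of the root values at T0, 0.0256% ± 0.00326 in 4°C and 0.0283% ± 0.00249 in 24°C. The limma fit held 3 groups. On simulated root data 62% of genes changed 2-fold were called, with 1 of 20480 unchanged genes.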

Next, differentially expressed genes (DEGs) in response to cold stress were determined using a quasi-likelihood F-test (edgeR [41]) between the ambient (24°C) and cold-treated (4°C) gene expression levels (at FDR < 0.01), at each time point (i.e. 30 mins to 30 mins and 3 hrs to 3 hrs) in the shoots and roots separately. After three hours of cold treatment, 3,864 genes in the shoots and 9,394 genes in the roots were differentially expressed between plants at 4°C and at 24°C (Table S3). 

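In shoots at 3 h the genes furthest below the ambient level included ACD32.1 (Solyc07g055720), named for the alpha-crystallin domain of small heat shock proteins. It had a normalized count of 15.3 ± 7.45 in 4°C and 1016 ± 159.7 in 24°C (SD, n = 3 in each). Its log2 difference was -6.04 (standard error 0.73, adjusted p = 2.02e-06). HSFA2 (Solyc08g062960), a heat stress transcription factor, differed by -4.81 (standard error 0.37, adjusted p = 6.02e-09). The furthest above were plastid tRNA genes such as trnY-GUA, at 9.75 (standard error 0.64, adjusted p = 6.76e-10), together with CBF genes. In roots, DDF1 (Solyc08g007830) and DREB1D (Solyc08g007820), of the same AP2/ERF family as the CBF genes, were higher in 4°C by 9.07 (standard error 0.74, adjusted p = 8.49e-06) and 8.12 (standard error 0.51, adjusted p = 1.61e-06). The root gene XTH32 (Solyc11g066270), of the cell wall loosening xyloglucan endotransglucosylase/hydrolases, differed by -4.97 (standard error 0.28, adjusted p = 8.21e-07), and ELF4 (Solyc06g051680), a clock gene, by -5.19 (standard error 0.60, adjusted p = 6.83e-05). By limma, 8116 of 20535 shoot genes were called, 1977 higher and 6139 lower in 4°C, and 2958 of them differed at least 2-fold. The median log2 difference over all shoot genes was -0.28. After rescaling by median ratios over nuclear genes this median was -0.023 and 5888 genes were called, 3144 higher and 2744 lower. Of the 4720 genes called with both scalings all had the same direction. In roots 9503 of 20680 genes were called, 3720 higher and 5783 lower, and 3655 differed at least 2-fold. The median over all root genes was -0.11, and rescaled values gave 4755 higher and 4606 lower. Plastid genes made up 6.73% to 6.77% of the values in each shoot library at 4°C and at most 0.322% in each at 24°C.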

Even as early as 30 minutes after cold treatment, 575 genes show expression level changes in 4°C compared to 24°C (Table S3). 

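At 30 min the genes furthest above the ambient level in 4°C were plastid tRNA and rRNA genes. The plastid gene trnR-ACG (3950495) had a normalized count of 3452 ± 314 in 4°C and 3.79 ± 0.919 in 24°C (SD, n = 3 in each), a log2 difference of 9.51 (standard error 0.35, adjusted p = 2.31e-12). The plastid rRNA gene LyesC2r004 differed by 8.96 (standard error 0.51, adjusted p = 3.94e-10). Among the genes furthest below the ambient level were Solyc12g008600, at -2.74 (standard error 0.28, adjusted p = 1.66e-06), Solyc10g074540, at -2.61 (standard error 0.19, adjusted p = 1.05e-08), and BEE3 (Solyc03g119390), a bHLH gene named for its response to brassinosteroids, at -2.33 (standard error 0.46, adjusted p = 0.00233). In 4°C these 3 stood at 1.41, 0.701 and 0.867 times T0, and at 24°C at 9.43, 4.12 and 4.20 times. The call of BEE3 ended without 4°C replicate 2 (adjusted p = 0.015), without 24°C replicate 1 (adjusted p = 0.0109) and without 24°C replicate 3 (adjusted p = 0.0113). By limma, 1246 of 20535 genes were called, 585 higher and 661 lower in 4°C, and 583 of them differed at least 2-fold. After rescaling over nuclear genes, 651 were higher and 458 lower. Without 4°C replicate 1 the count was 795 and without 24°C replicate 3 it was 825. It was 713 with the T0 libraries as 1 group, 799 with only the 6 compared libraries in the fit, and 2437 at an adjusted p under 0.05.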

The shoot DEGs at 3 hours significantly overlap with the previously described cold-responsive tomato genes [6] (Table S7 and Fig. S2), but this study also identifies root specific DEGs as well as early responsive DEGs (30 minutes). Overall, our results revealed a widespread transcriptional reprogramming in the shoots as well as in the roots when tomato seedlings are exposed to chilling temperature.

### Tomato transcriptome response to low temperature (4°C) includes severe dampening of circadian/diurnal amplitude

A unique experimental component of this study is the profiling of the transcriptome at T_0_ to determine the temporal characteristics of the transcriptional response to chilling stress. Surprisingly, we observed that the majority of DEGs (4°C vs 24°C) showed a pattern of unchanged expression relative to T_0_*only* in cold. Specifically, we compared the gene expression level of DEGs at later timepoints (either 30 min or 3 hr) against T_0_, under cold treatment and ambient temperature separately, and classified the cold-responsive DEGs into three categories (Fig. 1C; see methods for details): (i) *cold-induced DEGs* (referred to as “*induced*” set) whose expression level is increased compared to T_0_ under cold treatment (T_0.5_ > T_0_ or T_3_ > T_0_ under cold treatment for shoots, and T_3_ > T_0_ under cold treatment for roots); (ii) *cold-repressed DEGs* (referred to as “*repressed*” set) whose expression level is reduced compared to T_0_ under cold treatment (T_0.5_ < T_0_ or T_3_ < T_0_ under cold treatment for shoots, and T_3_ < T_0_ under cold treatment for roots); and (iii) *cold-static DEGs* (referred to as “*static*”) whose expression level is unchanged compared to T_0_ (T_0.5_ ≈ T_0_ or T_3_ ≈ T_0_ under cold treatment for shoots, and T_3_ ≈ T_0_ under cold treatment for roots). By contrast, the mRNA levels of cold-static genes differ from T_0_ in ambient conditions (24°C), presumably due to circadian and/or diurnal regulation. In addition, DEGs whose expression fold-changes (T_0.5_/T_0_ or T_3_/T_0_) was mild in both 4°C and 24°C samples were labeled “indeterminate” and left out of subsequent analyses. 

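The pattern can be read in WRKY7 (Solyc04g078550), a WRKY transcription factor gene that was close to its T0 level at 3 h in cold shoots, with a mean ratio of 1.14, while at 24°C it stood at 0.348 of T0. In roots, TIFY5A (Solyc08g036640), a jasmonate pathway gene, stood at 1982 ± 1113 at T0, 3563 ± 1782 in 4°C and 14.5 ± 15.9 in 24°C (normalized counts, SD, n = 3 in each). Its static class in roots rests on single libraries: the ratio of 4°C to T0 was 1.80, but 2.01 without T0 replicate 1, 2.28 without T0 replicate 2 and 2.28 without 4°C replicate 3, which makes it induced. The classes were made with the cutoffs stated in the paper's methods, from ratios of group means to all T0 libraries of the organ. They cover the genes called by limma. At 3 h in shoots the classes that the paper lists follow a cutoff of 1.5-fold instead of the stated 2-fold. Of all called genes, 45.6% were static at 30 min, 17.4% at 3 h in shoots and 25.8% in roots. The indeterminate genes, within the cutoffs at both temperatures, were 32.1%, 66.2% and 66.9% of the called genes in the same order. For the static genes, the paper presumes circadian or diurnal regulation behind the change at 24°C.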

The cold-responsive DEGs identified at 30 min in shoots include 176 *induced*, 37 *repressed* and 362 *static* genes. 

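At 30 min 189 called genes were induced, 89 repressed and 568 static, and 400 were indeterminate. The paper lists no indeterminate genes at 30 min, so the counterpart of its 575 genes is the 846 classified genes here. The induced genes were mostly plastid genes, 124 of 189 (65.6%), in libraries whose plastid share was higher in 4°C than in 24°C. Of the static genes, 321 had fallen at 24°C and 247 had risen there. WRKY41 (Solyc01g095630) was among those that had fallen, at 0.157 of its T0 mean in 24°C and 1.01 in 4°C. WRKY11 (Solyc08g006320) likewise stood at 0.303 in 24°C and 1.05 in 4°C. Their log2 differences between temperatures were 2.66 (standard error 0.22, adjusted p = 6.2e-08) and 1.79 (standard error 0.11, adjusted p = 1.07e-09) from limma. Static genes were 67.1% of the 846 classified genes (Wilson 95% interval 63.9% to 70.2%, which covers counting error only). With the T0 libraries of the same batch alone there were 212 induced, 71 repressed and 539 static genes. The repressed count fell to 54 without 4°C replicate 1 or without 24°C replicate 3, rose to 170 without 4°C replicate 3, and was 143 with T0 of the other batch and 43 after rescaling over nuclear genes.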

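In shoots after 3 h of chilling, 461 of the 8116 called genes were induced, 873 repressed and 1413 static, which left 5369 indeterminate. MEE59 (Solyc06g006000) was classed as induced and yet lower in the cold than at 24°C, with normalized counts of 26.7 ± 9.62 at T0 (SD, n = 6), 57.8 ± 11.9 in 4°C and 1758 ± 90.6 in 24°C (SD, n = 3 in each). Its ratio to T0 was 2.17, and without T0 replicate 4 (1.93) or 4°C replicate 2 (1.98) it was static. DREB1D (Solyc08g007820) was induced, at 5.37 times its T0 mean in 4°C and 0.204 of it in 24°C. XTH32 (Solyc11g066270) was repressed, at 0.384 in 4°C and 1.84 in 24°C. The static genes were 51.4% of those classified (Wilson 95% interval 49.6% to 53.3%), and 715 of them had fallen at 24°C while 698 had risen. T0 of batch 1 alone, the batch of the 3 h libraries, gave 459 induced, 830 repressed and 1341 static genes. A cutoff of 1.5-fold, which the classes listed by the paper for these shoots follow, gave 703 induced, 1724 repressed and 2629 static genes. Rescaling over nuclear genes, an alternative chosen after seeing the values, gave 526 induced, 628 repressed, 1343 static and 3391 indeterminate of 5888 called genes. The excess of repressed over induced genes was thus smaller after rescaling, but was still there.

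**Figure D1:**
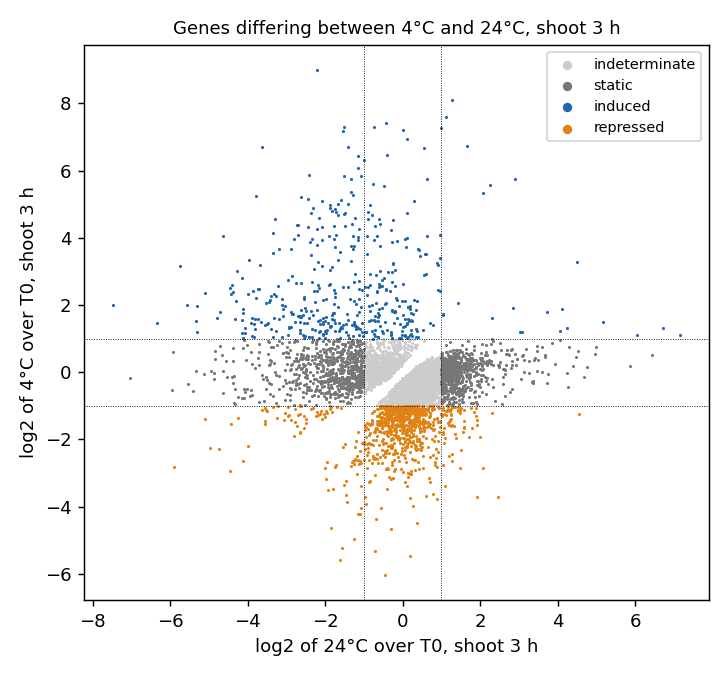
Change of each gene called between 4°C and 24°C at 3 h in shoots, as log2 ratios of group means to the mean of the 6 T0 libraries, at 24°C on one axis and 4°C on the other, coloured by class. Of the 8116 genes, 8076 are drawn, and 40 with no ratio because a group is at 0 are left out.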

At 3 hr, the corresponding induced, repressed and static set sizes for shoots are 671, 763, and 1595, with the static set being the largest group. 

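Of the 189 shoot genes induced at 30 min, 154 were induced at 3 h as well, against 4.24 expected among 20535 tested genes (two-sided Fisher's exact test, p = 5.26e-229). Plastid genes were 124 of the induced genes at each time, and 65 and 337 were nuclear. The exact test takes genes as independent, while the plastid genes moved together with the plastid share of the libraries. The p-value for the induced genes is therefore too small, and the overlap of nuclear genes alone was not counted. The static lists of 568 and 1413 genes shared 195, against 39.1 expected (p = 6.51e-86, same exact test), with WRKY7 and CCA1/LHY among the static genes of both times. Of the 89 and 873 repressed genes 18 were shared, against 3.78 expected (p = 3.04e-08, same exact test). Both times are set against the same T0 libraries. With T0 of batch 2 for 30 min and T0 of batch 1 for 3 h, 162 induced, 20 repressed and 190 static genes were shared, against 4.74, 2.87 and 35.2 expected. In simulated unchanged groups no gene was called by limma and the classes were empty, so that check says nothing on the shared T0 libraries.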

There are highly significant overlaps between the gene sets regulated in the same direction (i.e. induced vs. induced, repressed vs. repressed and static vs. static) at 30 min and 3 hr (Fig. 1F). 

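In roots 262 called genes were induced, 433 repressed and 2451 static, and 6357 were indeterminate. Static genes were 77.9% of those classified (Wilson 95% interval 76.4% to 79.3%), and 1372 of them had fallen at 24°C while 1079 had risen. BEE3 (Solyc03g119390) was a static gene of the second kind, at 32.1 ± 7.62 at T0, 48.5 ± 7.87 in 4°C and 289 ± 57.0 in 24°C (normalized counts, SD, n = 3 in each). LBD11 (Solyc06g075330), a LOB domain transcription factor gene, was induced, at 8.59 times T0 in 4°C and with a log2 difference of 6.35 (standard error 0.17, adjusted p = 1.1e-08) between temperatures from limma. A cutoff of 1.5-fold gave 466 induced, 1122 repressed and 4209 static root genes.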

For roots, we observed an even bigger proportion of static genes, with 274 induced, 414 repressed, and 2,474 static genes (Fig. 1D; Table S3). 

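DREB1D, TIFY5A and the CBF genes were higher in 4°C than in 24°C at 3 h in shoots and in roots, and so was MYB15 (Solyc09g090130), a MYB transcription factor gene, by 2.68 on the log2 scale in shoots (adjusted p = 1.66e-07) and 0.93 in roots (adjusted p = 0.00373). Of 19037 genes tested in both organs, limma called 4318 in both, of which 3809 had the same direction. Another 3399 were called in shoots alone and 4421 in roots alone, which does not by itself show a difference between organs. Of 358 genes induced in shoots and 209 induced in roots among these, 74 were shared, against 3.93 expected (two-sided Fisher's exact test, p = 5.11e-75). The repressed lists of 779 and 343 shared 159, against 14.0 expected (p = 7.6e-130), and the static lists of 1310 and 2075 shared 443, against 143 expected (p = 5.12e-120, same exact test). With values of at least 50 in at least 3 libraries, 44 induced genes were shared (p = 1.99e-50, same exact test).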

There is a significant overlap but also distinct DEGs between shoots and roots (Fig. 1E). 

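OXS3 (Solyc06g066420), named for a stress tolerance gene of Arabidopsis, and Solyc10g050510 were induced at 30 min and repressed at 3 h in cold shoots. In the other direction stood only Solyc03g093540, a transcription factor gene listed as Integrase. Its normalized counts were 529 ± 101 at T0 (SD, n = 6), 343 ± 123 at 30 min in 4°C and 2981 ± 90.1 at 3 h in 4°C (SD, n = 3 in each). At 30 min its ratio to T0 was 0.648, and it was static without T0 replicate 2 (0.679), T0 replicate 3 (0.667), 4°C replicate 1 (0.695) or 4°C replicate 2 (0.733). It was higher in 4°C than in 24°C at both times, by 2.19 (adjusted p = 3.27e-05) and 6.89 (adjusted p = 1.08e-12) on the log2 scale by limma. These counts of 2 and 1 compare with 8.03 and 2.00 expected for independent lists (two-sided Fisher's exact tests, p = 0.027 and p = 0.726). OXS3 and Solyc10g050510 were picked out after their values were seen.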

There were minimal overlaps between genes induced at 30 minutes and repressed at 3 hours or vice versa (Fig. S3). 

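ELF4 (Solyc06g051680), a clock gene of the evening, was induced in cold shoots and repressed in cold roots relative to T0. It was lower in 4°C than in 24°C in both organs, with normalized counts of 26.7 ± 9.90 and 103 ± 13.7 in shoots and 5.06 ± 1.56 and 229 ± 88.8 in roots (SD, n = 3 in each). MAPKKK21 (Solyc02g090980), listed under the name of a MAP kinase kinase kinase, had the same classes. The repressed class of ELF4 in roots, at 0.441 of T0, was static without T0 replicate 3 (0.940) and without 4°C replicate 2 (0.5005). RAP2.4 (Solyc12g056980), of the AP2/ERF family, and Solyc04g008570 were repressed in shoots and induced in roots. Each count of 2 genes compares with an expected 6.45 for the first pair of lists and 8.55 for the second (two-sided Fisher's exact tests, p = 0.103 and p = 0.0134). Of the genes called by limma in both organs, irrespective of class, 509 had opposite directions. MAPKKK21, RAP2.4 and Solyc04g008570 were named after their values were seen.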

Minimal overlaps (four genes) were found between the shoot induced and root repressed (and vice versa) gene sets (Table S3), implying that genes are either monotonically induced or repressed by cold stress across the 3-hour treatment and across organs.

To gain insights into the biological processes enriched in the shoot and root DEGs, GO functional analysis was performed for the induced, repressed, and static genes identified. Cold stress, in shoots, significantly affected numerous biological processes in the cold-induced DEGs and the cold-static gene set but a smaller number of processes in the cold-repressed DEGs (Table S14 &S16). Cold stress induced a large set of genes belonging to photosynthetic process, response to water deprivation, response to cold etc. whereas the mRNA and mitochondrial RNA modification processes were significantly repressed in shoot tissues. 

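Of the 461 genes induced in shoots at 3 h, 124 were plastid genes and 337 nuclear. The plastid genes include those of the photosystems, and they moved with the plastid share of the libraries. The plastid gene ndhD, a subunit of the NADH dehydrogenase-like complex, had a normalized count of 1679 ± 118 in 4°C and 15.5 ± 8.34 in 24°C (SD, n = 3 in each), a log2 difference of 6.78 (standard error 0.30, adjusted p = 2.25e-12). All 12 plastid genes of this complex were higher by limma, and 12 when adjusted over the list alone. Of 31 mitochondrial genes 3 were higher at 3 h, 1 when adjusted over the list alone, and none was lower. Their median log2 difference was 0.60. The camera test called them higher as a group (adjusted p = 6.23e-05), and the call was lost with an adjusted p = 0.187 with an estimated correlation.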

In the static gene set processes related to primary metabolism were affected by cold stress (Fig. S4; Table S14,S16). We further classified the cold static geneset into two subsets: (i) induced relative to 24°C (static_induced) and (ii) repressed relative to 24°C (static_repressed) and performed GO enrichment analysis on each set. This subset approach revealed that almost all the GO enrichment seen in the cold static set, at both 30 minutes and 3 hours, is due to the static_induced genes while the static_repressed genes were not enriched for any GO process (Table S14 andS16). In tomato roots, the genes induced by cold stress were not significantly enriched in any of the GO categories, however cold stress affected numerous primary metabolism processes in the cold-repressed gene set (Table S17 andS18; Fig. S5), while the cold static gene set was enriched for response to oxidative stress, response to water deprivation, response to hormone, etc. (Table S18).

The differential expression of the dominant “static” set of genes is possibly caused by mis-regulation of core clock components during cold stress. A previous study has shown that cold stress severely dampens the amplitude of clock gene oscillation in Arabidopsis [29]. Therefore, we investigated the expression patterns of core clock genes under cold stress in tomato. In the shoots, our results show that under ambient temperature, the mRNA level of the tomato homolog of *CCA1*, the central morning-phased clock gene, is reduced by 10-fold from T_0_ to T_3_ (from ZT2.5 to ZT5.5). By contrast, in the cold-treated samples, the repression of *CCA1* is greatly attenuated and its mRNA level is reduced by only 30% from T_0_ to T_3_ (Fig. 2A; Table S5). 

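CCA1/LHY (Solyc10g005080), a MYB-like repressor at the centre of the morning loop of the clock, had a normalized count of 4761 ± 401 at T0 (SD, n = 6) and 519 ± 37.1 after 3 h at 24°C (SD, n = 3). The T0 mean was 9.17 times the 3 h mean. At 30 min in 24°C the gene stood at 2487 ± 116 (SD, n = 3). In log2 terms it fell by 3.19 from T0 to 3 h (standard error 0.054, adjusted p = 7.25e-18 from limma). Against T0 of batch 1 alone, the batch of the 3 h libraries, the ratio was 9.87, from 5125 ± 57.6 at T0. Of the 10 clock genes of Table S5, 4 were higher and 4 lower in 4°C than in 24°C at 3 h (4 and 6 when adjusted over the list alone).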

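In cold shoots CCA1/LHY stood at 3379.7 ± 232 at 3 h (SD, n = 3), 29.0% below the mean of all T0 libraries and 34.1% below T0 of batch 1 alone. Relative to 24°C it was higher by 2.70 (standard error 0.063, adjusted p = 6.69e-16) on the log2 scale by limma. At 30 min the cold libraries already held 3645 ± 15.7, and the difference between temperatures was 0.55 (standard error 0.063, adjusted p = 5.92e-06). The difference at 3 h exceeded that at 30 min by 2.15 (standard error 0.089, adjusted p = 2.94e-11). Every library at 4°C lay above every library at 24°C at both times.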

Two other morning phased genes *RVE6* and *RVE8* are similarly reduced by 2-fold and 5-fold in ambient conditions, but not under chilling conditions (Fig. 2A andS6; Table S5). Conversely, induction of evening clock components such as *PRR7* (2-fold), *GI* (8-fold) and *ELF3* (2.5-fold) observed in ambient conditions failed to occur in the cold-treated samples (Fig. S6; Table S5). 

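RVE8 (Solyc10g084370), a MYB-like activator of evening genes, fell at 24°C from 952 ± 289 at T0 (normalized count, SD, n = 6) to 168 ± 13.2 at 3 h (SD, n = 3), a ratio of 5.67. In 4°C it stood at 1099 ± 109 (SD, n = 3), 0.26 (standard error 0.089, adjusted p = 0.0279) from T0 on the log2 scale, which did not pass the threshold as deposited but did after rescaling over nuclear genes (0.36, adjusted p = 0.00141). Against T0 of batch 1 alone its 4°C ratio lay on the other side of T0, at 0.907. RVE6 (Solyc01g095030), a relative of RVE8, fell from 822 ± 72.9 to 401 ± 32.5 at 24°C, a ratio of 2.05, and stood at 702 ± 68.5 in 4°C. Between temperatures RVE8 differed by 2.70 (standard error 0.10, adjusted p = 3.15e-13) and RVE6 by 0.81 (standard error 0.091, adjusted p = 8.84e-07), both from limma. Within batch 1 the T0 to 24°C ratios were 7.22 for RVE8 and 2.19 for RVE6. The T0 values of RVE8 themselves differed between batches, 1211 ± 55.4 in batch 1 and 692 ± 62.2 in batch 2 (SD, n = 3 in each).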

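GI-1 (Solyc04g071990), a homolog of the evening gene GIGANTEA, rose at 24°C from 594 ± 35.5 at T0 (normalized count, SD, n = 6) to 5181 ± 303 at 3 h (SD, n = 3), 8.73 times T0, and stood at 601 ± 16.7 in 4°C. GI-2 (Solyc12g056650) reached 7.48 times T0 at 24°C and 1.46 times in 4°C. PRR7 (Solyc10g086000), a pseudo-response regulator that represses CCA1, rose 2.10 times at 24°C and fell in the cold to 0.595 of T0, a log2 difference of -0.75 (standard error 0.074, adjusted p = 2.9e-07). ELF3 (Solyc08g065870), of the evening complex, rose 2.60 times at 24°C and stood at 1.34 times T0 in 4°C. Between temperatures at 3 h the log2 differences were -3.10 for GI-1 (adjusted p = 3.91e-14), -2.36 for GI-2 (adjusted p = 1.88e-13), -1.82 for PRR7 (adjusted p = 5.33e-12) and -0.96 for ELF3 (adjusted p = 0.000253), all from limma. Within batch 1 the rises at 24°C were 9.21 times for GI-1, 6.51 for GI-2, 2.20 for PRR7 and 2.38 for ELF3. TOC1 and LUX, further evening genes, did not pass the threshold between temperatures in shoots, at -1.10 (adjusted p = 0.0159) and -1.87 (adjusted p = 0.0143), though LUX did with a pseudocount of 10 (-1.10, adjusted p = 0.000905).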

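PRR9 (Solyc10g005030), a pseudo-response regulator of the morning, stood at 1557 ± 303 at T0 in shoots (normalized count, SD, n = 6), at 1625 ± 113 after 3 h at 24°C and at 4003 ± 491 after 3 h at 4°C (SD, n = 3 in each). The cold mean was 2.57 times T0, or 2.22 times T0 of batch 1 alone. The log2 difference from T0 was 1.38 (standard error 0.095, adjusted p = 2.78e-09) in 4°C and 0.083 (standard error 0.095, adjusted p = 0.478) in 24°C, from limma. Between temperatures the gene differed at 3 h by 1.30 (standard error 0.11, adjusted p = 2.02e-08). At 30 min its difference was -0.079 (standard error 0.11, adjusted p = 0.72), which did not pass the threshold.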

Finally, aberrant induction of another clock component *PRR9* (2.5-fold) was seen only in the cold-treated samples. Similarly, in the roots, the repression of *CCA1* (4-fold) and *RVE8* (2-fold), and the induction of *PRR7* (1.6-fold), *GI* (1.5-fold), *LUX* (6-fold) and *TOC1* (2-fold) that is seen in ambient conditions is absent in the cold-treated plants while aberrant induction of *PRR9* (2-fold) is observed (Fig. S7; Table S5). 

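In roots CCA1/LHY fell at 24°C from 3311 ± 285 at T0 to 829 ± 47.5 at 3 h, a ratio of 4.00, and stood at 2779 ± 131 in 4°C (normalized counts, SD, n = 3 in each). LUX (Solyc06g005680), of the evening complex, rose from 16.3 ± 1.79 to 102 ± 22.6 at 24°C, 6.25 times, and stood at 16.7 ± 2.71 in 4°C. At 24°C, PRR7 rose 1.61 times, GI-1 1.55 times and TOC1 1.95 times, and the ratio of T0 to 24°C was 1.84 for RVE8. PRR9 stood at 1.97 times T0 in 4°C, a log2 difference of 1.02 (standard error 0.22, adjusted p = 0.0158) that did not pass the threshold, and was higher than at 24°C by 1.69 (standard error 0.22, adjusted p = 0.000149). By limma 3 of the 10 clock genes were higher and 4 lower in 4°C than in 24°C (3 and 5 when adjusted over the list alone). GI-2 was outside the threshold at -0.38 (adjusted p = 0.0123; 0.00695 with the replicate number as a block), as were ELF3 at -0.088 (adjusted p = 0.504) and RVE6 at -0.12 (adjusted p = 0.569). CCA1/LHY and LUX were static by the 2-fold cutoff, and PRR7, PRR9, GI-1, TOC1 and RVE8 were indeterminate. PRR9 was induced without T0 replicate 3 (2.49 times T0) or 4°C replicate 1 (2.12), and TOC1 static without T0 replicate 2 (0.872 of T0 in 4°C). The paper describes these ambient changes as absent in cold roots, with an aberrant induction of PRR9.

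**Figure D2:**
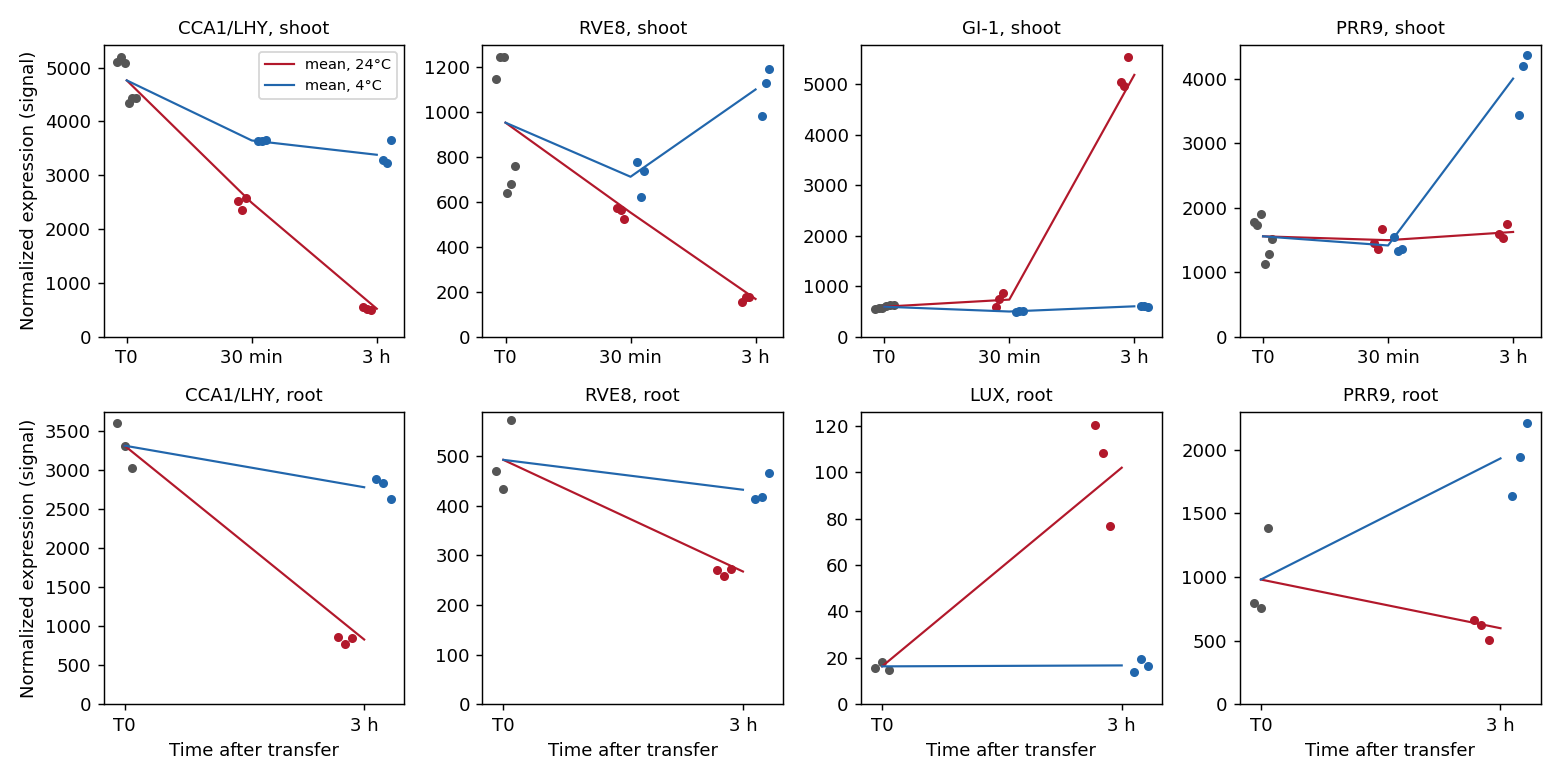
Normalized counts of clock genes, by sampling time at even spacing. Shown are CCA1/LHY, RVE8, GI-1 and PRR9 in shoots and CCA1/LHY, RVE8, LUX and PRR9 in roots. Points are libraries, lines join group means, grey marks T0, red 24°C and blue 4°C. Shoot CCA1/LHY falls to a mean of 519 at 24°C and stands at 3379.7 at 4°C after 3 h.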

The changes in core clock gene expression levels seen in the RNA-Seq data were validated using quantitative reverse transcription (qRT-PCR) (Table S6; Fig. S6).

**Figure 2:**
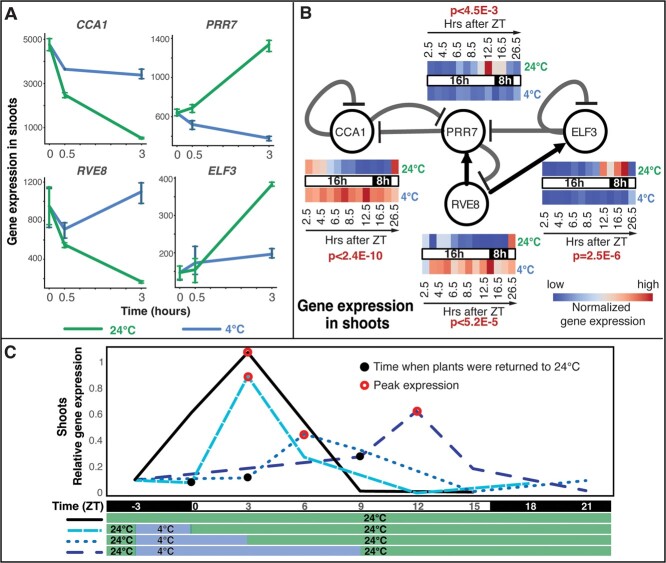
Amplitude of oscillation is severely dampened for multiple core clock genes and resumes hours after return to ambient temperature. **A.** Chilling stress disrupts the cycling of various core clock components. Shown are expression level changes of four core clock genes in ambient temperature (green line) and under chilling stress (blue line). These genes are classified as cold-static. (Note: All gene names shown are derived from Arabidopsis orthologs.) **B.** A selected set of four clock genes show characteristic oscillation of gene expression in a 24-hour cycle, under ambient conditions (24°C, 16 h L/8 h D) (heatmap above the light conditions bar for each gene). A concurrent chilling treatment (also 24 hours) reveals that the amplitude of oscillation remains dampened for these core clock genes during the entire 24 hours of chilling treatment (heatmap below the light conditions bar). Specifically, there is no observable change in expression level for CCA1, PRR7, ELF3 during the 24 hours in 4°C. P-values (in red) are from testing for significant difference in a fit for cubic spline-based regression fit between the ambient and cold-treated expression trajectories. **C.** The core clock morning gene, CCA1 reaches peak expression (red circles) 3 hours after ZT in ambient conditions. Under cold treatment, CCA1 expression remains flat for the duration of cold and reaches peak approximately 3 hours after plants return to 24°C (black dots). Note: Data shown in panels B &C was generated by multiplexed amplicon sequencing from cDNA libraries (see Methods).

To extend our observation of the effects of chilling on clock gene oscillations from the original 3 hr to a longer 24 hr period, we performed an additional experiment at ZT2.5 that placed tomato seedlings in either 4°C or 24°C for a 24-hour period and sampled them at T_0_, 1, 2, 3, 6, 12 and 24 hours. Expression levels of four representative clock genes: *CCA1*, *PRR7*, *RVE6* and *ELF3* were measured from each time point under ambient and cold conditions. In cold, the expression levels of these four genes remained essentially unchanged (Fig. 2B). In plants that remain at 24°C these genes show a diurnal maxima and minima in gene expression as expected (Fig. 2B); at 24°C, *CCA1* expression level is highest at ZT2.5 and again 24 hours later, while the *PRR7*, *ELF3* and *RVE8* maxima are at ZT14.5, ZT18.5 and ZT26.5 respectively. In all four of the clock genes measured, the amplitude of oscillation in gene expression is dampened at 4°C (Fig. 2B; Table S22).

**Figure 3:**
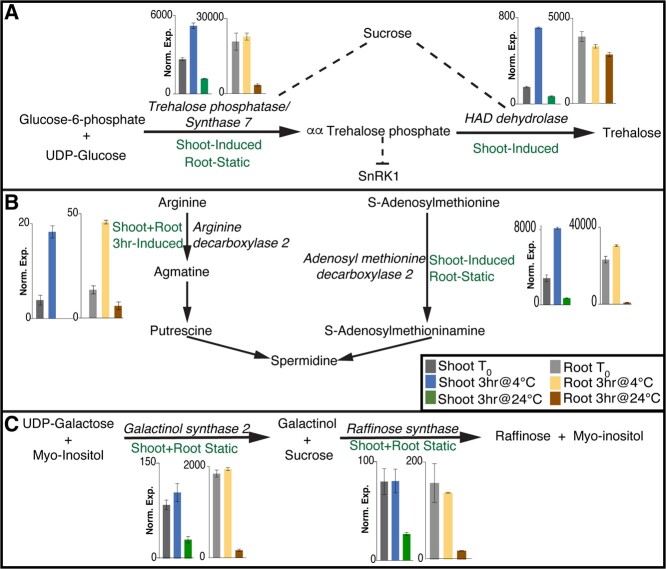
Chilling stress induces expression of cryoprotectant biosynthesis genes in both shoots and roots. Net effect of these changes would be accumulation of these cryoprotectants under chilling stress, as previously shown (Barrero-Gil et al., 2016). All genes shown here were induced between 4°C and 24°C in both the shoot and root (FDR < 0.01). **A.** Enzymes for both steps in trehalose synthesis are expressed higher under 4°C in shoots and roots. **B.** The two committing steps in Polyamine biosynthesis are expressed higher in 4°C in both organs. **C.** Raffinose biosynthesis genes are expressed at higher levels at 4°C in both shoots and roots.

To determine the time taken for resumption of a normal amplitude of clock oscillation after the plant returns to ambient conditions, we investigated the level of expression of CCA1 for multiple hours after the end of cold treatment. CCA1 expression levels were assayed 3, 6, 9, and 12 hours after varying lengths of cold treatment. In the control plants, with no cold treatment, CCA1 reaches peak expression 3 hours after ZT (black, solid line in Fig. 2C). Plants in the treatment group were exposed to either 3, 6, or 9 hours of cold (4°C) before being returned to ambient temperature (24°C). Irrespective of the time of day, the expression level of CCA1 reached its peak at 3 hours after the end of cold treatment (blue, dotted lines in Fig. 2C). Thus, the temperature experienced by the plant had a stronger effect on CCA1 expression than the incidence of light (ZT), which was the same for all plants (Fig. 2C).

To determine whether the cold-static gene set is normally under the control of diurnal or circadian regulation, these gene sets were compared with genes undergoing diurnal or circadian cycling [42]. The tomato cold-static genes were mapped to their closest Arabidopsis ortholog using the OrthoFinder algorithm [43], and then subsequently overlapped with the known Arabidopsis diurnal (LDHC) and circadian (LL_LDHC) gene sets from the Diurnal database [42]. Indeed, the cold-static gene set has highly significant overlaps with the gene sets shown to be diurnally regulated under long day (hypergeometric test, *P* < 6e-15) (Fig. S8) or continuous light (hypergeometric test, *P* < 7e-29) (Fig. S8) [42]. Overall, our data showed that during cold stress, the amplitude loss of core clock genes likely disrupts the rhythmic regulation of downstream genes, observed as the large cold-static groups in the shoots (53%) and the roots (78%). Therefore, cold stress seems to include a direct response (cold-induced and repressed) that may be more directly related to the mitigation of stress, as well as an indirect response (cold-static set) that may be downstream or incidental. Thus, all further analyses treated these gene sets separately.

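The genes that changed from T0 at 24°C are many more than those that changed from T0 in the cold in roots, where XTH32 (Solyc11g066270), of cell wall loosening, went from 1287 ± 508 at T0 to 26769.5 ± 3555 at 24°C and 875 ± 284 at 4°C (normalized counts, SD, n = 3 in each). By limma 8299 root genes differed from T0 at 24°C, 4945 higher and 3354 lower, and 991 did so at 4°C, 358 higher and 633 lower. Rescaled over nuclear genes the 24°C split was 3825 higher and 4132 lower. The cold count ranged with the library left out: it was 505 without T0 replicate 1, 584 without T0 replicate 2, 1808 without T0 replicate 3, 449 without 4°C replicate 1 and 406 without 4°C replicate 2. It was 606 with the replicate number as a block. In shoots 8260 genes differed from T0 at 24°C, 5405 higher and 2855 lower, and 5016 at 4°C, 1426 higher and 3590 lower. Rescaled, the splits were 3275 higher and 3908 lower at 24°C, and 2436 higher and 2718 lower at 4°C. Against T0 of batch 1 alone, the batch of the 3 h libraries, 5263 genes differed at 24°C and 2888 at 4°C. In both organs HSFA2 rose at 24°C, by 4.87 on the log2 scale in shoots (adjusted p = 6.76e-10) and 1.77 in roots (adjusted p = 1.22e-05), while its cold levels gave 0.059 (adjusted p = 0.907) and 0.39 (adjusted p = 0.113).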

**Figure 4:**
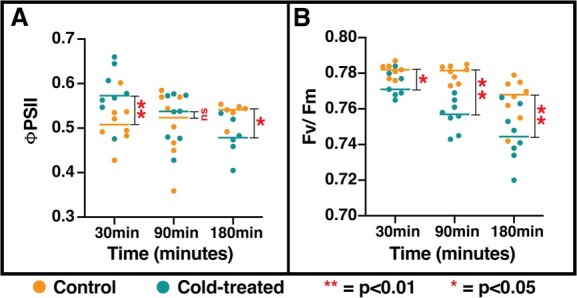
Photosynthetic efficiency of tomato plants is sharply reduced within 3 hours of exposure to 4°C. **A.** The operating efficiency of photosynthesis (ΦPSII) is initially (30 minutes) enhanced in the cold-treated samples (*t*-test, *P* < 0.05). As the cold treatment continues, ΦPSII falls despite the sustained upregulation of associated genes (*t*-test, *P* < 0.05). **B.** The maximum efficiency of photosynthesis, a proxy for PSII health, falls continuously through the cold treatment (*t*-test, *P* < 0.05). Thus, the remarkable upregulation of most photosystem genes fails to compensate for the net loss of photosynthetic efficiency caused by chilling stress in the timescale we examined.

### Cold induces the synthesis of known osmoprotectants in both shoots and roots

Accumulation of compatible solutes with cryoprotective properties, such as proline, sucrose, trehalose and raffinose [44, 45] and secondary metabolites such as polyamines (PA’s) [25, 46] have been shown to have a significant role in enhancing the cold tolerance in plants. While their roles in protecting the aerial tissues against cold stress is well known, it remained a question whether the underground tissues (roots) also employ similar strategy in cold response. Our genome-wide study showed that chilling stress induces multiple genes involved in the biosynthesis of trehalose and polyamines within 3 hours of exposure to cold in both shoots and roots (Fig. 3A and B). 

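Of the 6 genes for the synthesis of trehalose, polyamines and raffinose named in Fig. 3 and the text, all 6 were higher in 4°C than in 24°C at 3 h in shoots by limma, and 6 when adjusted over the list alone. The camera test called the list higher (adjusted p = 2.41e-08), and its adjusted p = 0.013 with an estimated correlation. In roots 5 of the 6 were higher, and 5 when adjusted over the list alone (camera adjusted p = 6.23e-05, and adjusted p = 0.0239 with an estimated correlation). The exception in roots was HAD (Solyc04g072920), of the second step of trehalose synthesis, at 0.23 (standard error 0.095, adjusted p = 0.0619). After rescaling over nuclear genes it passed the threshold, at 0.34 (adjusted p = 0.0075). At 30 min 2 of the 6 were higher in shoots, TPS7 (Solyc02g072150), of the first step of trehalose synthesis, by 0.78 (standard error 0.14, adjusted p = 0.000949) and SAMDC2 (Solyc02g089610), of polyamine synthesis, by 0.76 (standard error 0.12, adjusted p = 0.000231). The group call at 30 min was lost with an adjusted p = 0.0662 with an estimated correlation.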

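SAMDC2 (Solyc02g089610) had the largest ratio between temperatures of the cryoprotectant genes with a ratio in both organs, 11.5 in shoots and 36.6 in roots. The smallest were 3.00 for RafS (Solyc02g086530) in shoots and 1.17 for HAD in roots. Over the 11 gene and organ pairs with a ratio, the mean of 4°C to 24°C was 9.43 ± 9.63 (SD over the 11 pairs), and the median 7.65. ADC2 (Solyc01g110440) in shoots is listed at 0 in all 3 libraries at 24°C and has no ratio. The mean was 6.46 over 5 genes in shoots and 11.9 over 6 genes in roots. The organs were normalized in separate tables, and the difference between them was not tested.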

Overall, the mRNA levels of genes catalyzing trehalose, raffinose and polyamine biosynthesis are, on average, 10-fold higher in the cold treated plants than the ambient plants, yet the specific regulation pattern could be distinct between shoots and roots.

Trehalose is a disaccharide synthesized in a two-step reaction from glucose-6-phosphate and UDP-glucose. The first step generates αα-trehalose-phosphate and the second step cleaves the phosphate group to release the trehalose disaccharide. In the shoots, genes encoding the enzymes for the first (Trehalose phosphatase/Synthase 7 *Solyc02g072150*) and second step (HAD dehydrolase, *Solyc04g072920*) were induced compared to T_0_ within 3 hours of chilling stress (i.e. “cold induced”; see Fig. 3A). 

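TPS7 stood at 2654 ± 279.7 in shoots at T0 (normalized count, SD, n = 6), 5206 ± 378 after 3 h at 4°C and 1168 ± 42.5 at 24°C (SD, n = 3 in each). The 4°C mean was 1.96 times the mean of all T0 libraries and 2.07 times T0 of batch 1 alone, so over all T0 libraries it missed the 2-fold cutoff for an induced gene. Without T0 replicate 4 (2.04) or 4°C replicate 3 (2.01) it met that cutoff. In log2 terms it rose from T0 by 0.98 (standard error 0.12, adjusted p = 4.87e-06) by limma. HAD stood at 157 ± 30.1 at T0, 706 ± 18.6 at 4°C and 71.6 ± 13.5 at 24°C, and its 4°C mean was 4.49 times T0 (4.34 times within batch 1). Between temperatures TPS7 differed by 2.15 (standard error 0.14, adjusted p = 5.44e-10) and HAD by 3.30 (standard error 0.22, adjusted p = 7e-10).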

In the roots, the expression of both these genes was retained at the T_0_ level in 4°C (cold-static) but declined in ambient conditions (Fig. 3A) with a net effect of elevated mRNA levels in 4°C relative to 24°C. Therefore, although the trehalose pathways are up-regulated in cold treated samples compared to ambient controls in both shoots and roots, their specific regulatory mechanism, especially in relation to the clock control, could be different in different organ. Similarly, polyamine synthesis from arginine and S-adenosylmethionine involves two committed enzymatic steps (Fig. 3B) and genes encoding enzymes for both steps (Arginine decarboxylase 2; *Solyc01g110440* & Adenosyl methionine decarboxylase 2; *Solyc02g089610*) were induced within three hours of chilling stress in the shoots. 

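Root TPS7 stood at 20837 ± 5930.2 at T0, 22833 ± 2429.9 at 4°C and 3461 ± 795 at 24°C (normalized counts, SD, n = 3 in each). Its log2 difference from T0 was 0.17 (standard error 0.22, adjusted p = 0.644) in 4°C and -2.57 (standard error 0.22, adjusted p = 1.52e-05) in 24°C, from limma. Root HAD stood at 3929 ± 494 at T0, 3361 ± 183 at 4°C and 2871 ± 209 at 24°C. It fell from T0 at 24°C by 0.45 on the log2 scale (adjusted p = 0.0031), and its difference in 4°C was -0.22 (standard error 0.095, adjusted p = 0.155). From rises over T0 in shoots and levels held at T0 in roots, the paper proposes that the trehalose genes are regulated differently in shoots and roots.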

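SAMDC2 rose in shoots from 2836 ± 869.6 at T0 (normalized count, SD, n = 6) to 8174 ± 173 after 3 h at 4°C and stood at 711 ± 57.7 at 24°C (SD, n = 3 in each). The 4°C mean was 2.88 times T0, 2.33 times within batch 1, and the log2 difference between temperatures was 3.52 (standard error 0.12, adjusted p = 7.37e-14) from limma. T0 itself was 3506 ± 689.9 in batch 1 and 2165 ± 256 in batch 2. ADC2, at low levels throughout, stood at 3.88 ± 2.54 at T0 and 18.3 ± 2.23 at 4°C, and was listed at 0 in all 3 libraries at 24°C. Its difference between temperatures passed the threshold (adjusted p = 0.000325), while its rise from T0 in 4°C was 2.19 (standard error 0.72, adjusted p = 0.0229), outside it. The 4°C mean was 4.71 times T0 and 8.49 times T0 of batch 1 alone.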

In the roots the gene encoding the enzyme for the first step (Fig. 3B) is induced within 3 hours, while the diurnal repression of the second step is suspended by chilling stress. 

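In roots ADC2 stood at 13.5 ± 3.37 at T0, 46.0 ± 1.54 at 4°C and 5.86 ± 3.23 at 24°C (normalized counts, SD, n = 3 in each). Its 4°C mean was 3.40 times T0, and it was higher than at 24°C by 2.88 (standard error 0.36, adjusted p = 0.000114) on the log2 scale by limma. SAMDC2 stood at 23196 ± 2902 at T0, 30410 ± 692 at 4°C and 832 ± 178 at 24°C. It fell from T0 at 24°C by 4.81 (adjusted p = 2.79e-08), and its difference in 4°C was 0.40 (standard error 0.14, adjusted p = 0.099).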

Finally, raffinose is another potent cryoprotectant and its biosynthesis also involves a two-step process. During chilling stress applied in this study, the mRNA levels of genes encoding both these steps (Galactinol synthase 2; *Solyc02g084980* and Raffinose synthase; *Solyc02g086530*) are retained at the same level as T_0_ in 4°C but decline in 24°C (i.e. cold-static) in both the shoots and roots (Fig. 2C). 

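GolS2 (Solyc02g084980), which makes the galactinol that raffinose is built from, stood in shoots at 84.2 ± 18.8 at T0 (normalized count, SD, n = 6), 104 ± 24.3 at 4°C and 29.6 ± 8.73 at 24°C (SD, n = 3 in each). In roots the levels were 1843 ± 133, 1943 ± 58.9 and 168 ± 44.0. RafS, the raffinose synthase, stood at 79.9 ± 31.8, 80.4 ± 20.8 and 26.8 ± 2.58 in shoots and at 157 ± 68.6, 137 ± 1.52 and 17.9 ± 1.52 in roots, in the same order. Both genes fell from T0 at 24°C by limma, GolS2 by 1.48 in shoots (adjusted p = 5.71e-05) and 3.48 in roots (adjusted p = 3.38e-07), RafS by 1.42 (adjusted p = 0.00411) and 2.95 (adjusted p = 5.29e-05). Within batch 1 the shoot ratios of 4°C to T0 were 1.26 for GolS2 and 0.987 for RafS. The shoot call of RafS between temperatures, 1.52 (standard error 0.44, adjusted p = 0.00719), ended on leaving out 5 of the 6 libraries, with adjusted p of 0.0362 without 4°C replicate 1, 0.0218 without 4°C replicate 2, and 0.026, 0.0186 and 0.0173 without 24°C replicates 1, 2 and 3.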

Previous studies in Arabidopsis [47], Tomato [6], Rice [48] etc. have demonstrated increased accumulation, albeit on longer time scales, of these cryoprotectants in response to cold stress.

### Functional and pathway enrichment analyses of cold-responsive genes highlight early effect of cold stress on photosynthesis

To identify functional enrichment among the cold-responsive DEGs, Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis was performed. The analysis revealed that many genes involved in photosynthesis, hormone signaling etc. were induced by cold stress. In roots, no pathway enrichment was observed in the cold-induced gene set. The genes in the static set were found to be enriched for numerous metabolic pathways such as plant-pathogen interactions, phenylpropanoid biosynthesis, signal transduction, etc.

**Figure 5:**
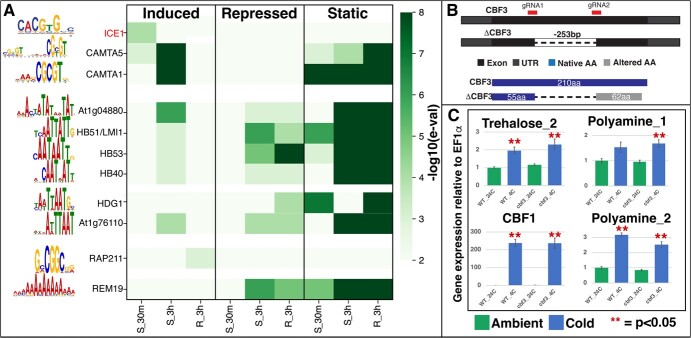
Gene sets classified by time and organ show evidence of distinct regulatory motifs. A. Promoter analyses identifies conserved motifs that are overrepresented in induced, repressed, and static gene sets. Distinct conserved motifs are seen in each organ and timepoint. The earliest cold-induced gene set (shoot 30 minutes) is enriched for the binding sites of CAMTA5, and a bHLH family binding motif. B. A knockout line of CBF3 was generated via CRISPR/Cas mutagenesis. C. CBF1 and cryoprotectant biosynthesis genes are induced by cold treatment even in the lack of CBF3. A 2-way ANOVA test with treatment and genotype as factors revealed significant differences due to treatment, but not genotype (*P* < 0.01) for all four genes tested.

The most significantly affected process/pathway in the shoots of tomato plants under cold stress is the photosynthesis pathway. Specifically, as the tomato shoot experiences cold stress, it increases the expression of many components of photosystems I and II as well as cytochrome *b*_6_*f* complex within 30 minutes (Fig. S9). 

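The plastid genes psaA, of the photosystem I core, and petB, of the cytochrome b6f complex, stood far above the ambient level at 30 min in 4°C. The normalized count of psaA was 15234 ± 2666 in 4°C and 509 ± 469.7 in 24°C (SD, n = 3 in each), a log2 difference of 5.30 (standard error 0.38, adjusted p = 1.05e-08) from limma. That of petB was 3587 ± 635 and 98.5 ± 67.1, a difference of 5.43 (standard error 0.35, adjusted p = 2.03e-09). All 7 plastid genes of photosystem I, 6 of 6 of the cytochrome b6f complex, 15 of 15 of photosystem II, 6 of 6 of the ATP synthase and 11 of 12 of the NADH dehydrogenase-like complex were higher in 4°C, and the counts adjusted over the list alone were the same. The camera test called each of the 5 lists higher, with adjusted p from 0.000144 to 0.00237 with an estimated correlation. Other plastid genes were higher as well: 38 of 41 tRNA genes, 7 of 8 rRNA genes and 26 of 30 genes for ribosomal proteins and the plastid RNA polymerase. In the same libraries the plastid share of all values was higher in 4°C in every library, and at T0 psaA stood at 401 ± 85.4 in batch 1 and 3672 ± 177 in batch 2.

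**Figure D3:**
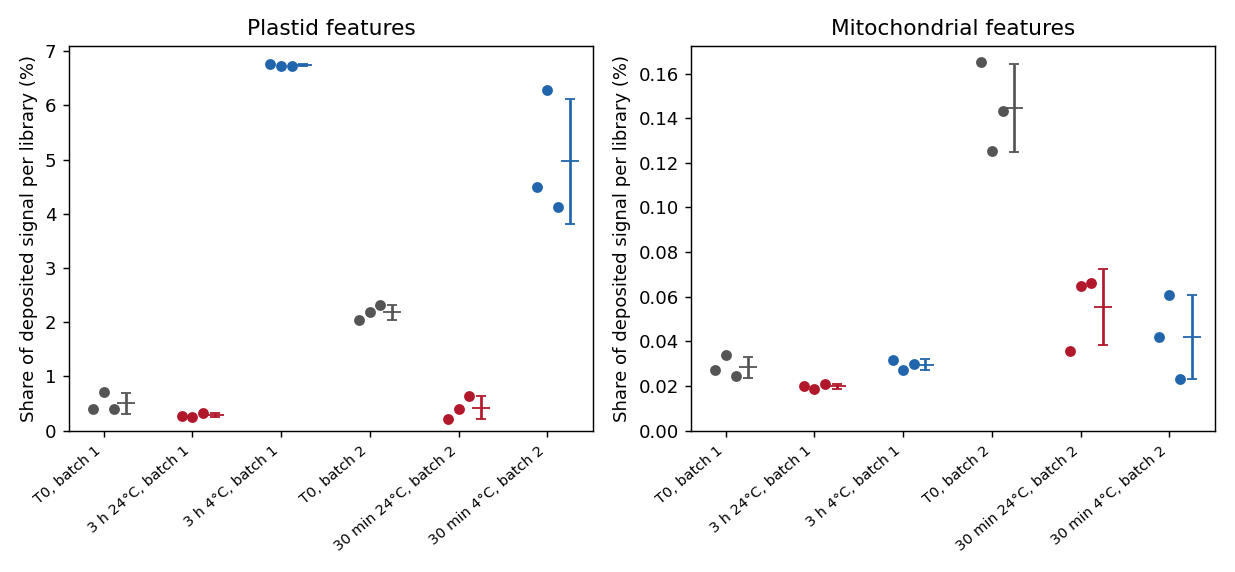
Share of each shoot library's normalized counts that falls on plastid genes and on mitochondrial genes, in percent, by group. Points are libraries, 3 in each group, with T0 drawn for each batch. At 30 min the plastid share lies between 4.12% and 6.29% in 4°C and between 0.222% and 0.643% in 24°C.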

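For the plastid genes of the photosystems and of the cytochrome b6f complex, the median log2 difference between 4°C and 24°C was 4.45 over the photosystem II genes at 30 min and 5.25 at 3 h, 4.24 and 5.81 over photosystem I, and 4.54 and 5.47 over the cytochrome b6f complex. At 3 h all 15, 7 and 6 of their genes were higher, the same when adjusted over the list alone. The plastid gene psaB, of the photosystem I core, differed by 4.24 (standard error 0.44, adjusted p = 1.56e-06) at 30 min and 5.27 (standard error 0.44, adjusted p = 1.48e-08) at 3 h. A test of the difference between times, in limma, called 15 of the 46 plastid photosynthesis genes larger at 3 h and 1 smaller, and the medians of the 3 complexes were not tested between times. The 2 times lie in different sequencing batches, each with its own ambient control. The plastid share of the libraries was also higher at 3 h than at 30 min in 4°C.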

Further induction of expression of these genes was observed up to 3 hours after start of cold stress (Fig. S9). 

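Nearly all plastid genes were higher in 4°C than in 24°C, whatever they encode. Of 136 plastid genes measured in shoots, 127 were higher in 4°C at 30 min and 130 at 3 h, and none was lower (130 and 132 when adjusted over the list alone). The plastid gene matK, for an intron maturase, stood at 150.7 ± 37.3 in 24°C and 12645 ± 937 in 4°C at 30 min (normalized counts, SD, n = 3 in each), a log2 difference of 6.41 (standard error 0.17, adjusted p = 2.58e-14) from limma. The median difference was 6.45 over 41 plastid tRNA genes at 30 min and 3.99 over the 46 photosynthesis genes. The smallest changes included atpE, of the plastid ATP synthase, at 0.43 (standard error 0.13, adjusted p = 0.0103) at 3 h, outside the threshold. Of the ATP synthase genes 4 of 6 were higher at 3 h, and 6 when adjusted over the list alone or after rescaling over nuclear genes. In the same libraries 1 of 31 mitochondrial genes was higher and 1 lower at 30 min.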

Strikingly, all these induced genes are plastid encoded expect for Fd (ferrodoxin) in the electron transport system (Fig. S9). The observation of induction of genes in the photosynthetic pathway contrasts the previously described cold-induced reduction in photosynthetic efficiency in *Arabidopsis* [49, 50] and Tomato [51]. Therefore, to determine the net effect of cold stress on plant photosynthetic rate, photosynthetic rate parameters (specifically ϕPSII, F_v_/F_m_) were measured for plants in control conditions (24°C) as well as cold-treated (4°C) for 30, 90 or 180 minutes. The fluorescence parameter ϕPSII (PSII operating efficiency) and F_v_/F_m_ (PSII maximum efficiency) were previously shown to be altered in plant cold response [52]. The maximum efficiency of PSII (measured as F_v_/F_m_) decreased significantly, indicating damage to the PSII in the cold-treated plants at all timepoints after plant exposure to cold stress (Fig. 4; Table S20). Comparing the ϕPSII between the before and after cold-treatment plants showed a slight increase in ϕPSII at 30 minutes (0.51 vs 0.58, *P* < 0.01), followed by a reversion to parity at 90 minutes (0.51 vs 0.52, *n.s.*), and then a significant reduction (0.53 vs 0.46, *P* < 0.05) after 180 minutes at 4°C. In agreement with the FPSII measurements, the linear electron flow through PSII also showed a significant increase at 30 minutes, a reversion to parity at 90 minutes and a significant reduction at 180 minutes (Table S20; Fig. S10). Thus, the net effect of chilling on photosynthetic efficiency is negative despite the rapid and robust increase in expression levels of genes encoding PSI and PSII components (Fig. S9).

### Transcriptional regulation of cold-stress response in shoots and roots

The CBF family of TFs have been well characterized as regulators of cold stress response in *Arabidopsis* [53] and to a lesser extent in tomato. 

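The CBF genes encode AP2/ERF activators of cold-responsive genes. In shoots SlCBF3 stood at 195 ± 87.3 at T0 (normalized count, SD, n = 6), 3251 ± 293 after 3 h at 4°C and 7.79 ± 5.24 at 24°C (SD, n = 3 in each). SlCBF2 stood at 90.1 ± 49.9, 364 ± 42.2 and 0.504 ± 0.812, and SlCBF1 at 65.8 ± 38.8, 58.7 ± 13.9 and 0.504 ± 0.812, in the same order. The 4°C means were 16.7, 4.04 and 0.893 times T0, and 15.2, 4.16 and 1.09 times T0 of batch 1 alone. In roots the levels at T0, 4°C and 24°C were 2616 ± 1935, 8507 ± 561 and 54.6 ± 48.8 for SlCBF3, 2522 ± 1763, 3140.3 ± 267 and 15.5 ± 13.1 for SlCBF2, and 1029 ± 781, 318 ± 64.0 and 7.91 ± 3.63 for SlCBF1 (SD, n = 3 in each). The root ratios of 4°C to T0 were 3.25, 1.25 and 0.309. Without T0 replicate 3 they were 5.67, 2.09 and 0.550, which makes SlCBF2 induced and SlCBF1 static in place of static and repressed. By limma's test against T0 none of them passed the threshold in 4°C, with adjusted p of 0.0546, 0.55 and 0.0647. All 3 genes were higher in 4°C than in 24°C in both organs, over all genes and when adjusted over the list alone. The camera test called them higher at 3 h in shoots (adjusted p = 0.0216 with an estimated correlation) and in roots, where the call was lost with an adjusted p = 0.179 with an estimated correlation.

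**Figure D4:**
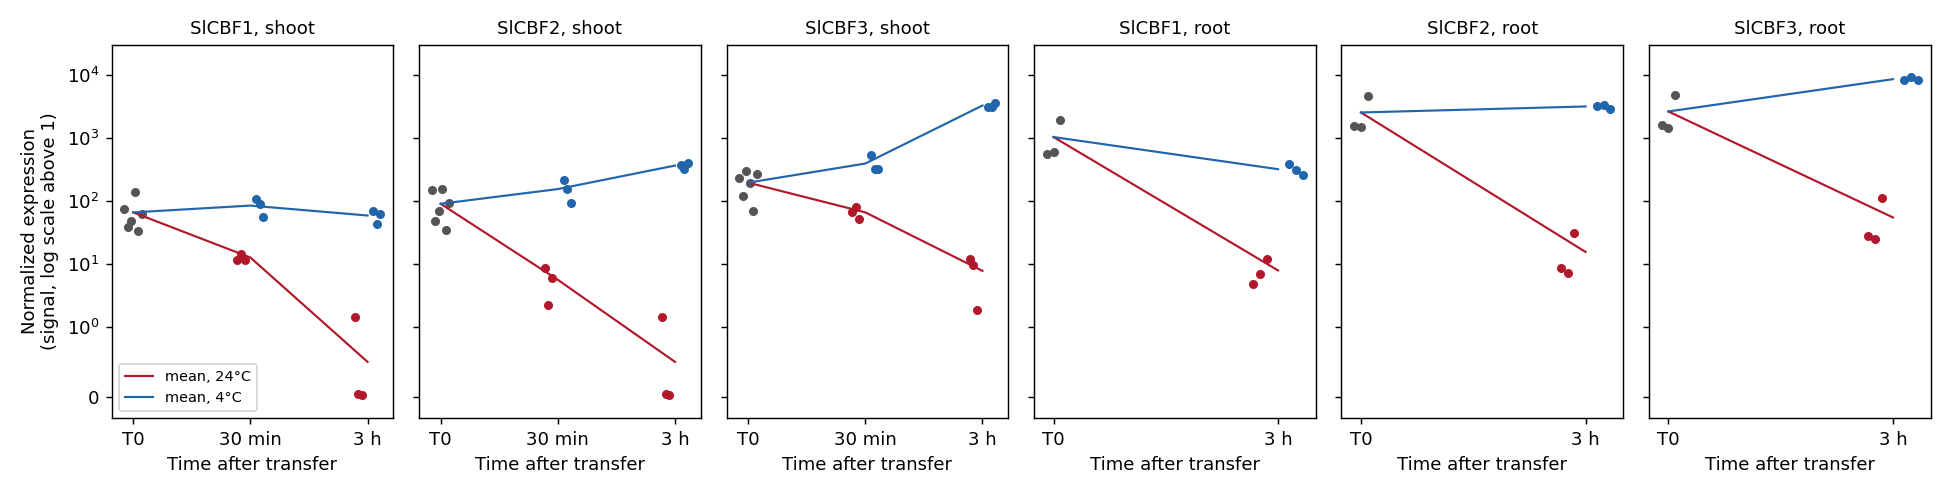
Normalized counts of SlCBF1, SlCBF2 and SlCBF3 in shoots and roots, by sampling time at even spacing. The count axis is logarithmic above 1 and linear below it. Points are libraries, lines join group means, grey marks T0, red 24°C and blue 4°C. After 3 h at 24°C the mean of SlCBF3 is 7.79 in shoots, below the T0 mean of 195.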

In this study, *SlCBF3* (Solyc03g026280), was induced in both shoots and roots, *SlCBF2* (Solyc03g124110) is induced in the shoots and is static in the roots, and *SlCBF1* (Solyc03g026270) (see Fig. S11 for nomenclature) was static in the shoots and repressed in the roots. 

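ZAT10 (Solyc04g077980), a C2H2 zinc finger repressor, rose in shoots from 1148 ± 180.4 at T0 (normalized count, SD, n = 6) to 6411 ± 439 after 3 h at 4°C and stood at 87.9 ± 19.3 at 24°C (SD, n = 3 in each). Between temperatures it differed by 6.19 (standard error 0.14, adjusted p = 6.53e-16) on the log2 scale by limma. WRKY22 (Solyc10g011910) differed by 4.08 (standard error 0.30, adjusted p = 2.92e-09), WRKY33 (Solyc06g066370) by 3.21 (standard error 0.22, adjusted p = 8.79e-10), ERF5 (Solyc08g078190) by 4.17 (standard error 0.35, adjusted p = 1.66e-08) and ZAT12 (Solyc06g075780) by 3.47 (standard error 0.30, adjusted p = 3.15e-08). The 4°C means were 5.59 times T0 for ZAT10, 5.80 for WRKY22, 2.40 for WRKY33, 2.54 for ERF5 and 2.38 for ZAT12, all classed as induced. WRKY40 (Solyc03g116890) differed between temperatures by 4.00 (standard error 0.67, adjusted p = 8.36e-05) and stood at 1.74 times T0 in 4°C, so that its class was static. It was induced without T0 replicate 1 (2.09), T0 replicate 2 (2.01) or 4°C replicate 3 (2.03). Of 25 WRKY genes in Table S4, 16 were higher and 1 lower at 3 h (17 and 1 when adjusted over the list alone), and of 50 ERF genes 33 were higher and 6 lower (33 and 6). Table S4 lists genes that the study called on these samples, so these counts are not independent evidence of a direction.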

Orthologs of some of the TFs previously identified as first wave transcriptional regulators of cold response [54] were up regulated in tomato shoots, e.g. *ZAT10*, *WRKY33*, *ERF5*, *WRKY22*, *ZAT12*, and *WRKY40*. However, in the roots these TFs fall into the cold static group, indicating that these TFs might have tissue-specific regulatory roles in response to cold stress (Table S4). Indeed, many of the cold-responsive TFs (53%–83% across categories) are organ-specific, in agreement with overall DEG sets (Fig. S12). 

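In roots ZAT10 (Solyc04g077980) stood at 11669.6 ± 1391 at T0, 18021 ± 906 at 4°C and 1988 ± 423 at 24°C (normalized counts, SD, n = 3 in each), 1.54 times T0 in the cold. The root ratios of 4°C to T0 were 1.05 for WRKY22, 1.16 for WRKY33, 0.743 for ERF5, 1.37 for ZAT12 and 0.713 for WRKY40 (Solyc03g116890), and each was static. At 24°C they stood between 0.0474 (WRKY40) and 0.277 (WRKY33) of T0. All were higher in 4°C than in 24°C in roots by limma, by 1.85 on the log2 scale for ERF5 (adjusted p = 0.000427) to 3.98 for WRKY40 (adjusted p = 1.6e-05). Of 29 WRKY genes of Table S4 in the root table, 19 were higher and 7 lower (20 and 7 when adjusted over the list alone), a list the study chose on these samples and so not independent evidence. From the static class in roots, the paper proposes that these transcription factors have tissue-specific roles.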

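LBD11 (Solyc06g075330) and SlCBF3 were induced at 3 h in both organs, 2 of the 12 transcription factors of Table S4 with that class in both. Of 64 induced in shoots, 81.25% were not induced in roots, and of 26 induced in roots 53.8% were not induced in shoots. Repressed transcription factors numbered 44 in shoots and 45 in roots with 12 shared, so 72.7% and 73.3% belonged to that organ's list alone. Static ones numbered 87 and 239 with 51 shared, so 41.4% and 78.7% did. Being called in one organ and not in the other does not test the difference between organs, and no such test was made across the separately normalized tables. Table S4 lists genes that the study called on these samples.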

The overlap of cold-responsive TFs between the organs suggests that a core cold-responsive GRN is active in both organs. However, the secondary TFs and hence the cold-signal transduction may be substantially different in roots and shoots of the same plant. A selected set of commonly induced or repressed TFs from RNA-Seq analysis were validated by qRT-PCR studies from the shoot and root tissues (Fig. S13; Table S9).

To investigate the early transcriptional cascade in response to cold, we further analyzed the transcriptional response at 30-mins of cold treatment in the shoots. Among the 575 genes that are differentially expressed between 30 min of cold treated and ambient control plants, 77 genes encode TFs. 

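RRTF1 (Solyc01g108240) and DDF1 (Solyc08g007830), both of the AP2/ERF family, were among the transcription factors furthest above the ambient level at 30 min, by 3.97 (standard error 0.80, adjusted p = 0.00247) and 3.09 (standard error 0.69, adjusted p = 0.00556) on the log2 scale by limma. RAP2.5 (Solyc07g053740), of the same family, was higher by 1.96 (standard error 0.13, adjusted p = 4.42e-09). Of the 379 transcription factors of Table S4 in the shoot table, 65 were higher and 38 lower in 4°C at 30 min (99 and 50 when adjusted over the list alone), 103 in all. By family, 21 of 50 ERF genes were higher and 3 lower (27 and 4), 10 of 25 WRKY genes higher and none lower (15 and 0), 4 of 14 NAC genes higher and none lower (6 and 0), and 7 of 62 MYB genes higher and 5 lower (15 and 6), with the counts adjusted over the list alone in parentheses. The camera call of the MYB list was lost with an adjusted p = 0.0662 with an estimated correlation. The study chose these lists on these samples, so they are not independent evidence of a direction.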

Of the first wave cold-responsive TFs in Arabidopsis [12], only *SlCBF3*, *SlCBF2*, and *SlZAT10* were identified in our 30-mins cold-treated samples, indicating differences in the early transcriptional cascade of cold stress response between these two species (Table S10). Indeed, we identified novel TFs from the tomato dataset to be early cold responsive regulators including two LBD family TFs namely, LBD37, LBD41, and an HSF family TF, HSFC4A, providing candidates for further studies to elucidate the precise role of these TFs in cold stress response. These observations from RNA-Seq were confirmed by qRT-PCR studies from the same tissue (Fig. S13; Table S11).

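SlCBF2 stood at 30 min at 154 ± 59.5 in 4°C against 5.62 ± 3.26 in 24°C (normalized counts, SD, n = 3 in each), a log2 difference of 4.61 (standard error 0.53, adjusted p = 7.12e-06) from limma. SlCBF3 stood at 391 ± 126 and 65.9 ± 13.4, a difference of 2.53 (standard error 0.49, adjusted p = 0.0019). ZAT10 (Solyc04g077980) stood at 1875 ± 251 and 293 ± 38.7, a difference of 2.67 (standard error 0.14, adjusted p = 1.48e-10). Their means in 4°C were 1.71, 2.01 and 1.63 times the mean of all T0 libraries, and 1.66, 2.23 and 1.82 times T0 of batch 2, the batch of the 30 min libraries. SlCBF1 was also higher in 4°C than in 24°C, by 2.60 (standard error 0.45, adjusted p = 0.000662), and was static at 1.28 times T0, though induced without T0 replicate 4 (1.65). SlCBF2 was static without 4°C replicate 1 (1.39). The call of SlCBF3 ended without 4°C replicate 1 (adjusted p = 0.015) and without 24°C replicate 3 (adjusted p = 0.0131).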

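LBD37 (Solyc01g107190), a LOB domain gene, rose at 30 min to 954 ± 117 in 4°C against 262 ± 47.9 in 24°C and 507 ± 42.1 at T0 of the same batch (normalized counts, SD, n = 3 in each). Its log2 difference between temperatures was 1.87 (standard error 0.18, adjusted p = 4.81e-07) from limma, and its 4°C mean was 1.98 times all T0 libraries and 1.88 times T0 of batch 2. LBD41 (Solyc03g119530) stood at 385 ± 40.1 and 128 ± 24.4, a difference of 1.59 (standard error 0.17, adjusted p = 1.89e-06), and at 1.56 times all T0 libraries (1.47 times T0 of batch 2). The heat stress factor listed as HSFA4C (Solyc07g055710) in Table S4 stood at 60.7 ± 6.94 and 13.6 ± 8.94, a difference of 2.24 (standard error 0.37, adjusted p = 0.000391). Its T0 level was 51.3 ± 6.19 in batch 1 and 25.1 ± 4.72 in batch 2, so its ratio to T0 was 1.59 over all T0 libraries and 2.42 within batch 2. Both were induced, but static without 4°C replicate 1 for LBD41 (1.49) and without T0 replicate 6 for HSFA4C (1.45). At 3 h LBD37 was lower in 4°C than in 24°C, at -0.85 (standard error 0.18, adjusted p = 0.000565), while LBD41 (Solyc03g119530) and HSFA4C did not pass the threshold (adjusted p = 0.0557 and 0.0972).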

To establish whether the early responsive TFs (30 min) regulate the late responsive DEGs (i.e., 3-hour DEGs), the cold induced, repressed and static gene sets in the shoots were subjected to *cis*-motif analyses to identify enriched TF binding sites in the promoters of each set of genes (Table S12; Fig. 5A). The early (30 minutes) cold induced genes showed an enrichment of binding sites for CAMTA5, multiple bHLH TFs, as well as multiple BZR1 homologs, implying that the early cold induced genes are regulated by a combination of CAMTA, bHLH family and Brassinosteroid responsive TFs (Table S12). The promoters of the cold-induced genes at 3 hours are enriched for CAMTA 1/5 binding sites as well as multiple Homeobox family TFs (Fig. 5A). The cold-repressed set of genes show enrichment of the binding site for IDD4, NGA4 and TCP3 at the 30-minute time point and enrichment of the binding site for the Homeobox family and REM19 at the 3-hour time point. Finally, the promoters of the cold-static gene set are enriched in binding sites for the CAMTA TFs at 30 minutes and Homeobox family of TFs at 3 hours after col treatment (Table S12).

Prominently missing from the motif enrichment results is the known binding site for the CBFs, which was previously implicated in the induction of cryoprotectants (e.g. trehalose, polyamines) [55]. We hypothesized that the CBF pathway is not necessary for the observed induction of biosynthesis genes for trehalose and polyamines (Fig. 3). We tested this hypothesis by first generating a knock-out mutant for the strongest induced CBF, CBF3 (shoots FC = 400 and roots FC = 155) and then exposing a wild-type plant and the *Δcbf3* (Fig. 5B) to 4°C for 1.5 hours. 

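The mean of SlCBF3 at 4°C after 3 h was 417 times that at 24°C in shoots and 156 times in roots, in wild-type seedlings. The log2 differences were 8.79 (standard error 0.49, adjusted p = 6.16e-11) in shoots and 7.60 (standard error 0.58, adjusted p = 5.48e-06) in roots, from limma. For SlCBF2 the ratios were 721 and 202, with log2 differences of 8.04 and 7.85, and for SlCBF1 117 and 40.3, with 5.41 and 5.22. The 24°C means of SlCBF1 and SlCBF2 in shoots lie under 1 normalized count, so their ratios rest on very few reads.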

The *Δcbf3* allele used here is missing 253 bp, including the portion coding for the core AP2/ERF domain and is predicted to generate a highly truncated protein (Fig. 5B). The expression level of CBF1 and cryoprotectant biosynthesis genes was then assayed in both plants. CBF1 expression was induced in both the wild-type and Δcbf3 lines (Fig. 5C) implying the cold signal to CBF1 is maintained in the mutant. In both the wild-type and *Δcbf3* lines trehalose and polyamine biosynthesis genes were induced at approximately the same fold-change (Fig. 5C), implying that a functional CBF3 is not required for their induction in cold-stress response.

The promoters of the root cold-induced gene set are enriched in binding sites for EP2, bZIP and MYB families of TFs (Table S12; Fig. 5). Conversely, the promoters of root cold-repressed and cold-static gene sets are enriched with binding sites of a wide range of TFs such as the REM, ARID, Homeobox, CPP families. As observed in the cold-responsive TFs, there is significant similarity (e.g. REM19 and AT1G76110 motifs in repressed sets, Table S12) but also large differences in the cis-binding motif sets between the shoots and the roots.

## Discussion

The molecular components of cold response, acclimation and tolerance have been extensively, albeit incompletely, elucidated in the temperate model plant *A. thaliana* [53]. Tomato serves as a good model to investigate the cold stress response in tropical, agronomically important plants that are sensitive to cold stress. This study investigates two crucial, but understudied aspects in cold response in a sensitive species: 1. The early transcriptional cascade in response to cold and 2. The organ specificity of the cold response by separately profiling the transcriptome response in the shoots and the roots.

**Figure 6:**
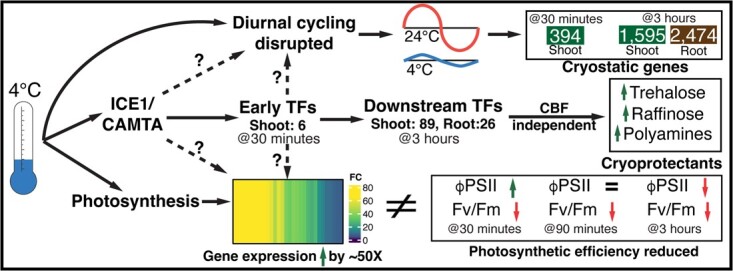
Chilling stress dampened oscillation of core clock components and downstream genes, reduced photosynthetic rate and elicited a transcriptional cascade in tomato seedlings. Rhythmic expression of core clock genes is disrupted either via ICE1/CAMTA factors or directly by the unknown cold sensor, leading to misregulation of a set of cryo-static genes that constitute a majority of cold transcriptional response. The TF cascade in response to cold starts small with 6 TFs induced within 30 minutes and expands to 89 TFs within 3 hours in the shoot. The first set of cold-responsive genes (i.e. within 30 minutes) are regulated by CAMTA and ICE1 TFs which themselves are not transcriptionally regulated. The root cold responsive TFs, even at 3 hours are far fewer at 26. In both organs, this transcriptional cascade leads to the increased biosynthesis of cryoprotectants in a CBF independent manner. Chilling stress has a negative effect on photosynthetic efficiency, despite the plant’s effort to compensate by increased expression of photosystem I and II genes. FPSII increases initially (30 minutes) then levels off and finally drops under chilling stress. Fv/Fm drops continuously during chilling stress leading to lower photosynthetic efficiency.

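Of the 13 transcription factors of Table S4 induced at 30 min, 6 were induced at 3 h as well, among them RRTF1 and not LBD41 (Solyc03g119530). RRTF1 was 2.03 times T0 in 4°C at 30 min and 2.24 times at 3 h, and LBD41 1.56 and then 0.403 times. RRTF1 was static at 30 min without 4°C replicate 2 (0.972), and at 3 h without T0 replicate 3 (1.95), T0 replicate 6 (1.96) or 4°C replicate 1 (1.58). LBD41 was static at 30 min without 4°C replicate 1 (1.49). At 3 h, 64 transcription factors of that table were induced, 44 repressed and 87 static among 268 called. The 30 min list held 9 repressed and 67 static. At 3 h 157 of the 379 were higher and 111 lower in 4°C than in 24°C (160 and 115 when adjusted over the list alone), a list chosen by the study on these samples and so not independent evidence.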

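In roots 26 transcription factors of Table S4 were induced at 3 h. FUS3 (Solyc02g094460), a B3 domain regulator, stood at 51.2 times T0 in 4°C (1565 times without T0 replicate 1), and RVE1 (Solyc02g036370), a MYB-like relative of CCA1, at 10.3 times, with log2 differences between temperatures of 5.03 (adjusted p = 0.000115) and 3.93 (adjusted p = 2.14e-07) from limma. The 3 genes listed as CDF2, of the DOF family that acts on photoperiod timing, were all induced, at 7.42, 5.13 and 2.77 times T0. Of 62 ERF genes 32 were higher and 14 lower in 4°C than in 24°C (33 and 16 when adjusted over the list alone), and the camera call of that list was lost with an adjusted p = 0.128 with an estimated correlation. The study chose the list on these samples, so it is not independent evidence.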

Previous studies have shown that the initial stages of signal transduction in cold stress signaling are primarily post translational [56–59]. Based on our motif analysis, the initial transcriptional changes in Tomato are likely driven by a pair of CAMTA TFs and a bHLH family TF (Fig. 5). The most likely candidate for the bHLH family TF is ICE1 which plays a key role in cold stress response [53]. Similar to *Arabidopsis*[56–58], neither the CAMTAs nor ICE1 respond transcriptionally to chilling stress. Curiously, the BZR1 binding site (Table S12) is enriched in the cold-induced genes within 30 minutes. BZR1 has been shown to regulate cold tolerance via CBF dependent and independent pathways in *Arabidopsis* [60]. Although the BZR1 motif is enriched in the 30-minute cold-induced set, which includes many photosynthesis genes, our data cannot establish the timing of this regulation. Dynamic TF-DNA binding studies are needed to establish the early regulatory role of BZR1 in cold-induced regulation of photosynthesis genes. A recent study showed that BZR1 accumulation protects from cold-induced photoinhibition by inducing an increase in levels of apoplastic hydrogen peroxide accumulation, which in turn leads to an induction of PGR5 dependent cyclic electron flow in the plastids of Tomato seedlings [51]. BZR1, thus provides a possible regulatory link between the early response to chilling stress and the downstream management of photoinhibition observed in cold stress [51]. The canonical ICE1 ➔ CBF ➔ COR pathway described in *Arabidopsis* is at least partially functional in Tomato shoots. SlCBF3 (Solyc03g026280) & SlCBF2 (Solyc03g124110) are induced within 30 minutes and remain induced at 3 hours, while SlCBF1 (Solyc03g026270) is in the shoot cold-static group. In the roots, at the 3-hour time point, SlCBF3 is induced, SlCBF2 is in the cold-static group and SlCBF1 is repressed. However, the CBF binding site is NOT over-represented in the 30-minute shoot or the 3-hour shoot or root gene sets. Our knock-out analysis of CBF3 (Fig. 5B and C) shows that the induction of cryoprotectant biosynthesis occurs even in the absence of a functional CBF3, even though CBF3 is heavily induced (Table S4). Thus, even though the CBF genes are induced, their role in the regulation of the cold response may be more limited in Tomato, at least under the rapid chilling stress applied in this study. Importantly, despite these similarities to Arabidopsis in cold response, Tomato has a much lower tolerance of chilling stress. The differences are likely due to the downstream transcriptional cascade and hence the processes affected. Our study samples the transcriptome response at 3 hours and identified 89 TFs in shoots and 26 TFs in roots that are induced within 3 hours with only 12 shared between them. This study establishes the modest set of TFs (6 induced) involved in the early cold-responsive transcriptional cascade that leads to the activation of protection mechanisms such as the synthesis of cryoprotectants (Fig. 3). Despite the accumulation of such cryoprotectant molecules (Fig. 3) [6], tomato plants are much more sensitive to chilling damage than *Arabidopsis*, suggesting that these metabolic changes are either quantitatively different between the two species or insufficient to alleviate the damage caused by low temperatures. Further elucidation of the roles of each of the cold-responsive TFs is needed to understand the structure of the full transcriptional network and to establish strategies to improve cold tolerance in tomato.

Our study captures the molecular response of roots to sudden chilling. We identified a set of 70 TFs that are induced or repressed (*P* < 0.01, FC > 2) in the roots due to cold stress (Fig. 1D). 

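Among the 45 transcription factors of Table S4 repressed in roots, NF-YB3 (Solyc12g006120), of the NF-Y family, stood at 0.324 of T0 in 4°C and LBD41 (Solyc02g085910) at 0.253. Both were lower in 4°C than in 24°C by limma, LBD41 with a log2 difference of -1.74 (adjusted p = 0.000978) and NF-YB3 with an adjusted p = 8.65e-06. Of 17 bZIP genes 3 were higher and 11 lower (3 and 12 when adjusted over the list alone), and of 10 LOB genes 1 was higher and 6 lower (1 and 7), both in lists the study chose on these samples and so not independent evidence. Repressed relative to T0 did not always mean lower than at 24°C. SlCBF1 and WRKY70 (Solyc03g095770) were repressed and yet higher in 4°C than in 24°C, WRKY70 by 3.52 on the log2 scale (adjusted p = 3.18e-08). Both classes rest on single libraries: SlCBF1, at 0.309 of T0, was static without T0 replicate 3 (0.550), and WRKY70, at 0.489, without T0 replicate 1 (0.517) or 4°C replicate 3 (0.521). WRKY70 was picked out after its value was seen.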

Promoter cis-motif enrichment analysis however identified few TFs that may regulate the root cold-induced genes, likely due to a lack of knowledge of the binding sites of these TFs. The relatively late 3-hour time point sampled in the roots prevents the identification of early responsive TFs, but the lack of CAMTA binding site over-representation in the cold-induced genes again suggests that the master regulators of root cold stress response are distinct from the well-established CAMTA/ICE1 ➔ CBFs ➔ COR pathway in *Arabidopsis* shoots.

Our study shows that chilling stress leads to the mRNA level of a set of genes being stabilized at the pre-exposure levels. These genes are identified as differentially expressed solely because their mRNA levels either increase or decrease in the same time frame under ambient (24°C) conditions. This set of genes is labelled cold-static genes in our study. In fact, the cold-static gene sets constitute the majority of the differentially expressed genes in the shoots (*n* = 1595) and roots (*n* = 2474) (Fig. 6). However, many genes continue to show diel oscillation under chilling conditions (Fig. S18) suggesting that some downstream effects of the clock continue to operate in the 3 hours after start of chilling stress. 

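PRR9 and SlCBF3 rose above T0 in cold shoots and did not do so at 24°C, while genes such as CCA1/LHY and RVE6 fell at 24°C. CCA1/LHY was also lower than T0 after 3 h in the cold, by a smaller log2 difference of -0.49 (adjusted p = 1.12e-06 from limma). RVE6 did not pass the threshold there, at -0.23 (adjusted p = 0.0311). To count the genes that moved from T0 at both temperatures, the limma calls against T0 were set beside each other. In shoots 2355 genes were called at both 4°C and 24°C, 1686 of them with the same direction, 623 higher than T0 and 1063 lower. In roots 480 were called at both, 250 with the same direction, 94 higher and 156 lower. Both temperatures share their T0 libraries. Independent lists of the same sizes would share 375 higher and 499 lower genes in shoots and 85.6 and 103 in roots. With T0 split by batch, cold against batch 1 and ambient against batch 2 shared 1486 genes, 101 of them higher at both against 181 expected and 665 lower against 344. The other way round they shared 2207, 590 higher against 458 and 572 lower against 431. The shared higher genes thus fell below or above the expected number with the T0 batch used. In roots T0 was not split. From such genes, the paper proposes that some output of the clock continues in the first hours of chilling.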

Previous studies have shown the gating effect of the circadian clock on the cold responsive transcriptome [29] as well as the input of the cold stress on the clock [61] e.g. CBF1 regulation of LUX1 [62]. A recent study demonstrated that multiple abiotic stresses could induce phase advances in specific clock components in Soybean [63]. In our study, chilling stress caused robust changes, relative to the ambient control, in the expression levels of CCA1, RVE6/8, PRR7/9, GI and ELF3 in the shoots AND in the expression levels of CCA1, RVE8, PRR7/9, GI, LUX and TOC1 in the roots. Further, we show that the amplitude of oscillation of four clock genes (CCA1, PRR7, ELF3 and RVE8) is severely dampened in chilling conditions (4°C) for at least up to 24 hours. Finally, using the expression level of CCA1 as a proxy, we show that the clock genes resume oscillation within 3 hours of return to ambient conditions and that this time frame of resumption is not dependent on the length of the cold treatment (Fig. 2C). While these changes in the specific clock component expression do not automatically prove a phase change or complete disruption of the circadian clock, the concurrent stasis of mRNA levels for thousands of cold-static genes (Fig. 1C and D) in both organs suggests a disruption in their diurnal regulation. Therefore, it is very likely that sets of cold-responsive genes identified via conventional diurnally coupled sampling conflates the truly cold-responsive genes, i.e. genes affected by the cold-sensing signaling and transcriptional cascades, with the set of genes whose diurnal rhythm is disrupted (Fig. S14). Further, a similar confounding effect is likely to have occurred in all gene expression studies examining any stress that modulates the circadian clock [63]. With the dual controls described here, it is possible to isolate genes that show a clear induction or repression in response to cold (Fig. 2; Table S3), or indeed other abiotic stresses. Such genes may be stronger candidates to influence stress tolerance since their expression level is directly regulated by the stress-responsive transcriptional cascade.

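The plastid gene psbA, for the D1 protein of the photosystem II core, had a normalized count of 20468 ± 4593 in 4°C and 1831 ± 1052 in 24°C at 30 min, and 38032 ± 728 and 725 ± 239 at 3 h (SD, n = 3 in each). Its log2 differences were 3.64 (standard error 0.32, adjusted p = 1.65e-07) and 5.76 (standard error 0.32, adjusted p = 4.94e-11) from limma. For psbD, of the D2 protein, they were 5.27 (standard error 0.27, adjusted p = 1.06e-10) and 7.12 (standard error 0.27, adjusted p = 3.34e-13), and for psbB and psbC, of the inner antenna, 5.97 (adjusted p = 4.5e-13) and 6.27 (adjusted p = 7.37e-14) at 3 h. Against T0 psbA rose by 3 h in 4°C by 3.74 (standard error 0.27, adjusted p = 6.4e-09) and fell at 24°C by 2.02 (adjusted p = 7.25e-06) over all T0 libraries. Against T0 of batch 1 alone, the batch of the 3 h libraries, it rose by 5.49 (adjusted p = 3.1e-10) in 4°C and did not pass the threshold at 24°C, at -0.27 (adjusted p = 0.532). Its T0 level was 874 ± 278 in batch 1 and 9625 ± 907 in batch 2, and it moved with the plastid share of the libraries. The list covers the 15 plastid genes of photosystem II, and nuclear subunits were not tested as a group.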

Our transcriptomic profiles from the 30-minute and 3-hour samples identified that most of the component genes of photosystem II were induced at both these time points (Fig. S9). The photosynthetic parameter measurements show that the maximum efficiency of PSII (measured as F_v_/F_m_) drops during the cold stress period (Figs 4 and6). Previous studies have shown that the intrinsic D1 protein which forms the core of the PSII electron transport system is sensitive to low temperatures [64]. Tomato seedlings seem to respond to the cold-induced damage to photosynthetic efficiency by ramping up the expression of photosynthetic genes (Fig. S9). We observe a transient increase in the operating efficiency of photosystem II (ΦPSII) within 30 minutes of cold stress. Despite the rapid induction of photosynthetic genes, cold stress leads to a steady decline in the maximum efficiency of PSII measured as F_v_/F_m_ (Fig. 4; Fig. 6) over the three-hour time frame. The inability, of increased transcription of PSII components (Table S24), to rescue photosynthetic efficiency may be explained by two underlying reasons: *i.* D1 protein translation rate is reduced due to ribosomal pausing in low temperatures [65] and *ii.* the molecular chaperone (CDJ1) needed for proper folding of D1 protein is not induced by cold until 6 hours post treatment [66] and hence D1 folding is impaired in the initial time frame of 3 hours investigated here.

When the rate of PSII damage exceeds the rate of repair photosynthetic efficiency is reduced [67, 68]. Thus, these plants do not benefit from the energy spent to shore up photosynthesis during the initial phase of cold stress. Photosynthesis involves the unavoidable production of ROS, which should promptly be scavenged for safe and efficient light energy conversion. The cold-induced damage to photosystems could exacerbate the production of ROS, which may exceed the capacity of the scavenging enzymes. A recent study highlighted the role of cytosolic ROS in activating CBFs and enhancing freezing tolerance [59] which suggests a role for the plastids in rapidly amplifying the cold signal via rapid metabolite signaling. In fact, the cold tolerant varieties of Tomato were shown to increase their survival by expending energy to generate excess maltose that helps better mitigate the damage to PSII [69]. The combination of energy cost to maintain photosynthetic efficiency and prevent and repair ROS damage would be detrimental to the long-term growth of the plant and may thus, at least partially, explain the higher cold sensitivity of Tomato and other tropical plants.

## Materials and methods

### Plant material, growth conditions and cold treatment

Tomato seeds (*L. M82* cultivar, TGRC accession: LA3475) were sterilized with 20% bleach solution for 20 minutes, rinsed thoroughly with deionized water, germinated on 1/2MS-media in Petri dishes in a growth chamber set at 24°C/20°C (day/night) with a photoperiod of 16 h/8 h (day/night) and a PAR of 100 μmol m^−2^ s^−1^ for 7-days. Seedlings were then transferred to a hydroponics system containing Hoagland solution (Figs. S1 andS15). The solution was renewed every 3 or 4 days and the pots were aerated for 2 h/d, for 11 days. On the 18th day, tomato plants of nearly identical size were chosen and divided into two, equal groups and moved to fresh hydroponic containers 2.5 hours after the start of light cycle (i.e. Zeitgeber time (ZT) 2.5). One group remained at 24°C and the other group was transferred to 4°C in a cold-room. Both groups were exposed to light with a PAR of 100 μmol m^−2^ s^−1^. Each time-point includes three biological replicates per condition (4°C and 24°C). Each biological replicate is a pool of shoot or root samples from four seedlings. All samples were harvested in liquid nitrogen and stored in −80°C until RNA isolation for further analysis.

### RNA extraction from shoot and root tissues

Total RNA was extracted from 18 shoot samples (two treatments × two timepoints × three biological replicates + six time zero samples) and nine root samples (two treatments × three biological replicates + three time zero samples) with RNeasy Plant Mini Kit (Qiagen, USA) following the manufacturer’s protocol. The quality and quantity of RNA were checked using the Nanodrop 1000 spectrophotometer (ThermoScientific, USA). RNA integrity was assessed using the Bioanalyzer 2100 system (Agilent Technologies). All samples had RIN values >8. The RNA samples were processed, and sequencing libraries were generated using the Illumina TruSeq RNA Sample preparation kit for cDNA library preparation and sequenced on the Illumina HiSeq platform (150 cycles, paired end). Sequencing of the libraries was performed across 3 batches resulting in range of sequencing depth from ~23–120 million paired end reads (Table S2).

### Identification of cold-responsive genes

The RNA-Seq generated >30 million reads per sample. Reads were aligned to the ITAG 3.2 reference genome, plus the plastid and mitochondrial genomes, using BBMap (v37.93) [70] with default parameters and read counts calculated via the featureCounts package [71]. Read counts were then normalized using the TMM method in the edgeR package [41]. Agreement between biological replicates for each group was checked with an MDS plot (Fig. S16). Normalized counts were used to identify differentially expressed genes (DEG) between the cold-treated (4°C) and ambient treated (24°C) plants at the same time point, using a quasi-likelihood F-test [72] implemented in the edgeR package [41]. Significance threshold was set at an FDR corrected *P* < 0.01.

### Classification of cold-responsive genes into induced, repressed and static groups

For each DEG (FDR < 0.01) at each time point, the fold-change between the gene expression level at 4°C and its expression level at T_0_ was computed (FC(4vsT_0_)). For a cold-responsive gene to be considered cold-induced it’s FC(4vsT_0_) has to be > = 1.5 at 30 minutes or > = 2 at 3 hours. Conversely, for the gene to be considered cold-repressed it’s FC(4vsT_0_) has to be <= 2/3 at 30 minutes or < = 1/2 at 3 hours. If FC(4vsT_0_) does not pass these cutoffs, the fold-change between gene expression level at 24°C and T_0_ was then computed (FC(24vsT_0_)). If FC(24vsT_0_) passes these same cutoffs, then the gene is considered cold-static (see Fig 1C). If neither FC passes these cutoffs, then the gene is classified as indeterminate. Therefore, *cold-induced DEGs’* expression level is increased compared to T_0_ under cold treatment (T_0.5_ > T_0_ or T_3_ > T_0_ under cold treatment for shoots, and T_3_ > T_0_ under cold treatment for roots); (*ii) cold-repressed DEGs*’ expression level is reduced compared to T_0_ under cold treatment (T_0.5_ < T_0_ or T_3_ < T_0_ under cold treatment for shoots, and T_3_ < T_0_ under cold treatment for roots); and (*iii) cold-static DEGs’* expression level is unchanged compared to T_0_ (T_0.5_ ≈ T_0_ or T_3_ ≈ T_0_ under cold treatment for shoots, and T_3_ ≈ T_0_ under cold treatment for roots). Since each time point is considered independently, a gene may be classified into one group at 30 minutes and another group at 3 hours, implying a highly dynamic regulation of that gene. For identification of transcription factors, regulators and protein kinases encoding genes, the DEGs were searched against the iTAK database (v1.6) [73].

### Comparison of circadian and diurnal datasets

The cold-static gene set from tomato was mapped to its orthologs from Arabidopsis using the OrthoFinder algorithm [43] using the basal angiosperm *Amborella trichopoda* as outgroup. The Arabidopsis diurnal (LDHC) and circadian (LL_LDHC) gene sets were obtained from the Diurnal FTP database [42] as follows: for each set every gene that is not assigned the non-rhythmic (“n.r”) notation in the database was tagged as rhythmic, irrespective of when the peak expression is observed. The translated Arabidopsis gene ids were then overlapped with these paired diurnal and circadian gene sets and the significance of the size of overlap was tested using a hypergeometric distribution.

### Motif enrichment analysis

Promoter sets for each group of Induced, Repressed and Static groups were retrieved from the ITAG v3.2 genome assembly. The promoter was defined as the 1000 bases upstream of the transcription start site. For 424 genes (~14%), this definition overlapped with the coding region of another gene. The motif enrichment identification tool HOMER v4.10 [74] was used to identify enriched known TF binding sites in each set of promoters with the entire promoter set from ITAG v3.2 used as the background set.

### Gene ontology analysis, KEGG pathway enrichment analysis

The gene ontology (GO) enrichment (FDR < 0.05) analysis was conducted using goatools [75] with the gene-to-go associations derived from ITAG v3.2 (tomato genome consortium, Nature 2012). All genes from the tomato genome that have any GO association serve as the background for the hypergeometric significance test. The significantly enriched GO terms were further summarized using Revigo [76] (allowed similarity = 0.5). Pathway analysis was carried out using KOBAS 3.0 [77] with all tomato genes assigned to any pathway serving as the background set for significance test. The enriched pathways (adjusted p-value <0.05) were retained for all categories. GO term and KEGG pathway enrichment visualization as a heatmap (Fig. S17) was generated using pheatmap R package.

### Quantitative real-time PCR analysis

Real-time PCR was performed on RNA obtained for three biological replicates (four plants pooled per replicate). Total RNA was extracted using the RNeasy-plant-mini-kit (Qiagen, USA) and the purified total RNA was quantified using the Nanodrop ND 1000 Spectrophotometer (Thermo Fisher, USA). Genomic DNA was eliminated using the TURBO DNA-free kit (Fisher, USA) according to the manufacturer’s instructions. Each sample was further diluted to 50 ng/ml and 100ngs was utilized per reaction. Primer design was carried out using primer3 (v.0.4.0). EF1α (Solyc06g005060.2.1) was utilized as a reference gene for data normalization. Verso SYBR green one-step ROX mix Kit (Thermo Scientific, USA) was employed to perform RT-PCR according to the manufacturer’s instructions. In brief, PCR reactions were carried out in a total volume of 12.5 ml containing 2 ml of RNA, 1X SYBR green buffer and 400 nmol of each primer. The amplification reactions were carried out in a QuantStudio Flex6 thermal cycler (Thermo Scientific, USA) under the following conditions: 15 min at 50°C, 15 min at 95°C, 40 cycles of 95°C for 15 sec, 57°C for 30 sec, 72°C for 30 sec. After 40 cycles, the amplification products were heated to 95°C for 30 sec, to determine their melting curves and confirm their specificity. All amplification reactions were done with three biological replicates, and controls were included in every 96-well plate. The change in expression for the gene of interest was calculated relative to the expression of EF1α gene (i.e. reference gene), and ANOVA followed by a TukeyHSD test was used to test the significance of observed differences. The primers used for qRT-PCR analysis in this study are listed in Table S1.

### Time series gene expression assay via amplicon sequencing

Tomato seedlings were grown to 18 days old as described above and again split into two equal sets. One set was placed in a chamber set at 24°C and the other in a chamber set at 4°C and the 16 h/8 h (day/night) light cycle continued in both chambers. A group of 4 plants were sampled just prior to start of treatments and then again at 1,2,3,4,5,6,8,10,12,14,16,24 hours after transfer to ambient or cold conditions. RNA was extracted from each sample and converted to cDNA as described above. A multiplexed amplicon sequencing strategy was used to amplify and sequence reads from Ef1α (reference gene), CCA1, PRR7, RVE6, RVE8 and ELF3 from each sample. Each amplicon sequencing run yielded ~11 000–37 000 reads. Gene expression for each clock gene was calculated as ratio of reads from the gene to reads from the reference gene EF1α. A cubic spline model was fit for this relative gene expression trajectory and statistical test for significance of differential expression between 24°C and 4°C was calculated using the empirical bayes test implemented in the limma package in R as described previously [78].

### Measuring photosynthetic parameters

Tomato seedlings were grown as described above for transcriptome profiling. The MultispeQ (v2.0) instrument was then used to measure the photosynthetic parameters (i.e. ϕPSII, F_v_/F_m_, etc.) for the control (24°C) and cold treated (4°C) seedlings. The first true leaf from eight seedlings was measured at ZT2.5 (before treatment). The plants were incubated in ambient temperature or in the cold room for either 30, 90, or 180 minutes, and were returned to ambient temperature (24°C) for 5 minutes before the photosynthetic measurements were collected. The light intensity used during measurement was between 240–260 μmol m^−2^ s^−1^. The same first true leaf from eight seedlings was measured at any given timepoint, after treatment. The significance of changes in these parameters between before and after paired samples was tested by a Student’s *t*-test.

## Acknowledgements

We thank Prof. Rob McClung for critical discussions and comments and Nathan Deppe for technical assistance in experimental setup. This research was supported by funds from Purdue University.

## Author contributions

Conceptualization, investigation, and validation were conducted by T.A. and K.V. X.W. generated the CBF1 mutant and performed gene expression analysis. F.M. designed and executed the experiments to assay resumption of clock oscillation. Formal analysis and data curation were performed by T.A. and K.V. T.A. and K.V. wrote the original draft. X.W. and F.M. participated in revision and updates. I.I. and S.P. contributed resources and methodology for photosynthetic measures. All authors contributed to reviewing and editing. K.V. is responsible for funding acquisition and project supervision.

## Data Availability

All sequence and gene expression data were deposited in NCBI’s GEO database and can be retrieved with the accession number GSE226856.

## Conflict of interest statement

The authors report no conflict of interest.

## Supplementary Data

Supplementary data is available at *Horticulture Research* online.

## Supplementary Material

Web_Material_uhad137

# Supplementary material for: Chilling stress drives organ-specific transcriptional cascades and dampens diurnal oscillation in tomato
**Source:** Hortic Res. 2023 Jul 11;10(8):uhad137. doi: 10.1093/hr/uhad137
**Supplement:** Web_Material_uhad137

Supplementary Figures

Chilling stress drives organ specific transcriptional cascades and dampens diurnal oscillation in Tomato

Tina Agarwal, Xiaojin Wang, Frederick Mildenhall, Iskander M Ibrahim, Sujith Puthiyaveetil, Kranthi Varala

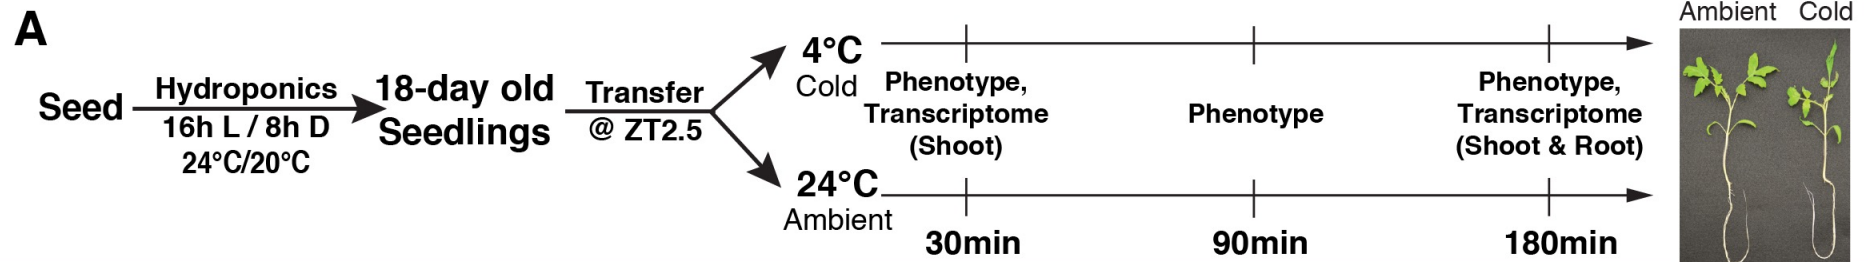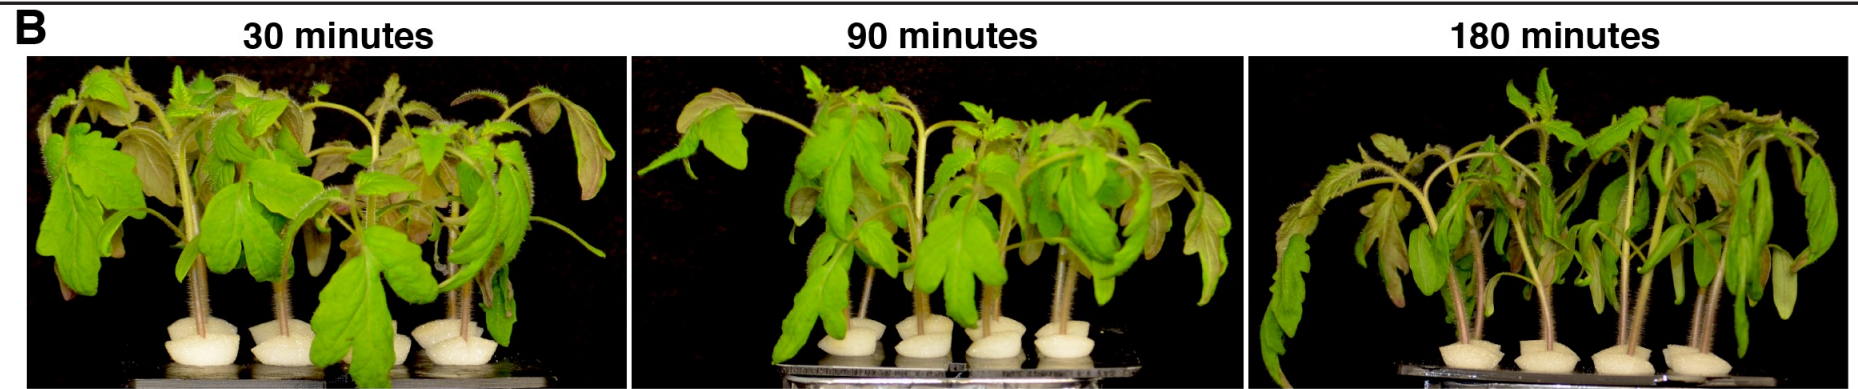

Supplementary Figure 1. Hydroponic growth allows instantaneous change of growth temperature and sampling of roots. In this study, plants growing hydroponically, in ambient conditions for 18 days, were rapidly transferred to pre-chilled containers in a cold room (4°C). Transfer was performed 2.5 hours after start of light cycle (ZT). Plants were sampled in triplicates at 30 minutes and 3 hours (180 minutes) for transcriptome profiling. Additionally, plant wilting phenotype was measured via photographs at 30, 90 and 180 minutes.

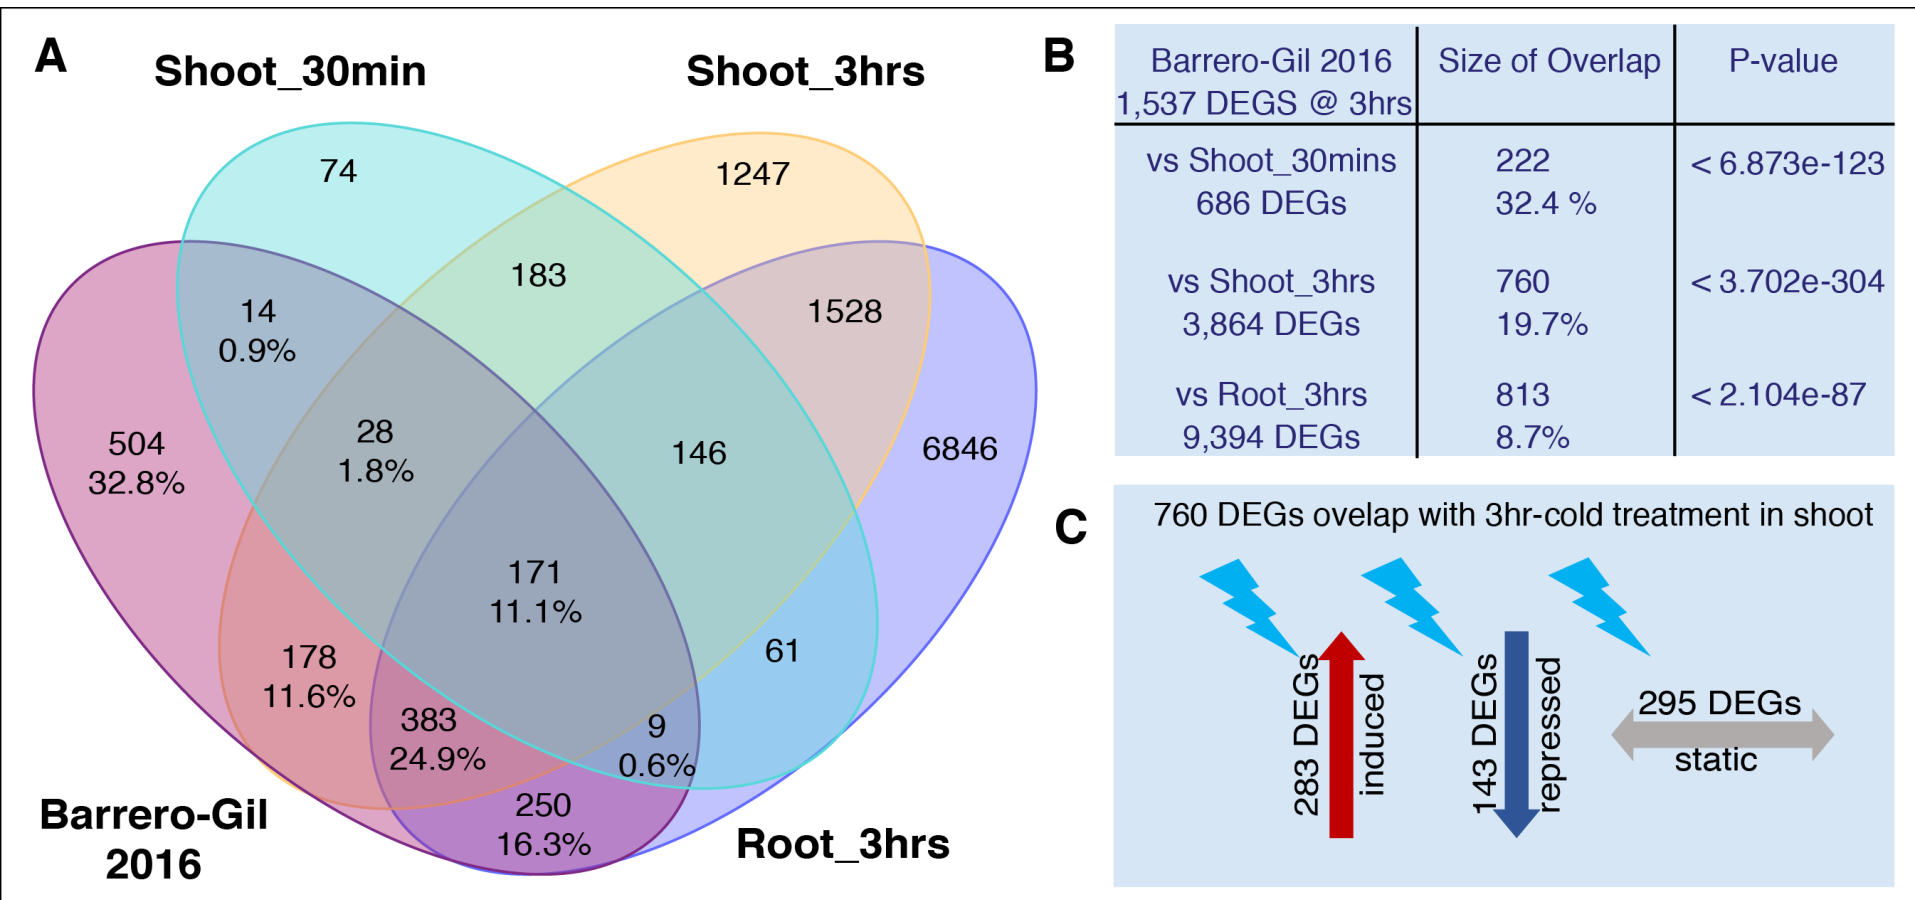

Supplementary Figure 2. Significant overlap with prior Tomato cold transcriptome study. **A.** Our experimental results of cold responsive genes overlap largely and significantly with a previously reported study on cold stress in tomato seedlings (Barrero-Gil et. Al., 2016). The Barrero-Gil study reported classes of cold responsive genes at 3, 6, 12 and 24 hrs after the onset of cold stress. **B.** Our study includes an earlier time point of 30 minutes as well as the crucial resolution of true cold-responsive versus cryostatic genes. The DEGs at 30 minutes (Shoots) and 3 hours (Shoots and Roots) show highly significant overlaps (hypergeometric test for significance of overlap between sets) with the 3 hr gene set in the Barrero-Gil study. **C.** Of the 760 genes that respond to cold at 3 hours in shoots in both studies, approx. 300 genes (~40%) are cold-static.

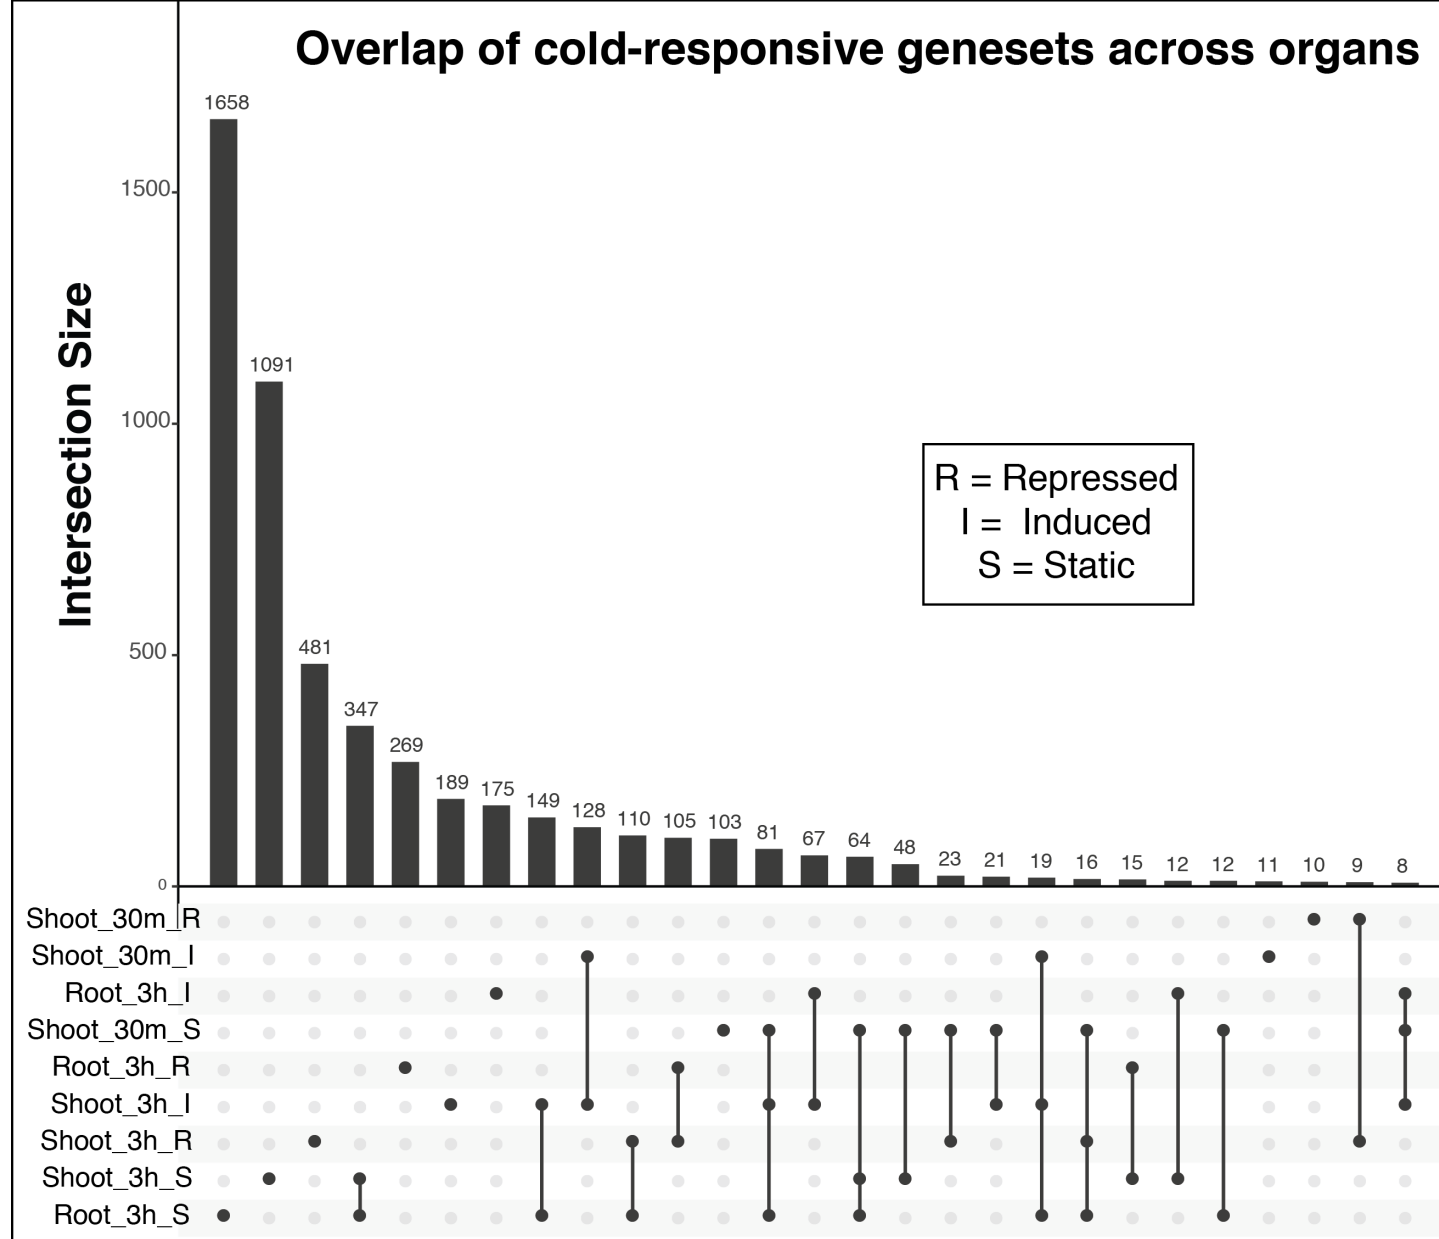

Supplementary Figure 3. Cold responsive DEGs are partially shared across organs and time points. The shoot and root cold response shares many genes across the induced, repressed and static groups. In the shoots, a small subset of genes respond early, while the later time point shows a substantially larger cold transcriptional response.

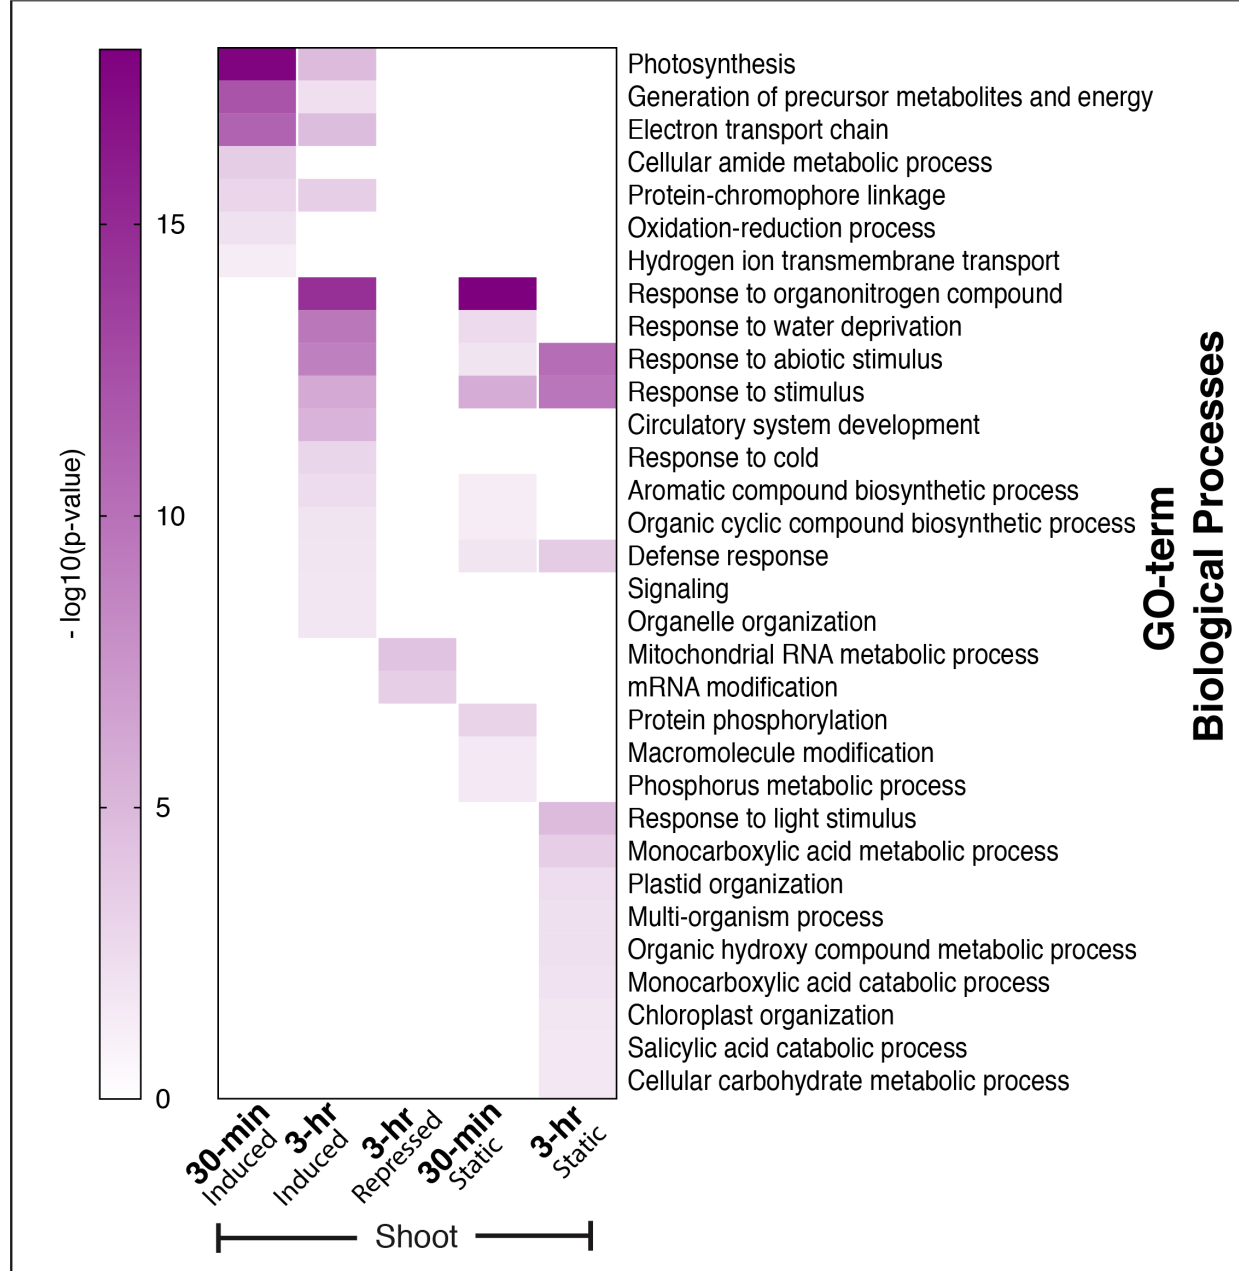

Supplementary Figure 4. Cold stress induces changes in multiple biological processes as determined by GO term over-representation in the DEGs in the 30 minute and 3 hour shoot samples (see Methods). Genes involved in the Photosynthesis machinery respond to the cold treatment early and strongly. The stress response pathways respond within 3 hours of cold treatment. The circadian disruption caused by cold treatment has a much broader effect on plant metabolism and its regulation.

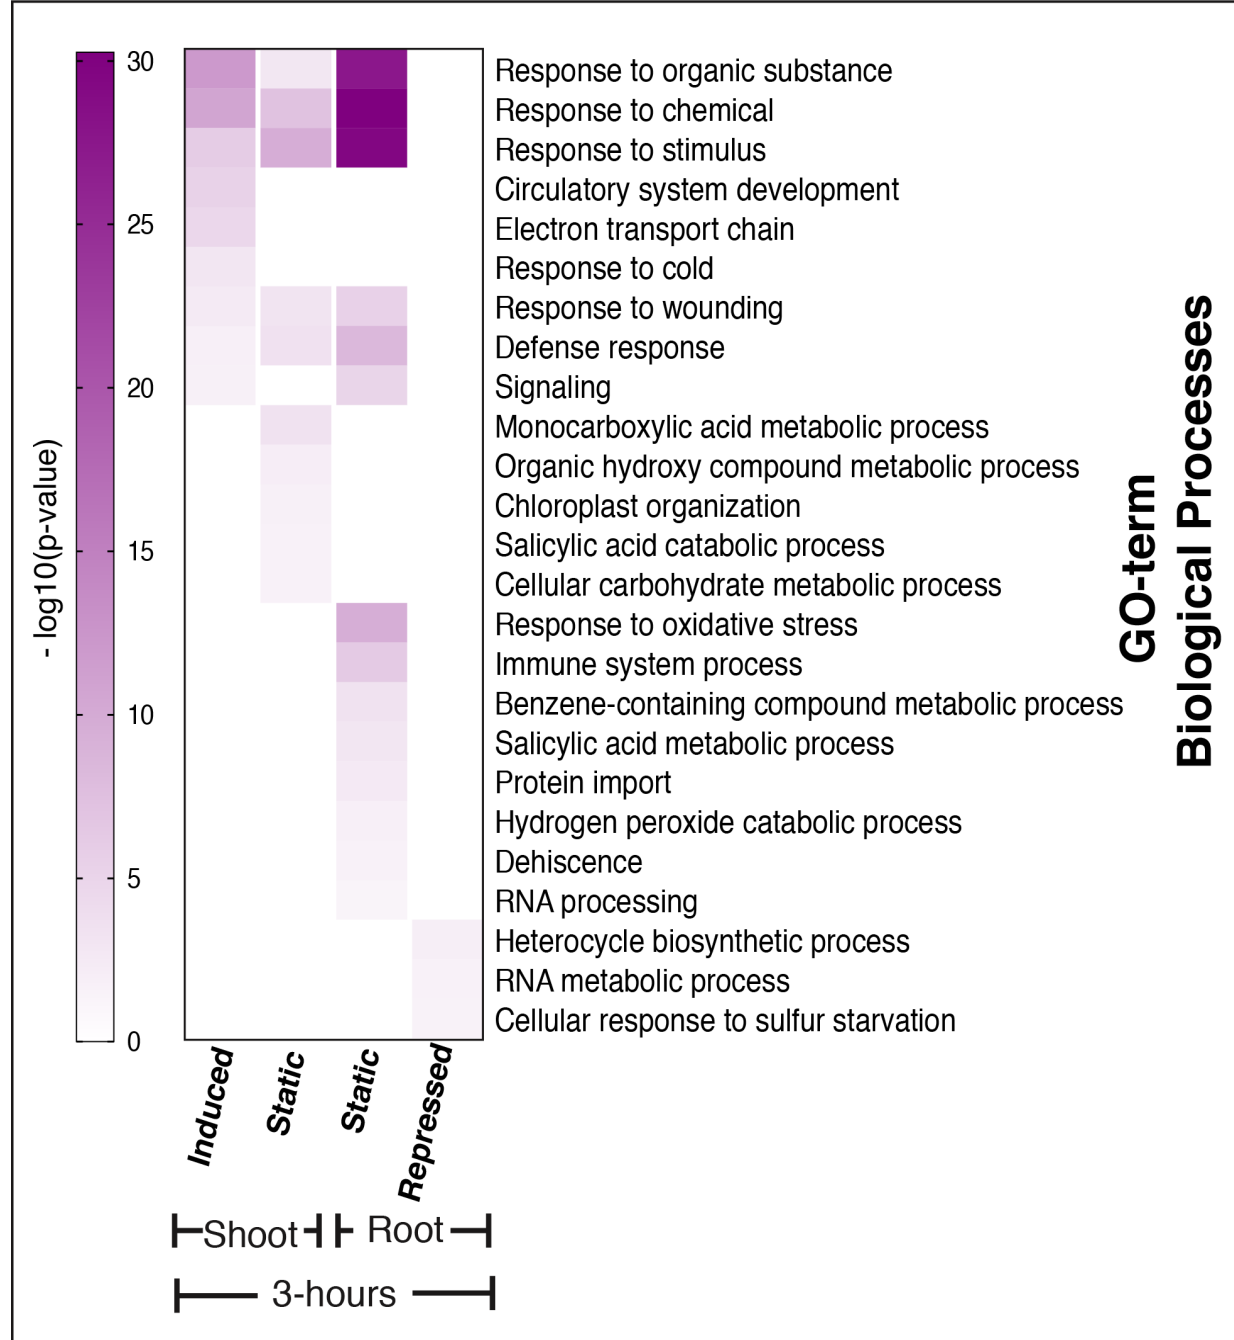

Supplementary Figure 5. Stress response processes are induced in the shoots and roots within 3 hours of cold treatment (see Methods).

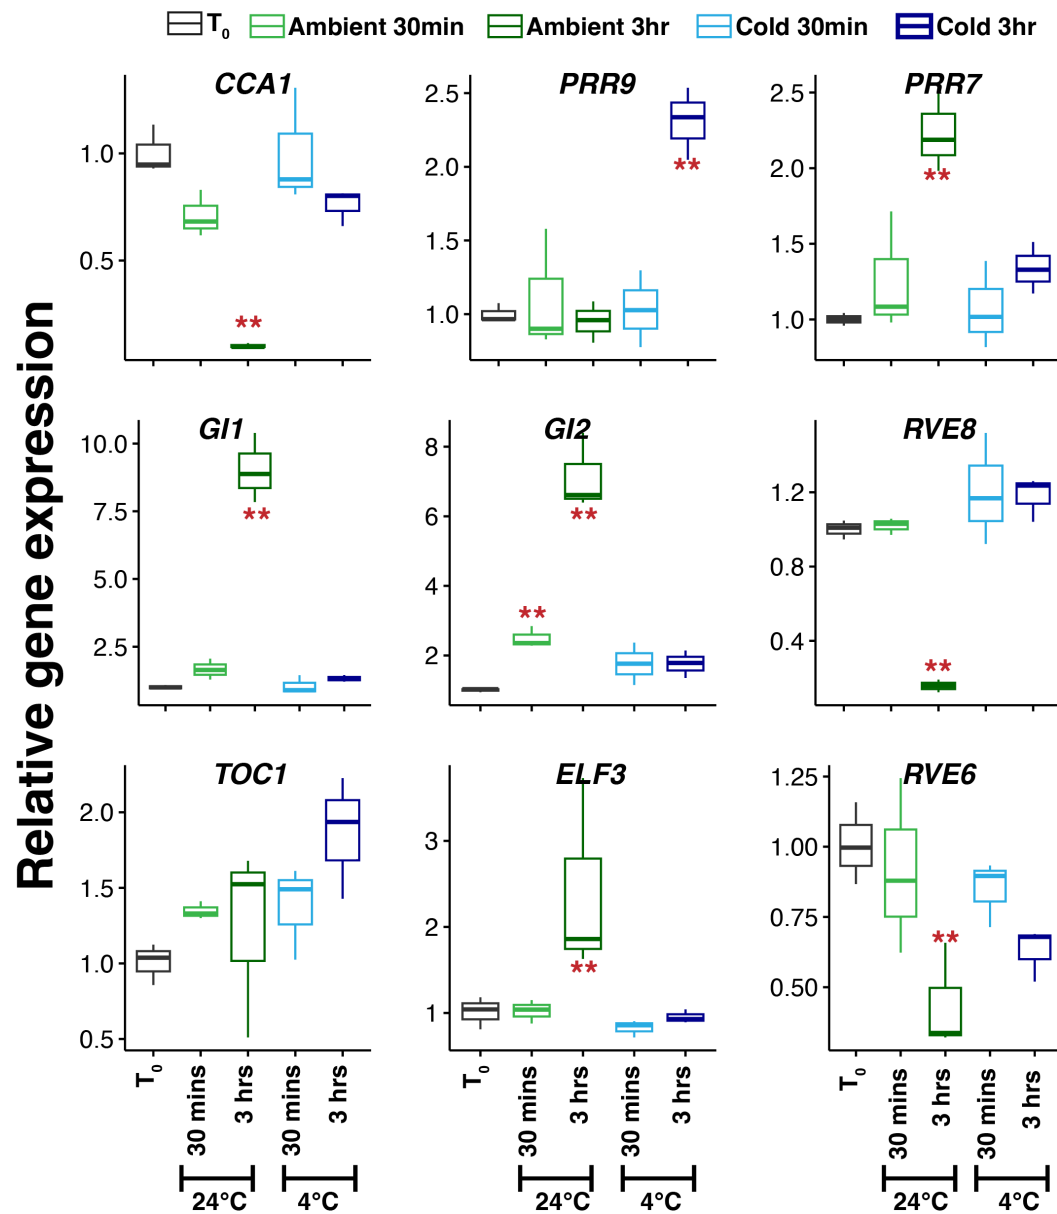

Supplementary Figure 6. Multiple core clock genes' expression is altered in chilling conditions. qPCR assays from shoot tissue using EF1a as the reference gene show altered expression patterns between plants at 24°C and 4°C. The expression level of *CCA1*, *PRR7*, *GI1*, *GI2*, *RVE8*, *ELF3* and *RVE6* was significantly different (One-Way ANOVA; Tukey HSD between each sample vs. T_0 , $p < 0.01$, shown as **) within 3 hours under ambient conditions. However, for all these genes, in chilling conditions there is no significant change in expression for 3 hours under chilling conditions.

Normalized Read Counts (TMM) in Roots

CCA1/LHY

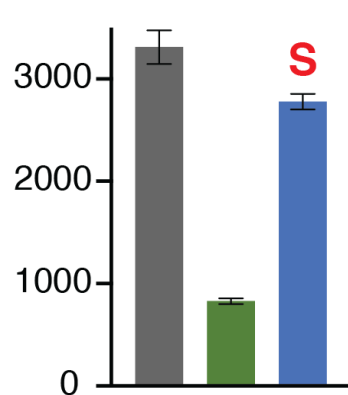

RVE8

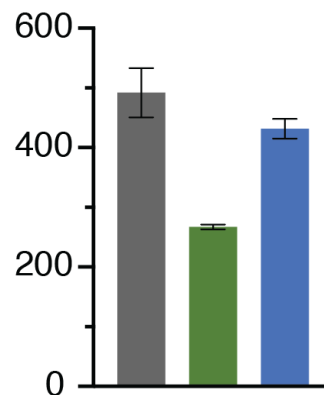

PRR9

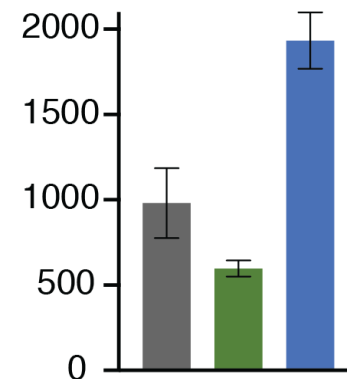

PRR7

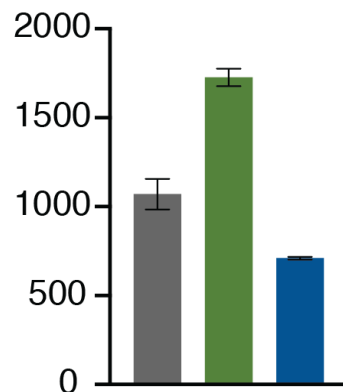

GI1

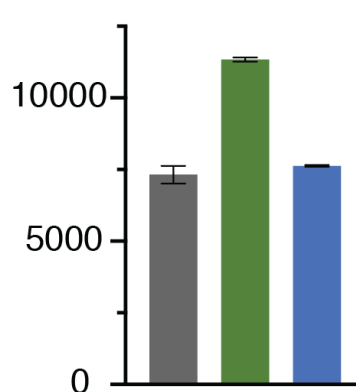

LUX

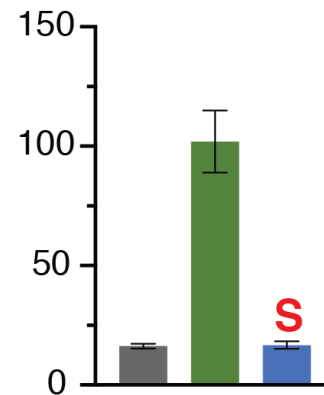

TOC1

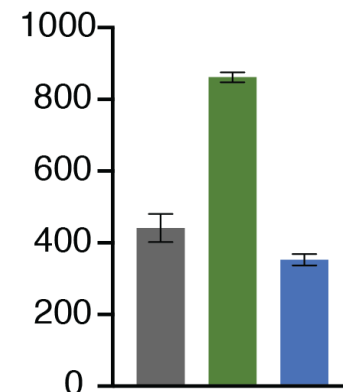

T₀

3h@24°C

3h@4°C

Supplementary Figure 7. Core clock components are disrupted by cold treatment in the roots as well. The rhythmic expression changes of CCA1/LHY RVE8, GI1, LUX and TOC1 are disrupted in the roots. Further, PRR9 is induced in the cold treated samples, while PRR7 is slightly repressed (Table S5). Clock genes that fall into the cryostatic category are indicated by “S”.

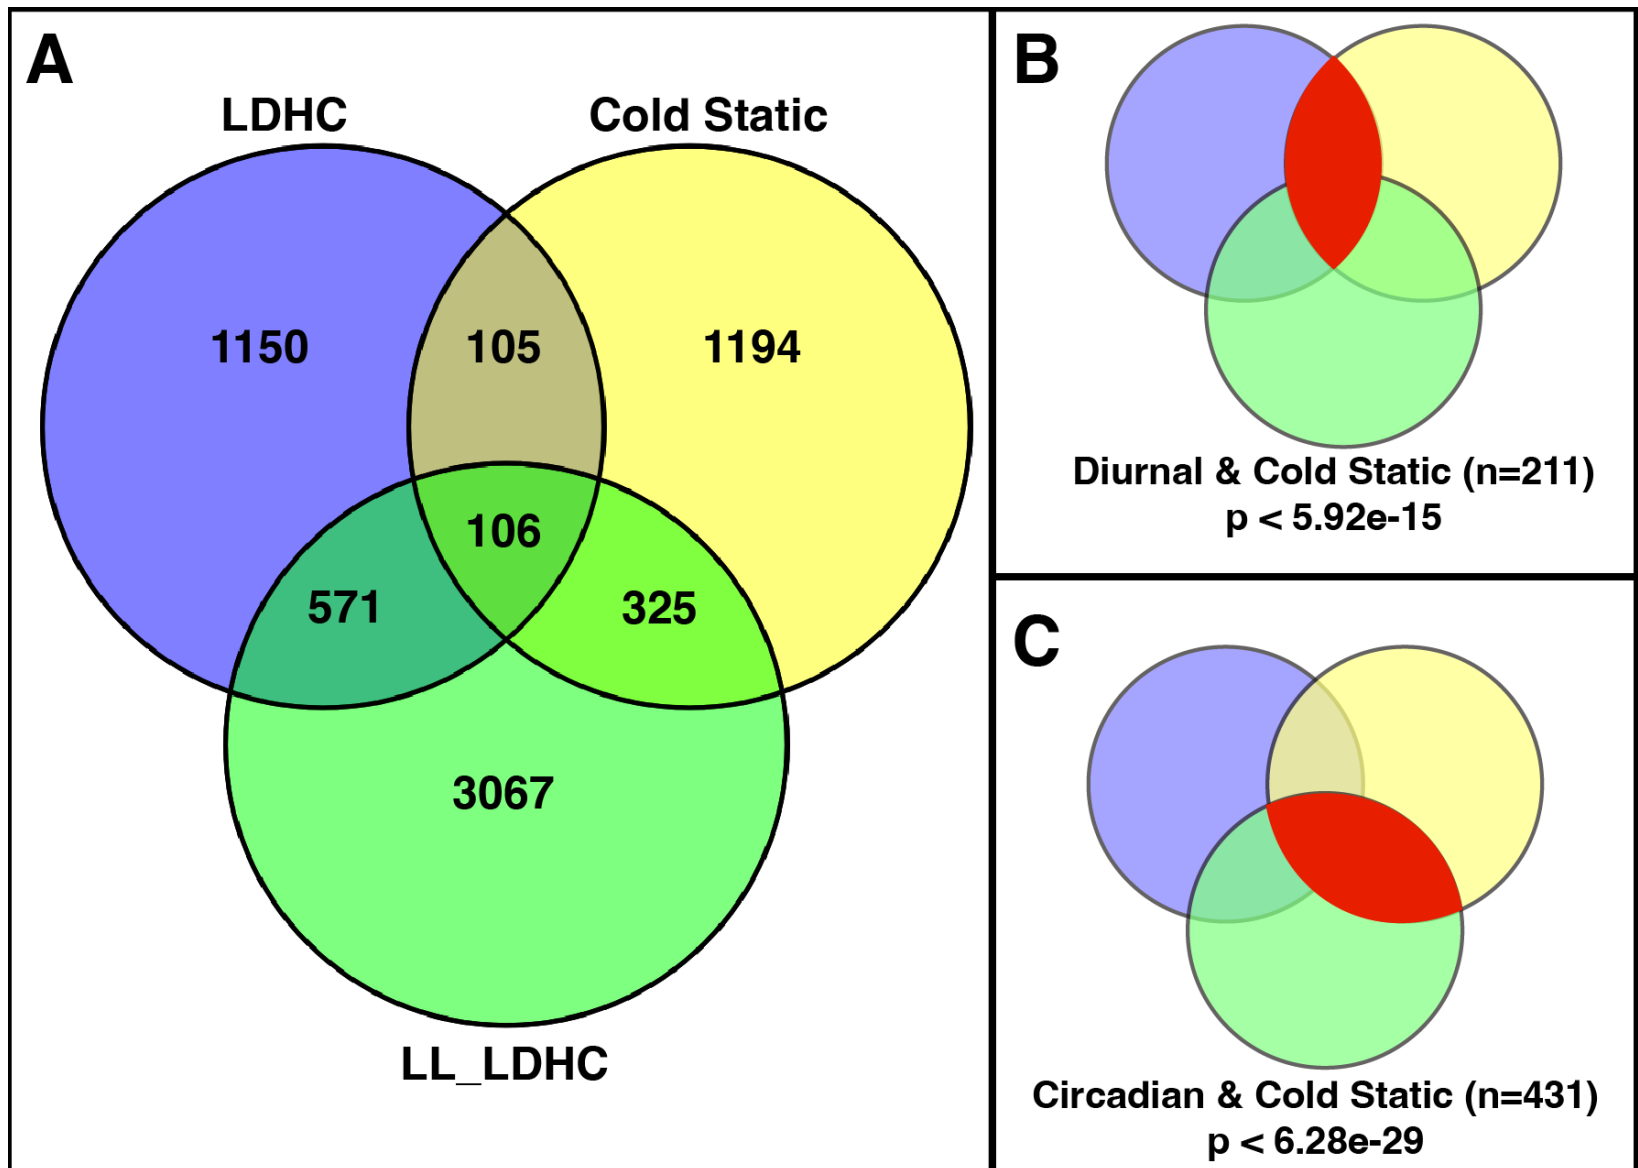

Supplementary Figure 8. Cold static gene set shows highly significant overlaps with both diurnal and circadian regulated gene sets. Tomato genes were mapped to their best Arabidopsis orthologs using the OrthoFinder algorithm (Emms and Kelly 2015). The converted gene lists were overlapped with the previously reported circadian and diurnal sets (Mockler et al., 2007). **A.** The shoot-3 hour cold-static gene set shows large overlaps with the diurnal (18h light, 8h dark) and circadian (continuous light) regulated gene sets. Overall, 62% of the cold static genes are under either diurnal and/or circadian regulation. **B.** A total of 211 cold-static genes are under diurnal regulation which constitutes a highly significant overlap ($p < 5.9\text{e-}15$), while 431 genes ($p < 6.2\text{e-}29$) are under circadian regulation (**C**).

PHOTOSYNTHESIS

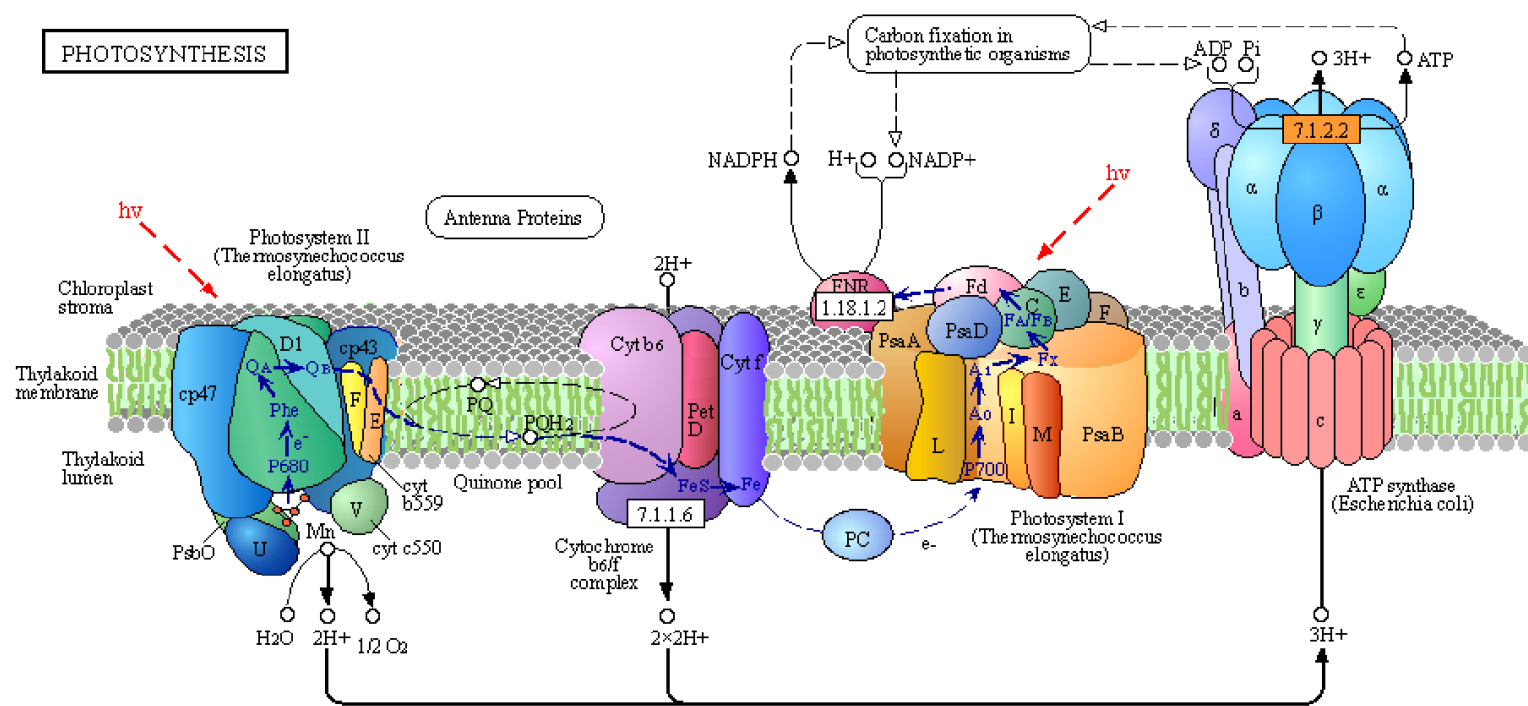

Photosystem II

D1	D2	cp43	cp47	cyt b559
PsbA	PsbD	PsbC	PsbB	PsbE
PsbL	PsbJ	PsbK	PsbM	PsbH

MSP	OEC
PsbO	PsbP
PsbQ	PsbR
PsbS	PsbT
PsbU	PsbV
PsbW	PsbX
PsbY	PsbZ
Psb27	Psb28
Psb28-2	

Photosystem I

PsaA	PsaB	PsaC	PsaD	PsaE	PsaF	PsaG	PsaH
PsaI	PsaJ	PsaK	PsaL	PsaM	PsaN	PsaO	PsaX

Cytochrome b6/f complex

PetB	PetD	PetA	PetC	PetL	PetM	PetN	PetG

Photosynthetic electron transport

PC	Fd	FNR	cyt c6
PetE	PetF	PetH	PetI

F-type ATPase

beta	alpha	gamma	delta	epsilon	c	a	b

00195 5/30/19
(c) Kanehisa Laboratories

Cold- Induced at 30m & 3hr Cold- Induced at 3hr * Nuclear encoded

Supplementary Figure 9. Photosynthesis pathway genes induced early by cold stress. Numerous genes encoding components of PSI, PSII, Cytochrome b6/f complex and F-type ATPases are significantly induced by cold treatment, within 30 minutes. With the exception of the gene coding for Fd in the electron transport chain, all the induced genes shown here are plastid encoded. Therefore, it is likely that the cold stress response includes a plastid signaling component.

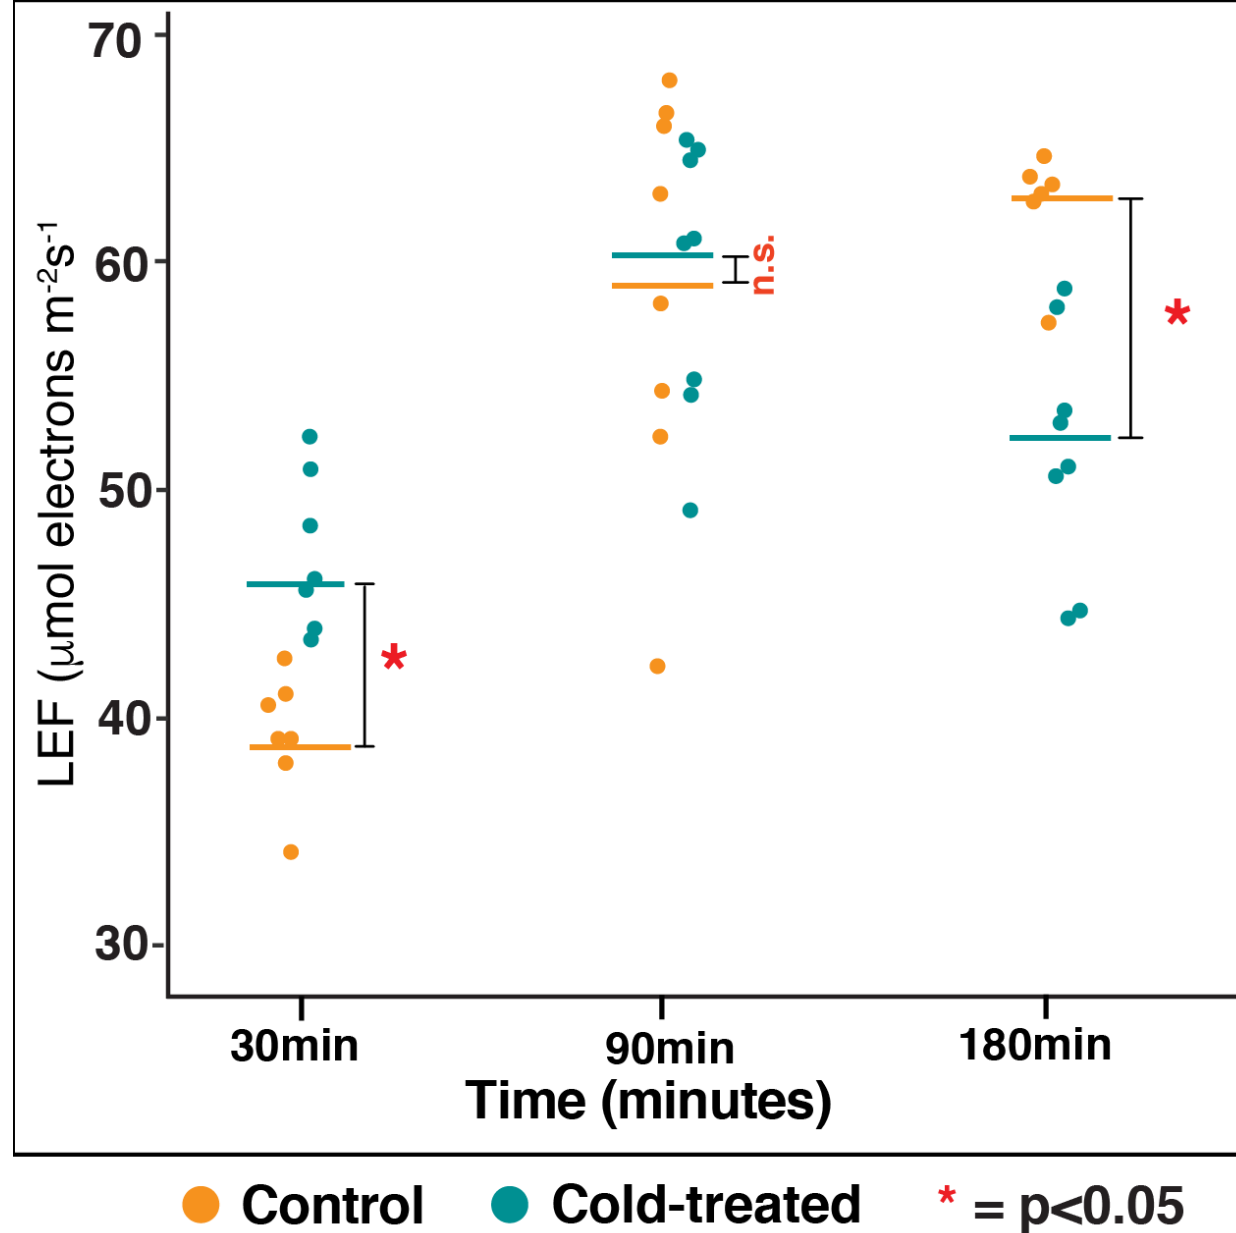

Supplementary Figure 10. Linear electron flow measurements show a strong agreement with FPSII. The LEF is a measure of the electron transport rate through the photochemical reactions and is linked to the efficiency of ϕPSII . At each of the time points measured, the pattern of change in LEF between the cold treated and control plants matched the pattern observed in ϕPSII measurements. P-values signify student's t-test for difference in means between control and cold-treated samples.

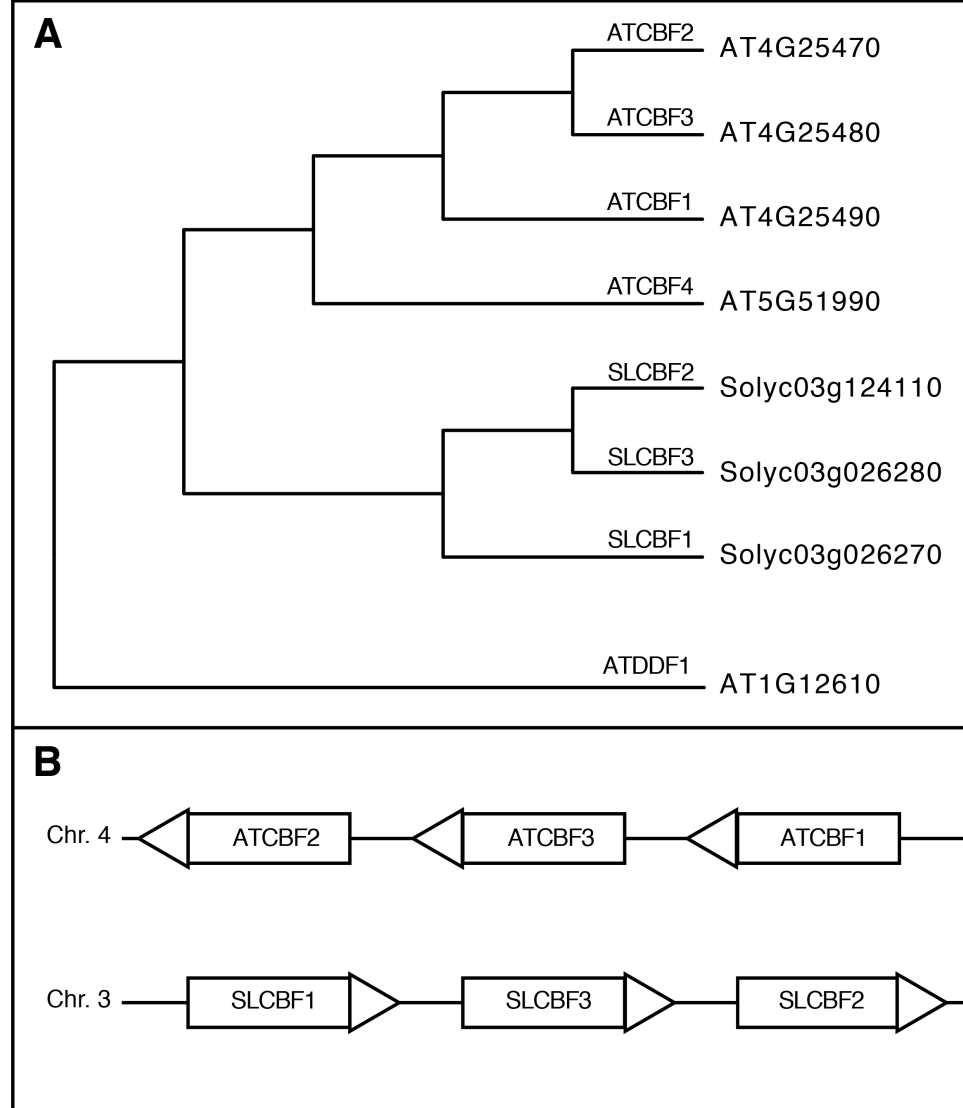

Supplementary Figure 11. Nomenclature of CBF genes in Tomato. A. Phylogenetic tree reconstruction, using maximum likelihood (ML), suggests that Solyc03g124110 and Solyc03g026280 are more closely related to each other than either to Solyc03g026270. This relationship is paralleled in Arabidopsis, wherein CBF2 and CBF3 are closer to each other than either to CBF1. ML tree reconstruction was performed using DDF1, a close ortholog of the CBFs in Arabidopsis. B. The three CBF genes in Arabidopsis and Tomato are syntenic in their respective genomes, with small intergenic regions. Assuming microsynteny is maintained at this locus the order of the three CBF genes in Tomato should match the order in Arabidopsis with CBF3 in the middle. Combining evidence from phylogenetic analysis and microsynteny, we labeled the tomato CBFs as Solyc03g026270 -> CBF1, Solyc03g124110 -> CBF2 and Solyc03g026280 -> CBF3. This notation is used throughout this report.

Overlap of cold-responsive TFs across organs

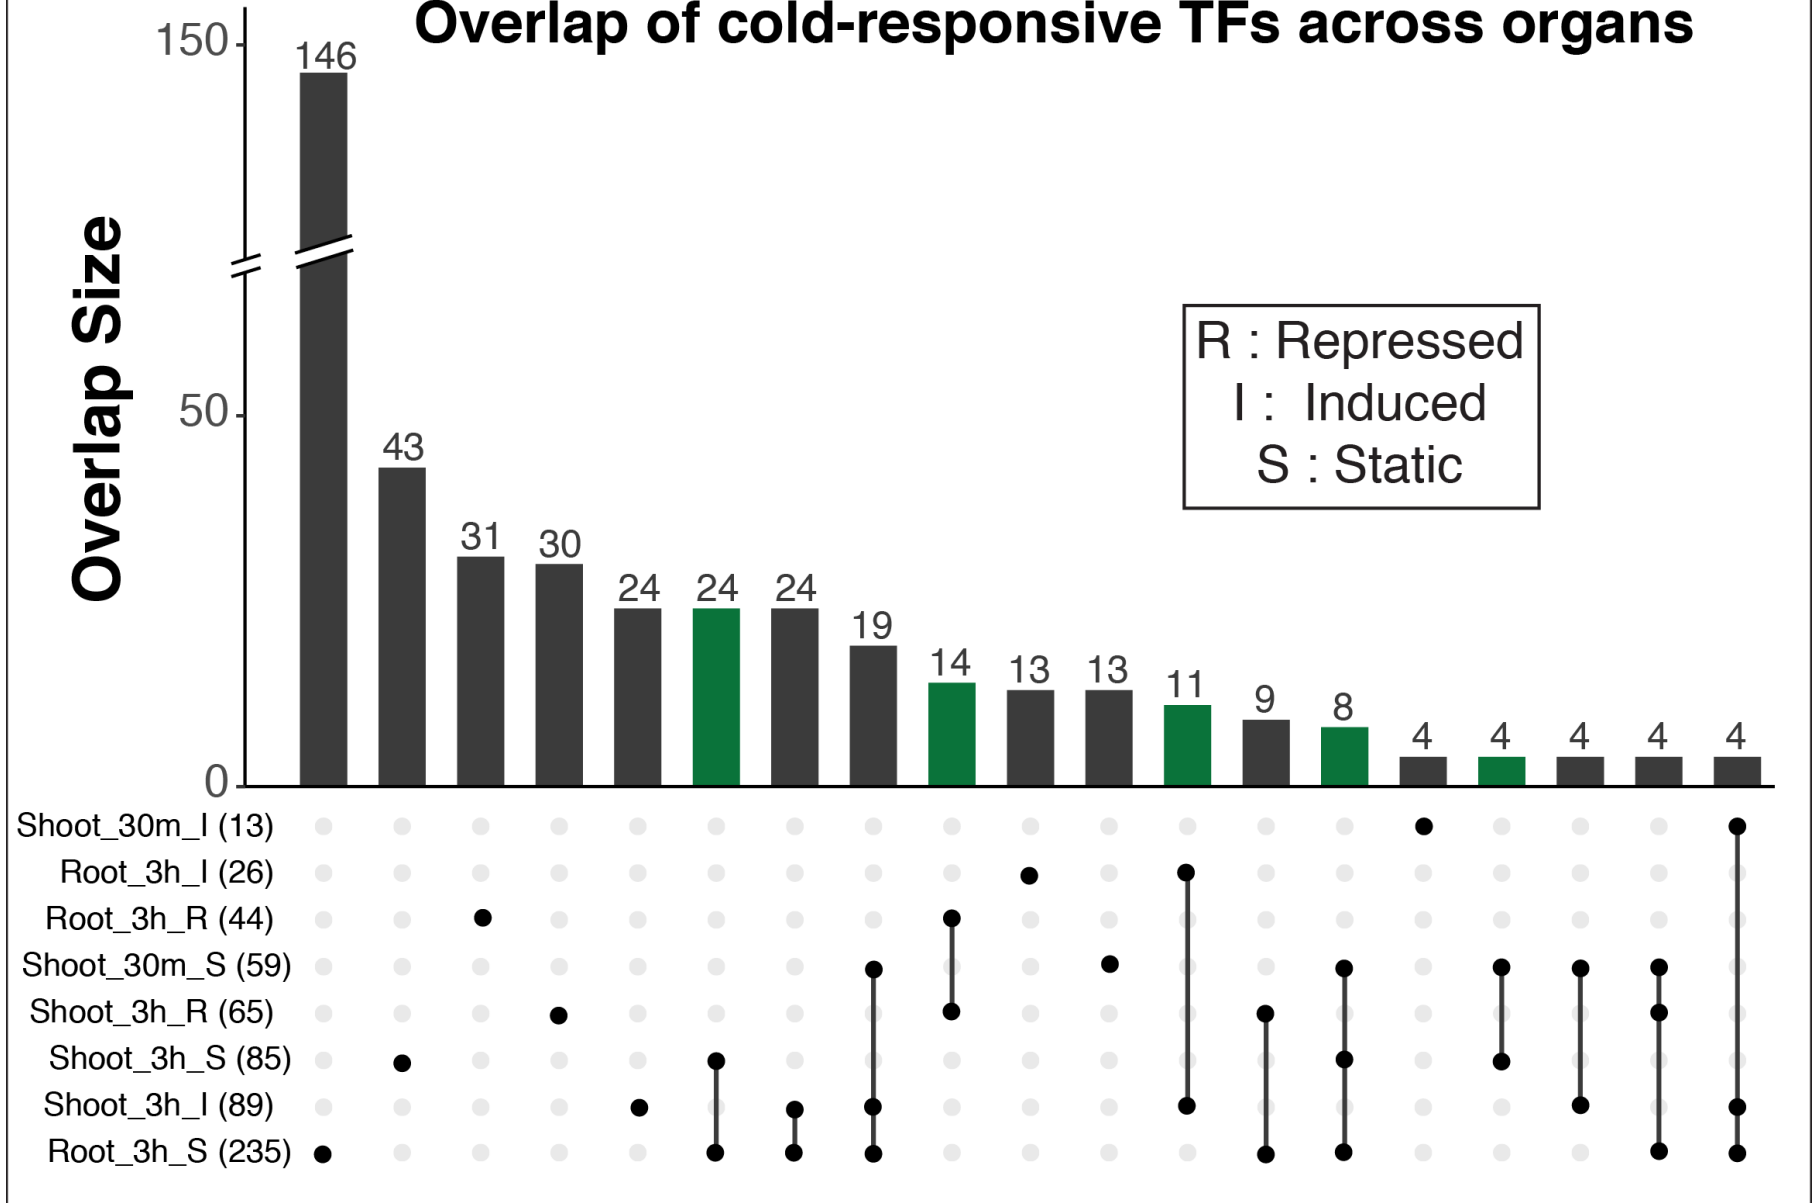

Supplementary Figure 12. Cold responsive TFs are shared across organs. Similar to the overlap of overall genesets across organs (see. Fig. S3), transcription factors (TFs) are also partially shared across organs. Many of these shared cold-responsive TFs respond in the same way across organs (highlighted in green) implying that they may have similar function across the organs. Nonetheless, the majority of TFs are either unique to the shoots or roots and potentially regulate diverse responses to chilling in the two organs.

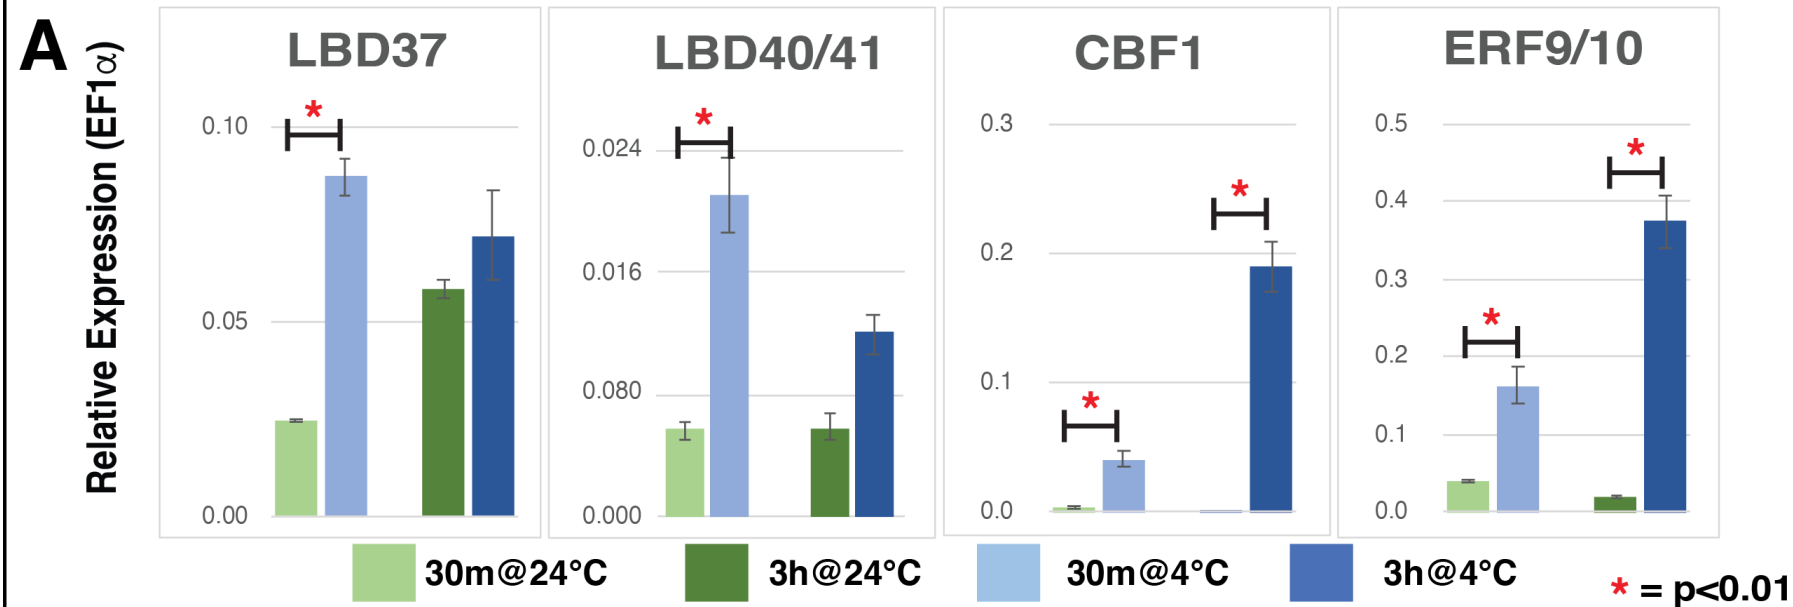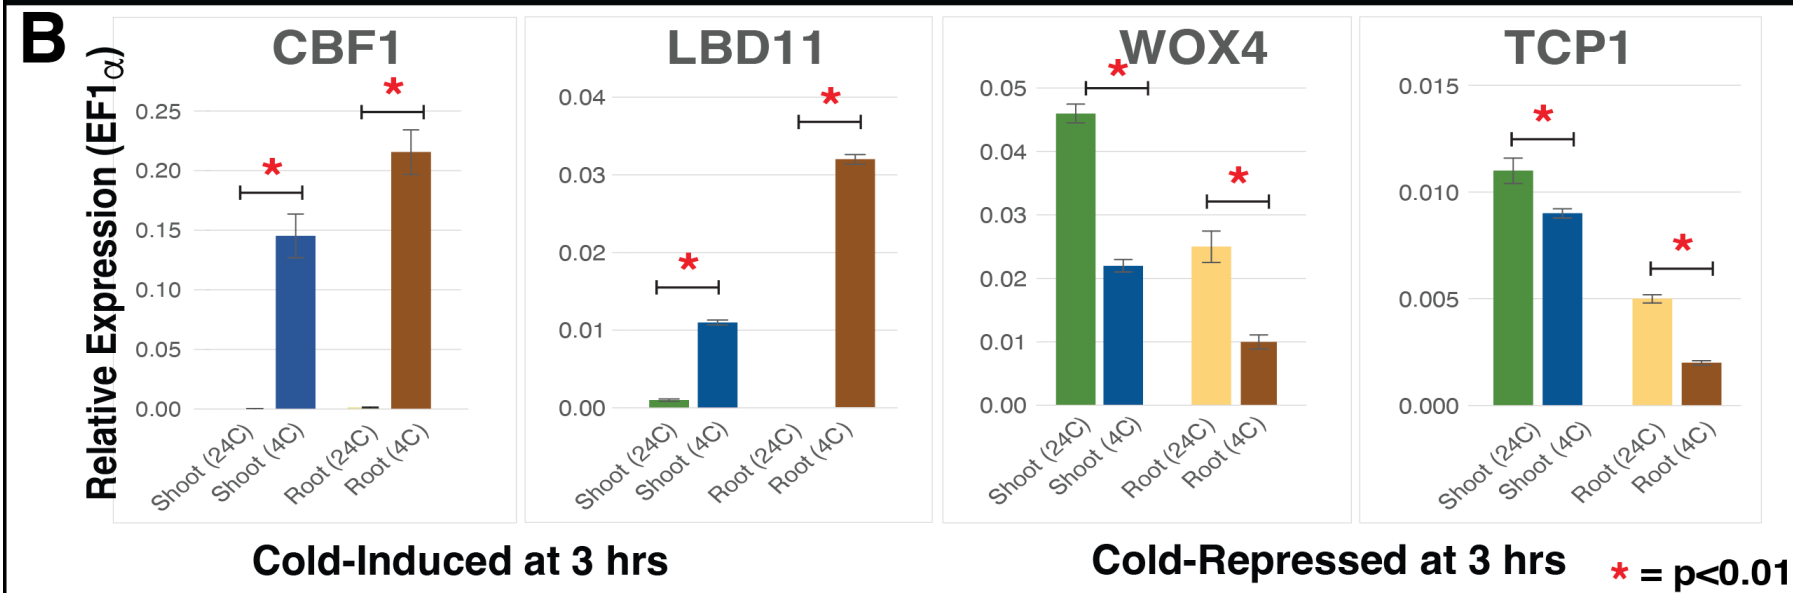

Supplementary Figure 13. Multiple Transcription Factors (TFs) show an early and robust response to chilling stress. A. Some of the early cold responsive transcription factors (TFs) in the shoots are transiently induced (e.g., LBD37, LBD40/41) while most are stably responsive to cold (e.g., CBF1, ERF9/10). **B.** Cold-responsive TFs in shoots and roots show a significant overlap, indicating a conserved cold-stress regulatory response in both organs. Shown here are select differentially expressed TFs identified by the RNA-Seq analysis that were validated via qRT-PCR using EF1 α as a reference gene.

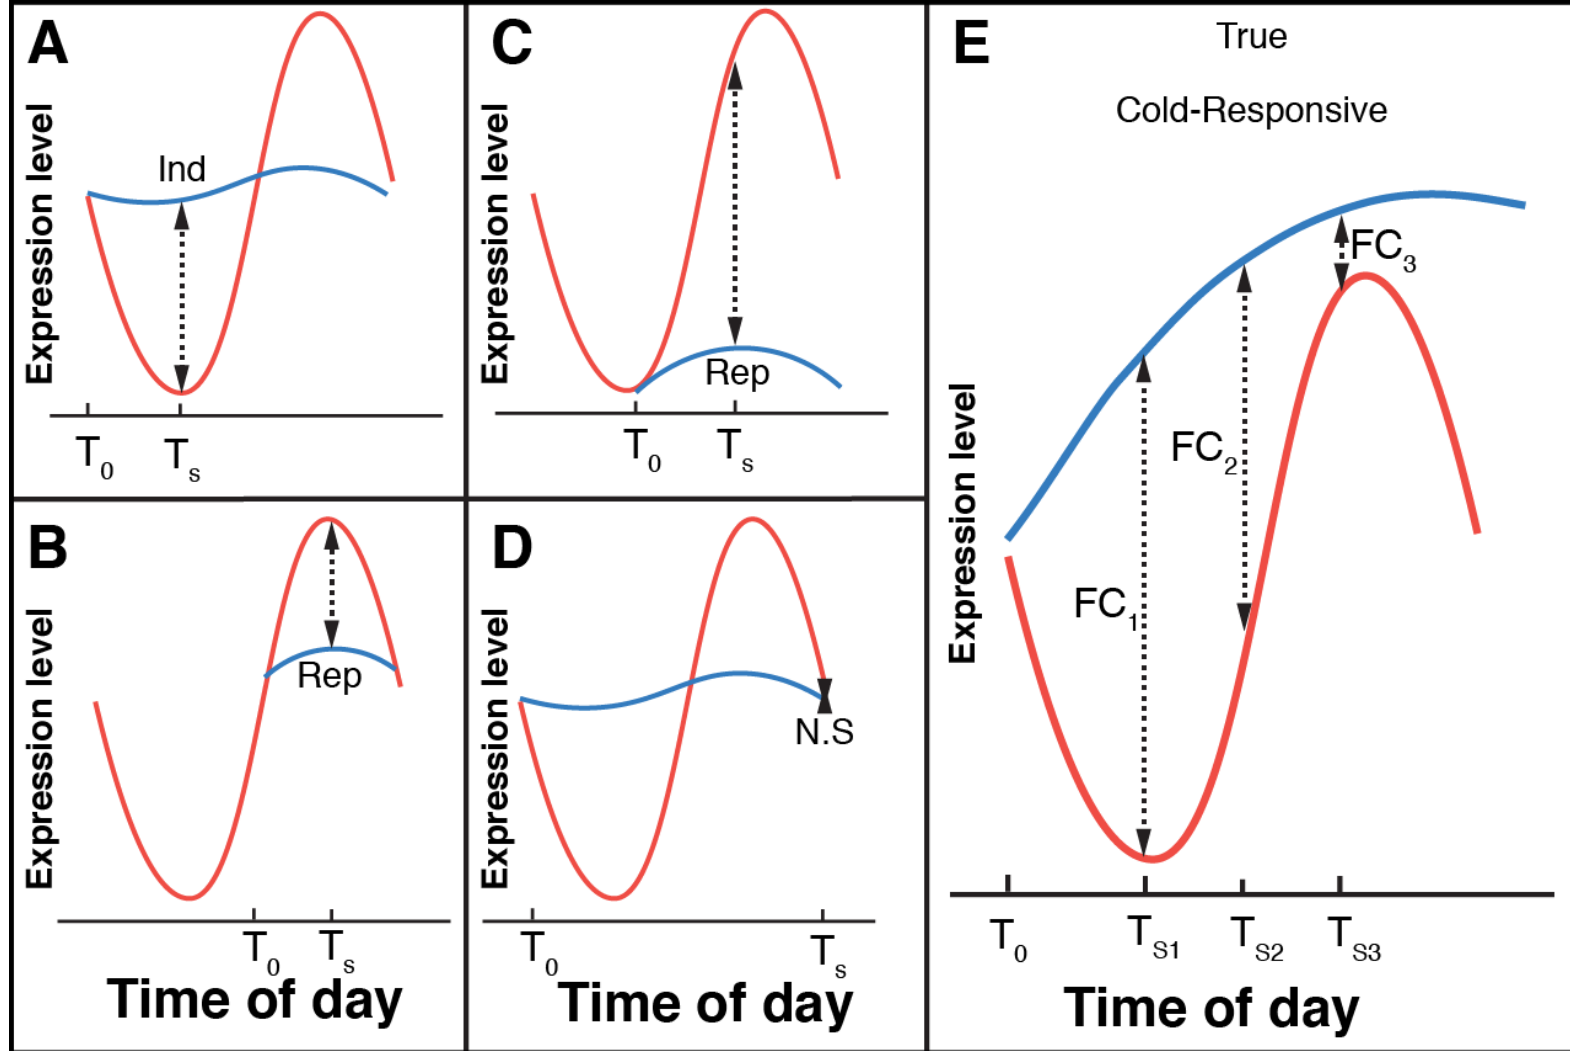

Supplementary Figure 14. Detection of a cold responsive gene that is normally under diurnal/circadian regulation is heavily influenced by the relation of the time of treatment (T_0) and the time of sampling (T_s) to the time of day. Panels A-D show how the start of chilling treatment (T_0) and the time of sampling (T_s) affect the classification of the same gene as cold-induced or cold-repressed or not significant. In all cases the red line depicts the diel cycling of expression level for this sample gene and the blue line represent the static gene expression under chilling stress. **A.** Gene is detected as cold induced. **B.** Gene is classified as cold-repressed IF the amplitude of expression change is greater than the fold-change (FC) threshold applied. **C.** Gene is classified as cold-repressed with a large fold-change. **D.** Gene is classified as not differentially expressed. **E.** A true cold-responsive gene responds to the cold-stress signal and alters its expression relative to T_0 . However, the observed fold-change is highly dependent on the time of sampling and a very small FC (e.g., FC_3) could prevent detection of this gene as cold-responsive. NOTE: Figure adapted from Bieniawska et. al., 2008.

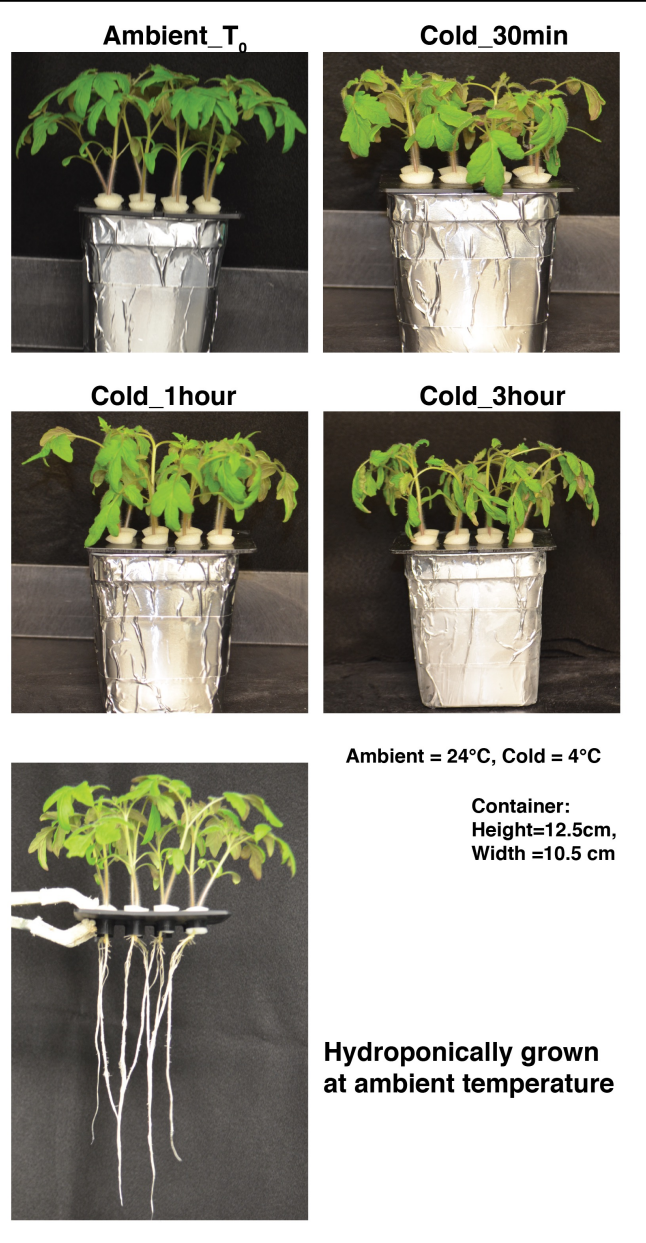

Supplementary Figure 15. Novel hydroponic setup using easily movable plant platform allows rapid transfer of plants from one growth condition to another. In this study, plants growing hydroponically in ambient conditions were rapidly transferred to pre-chilled containers of identical media stored in a cold room. This approach ensures that the shoots and roots are instantly and simultaneously exposed to a chilling temperature.

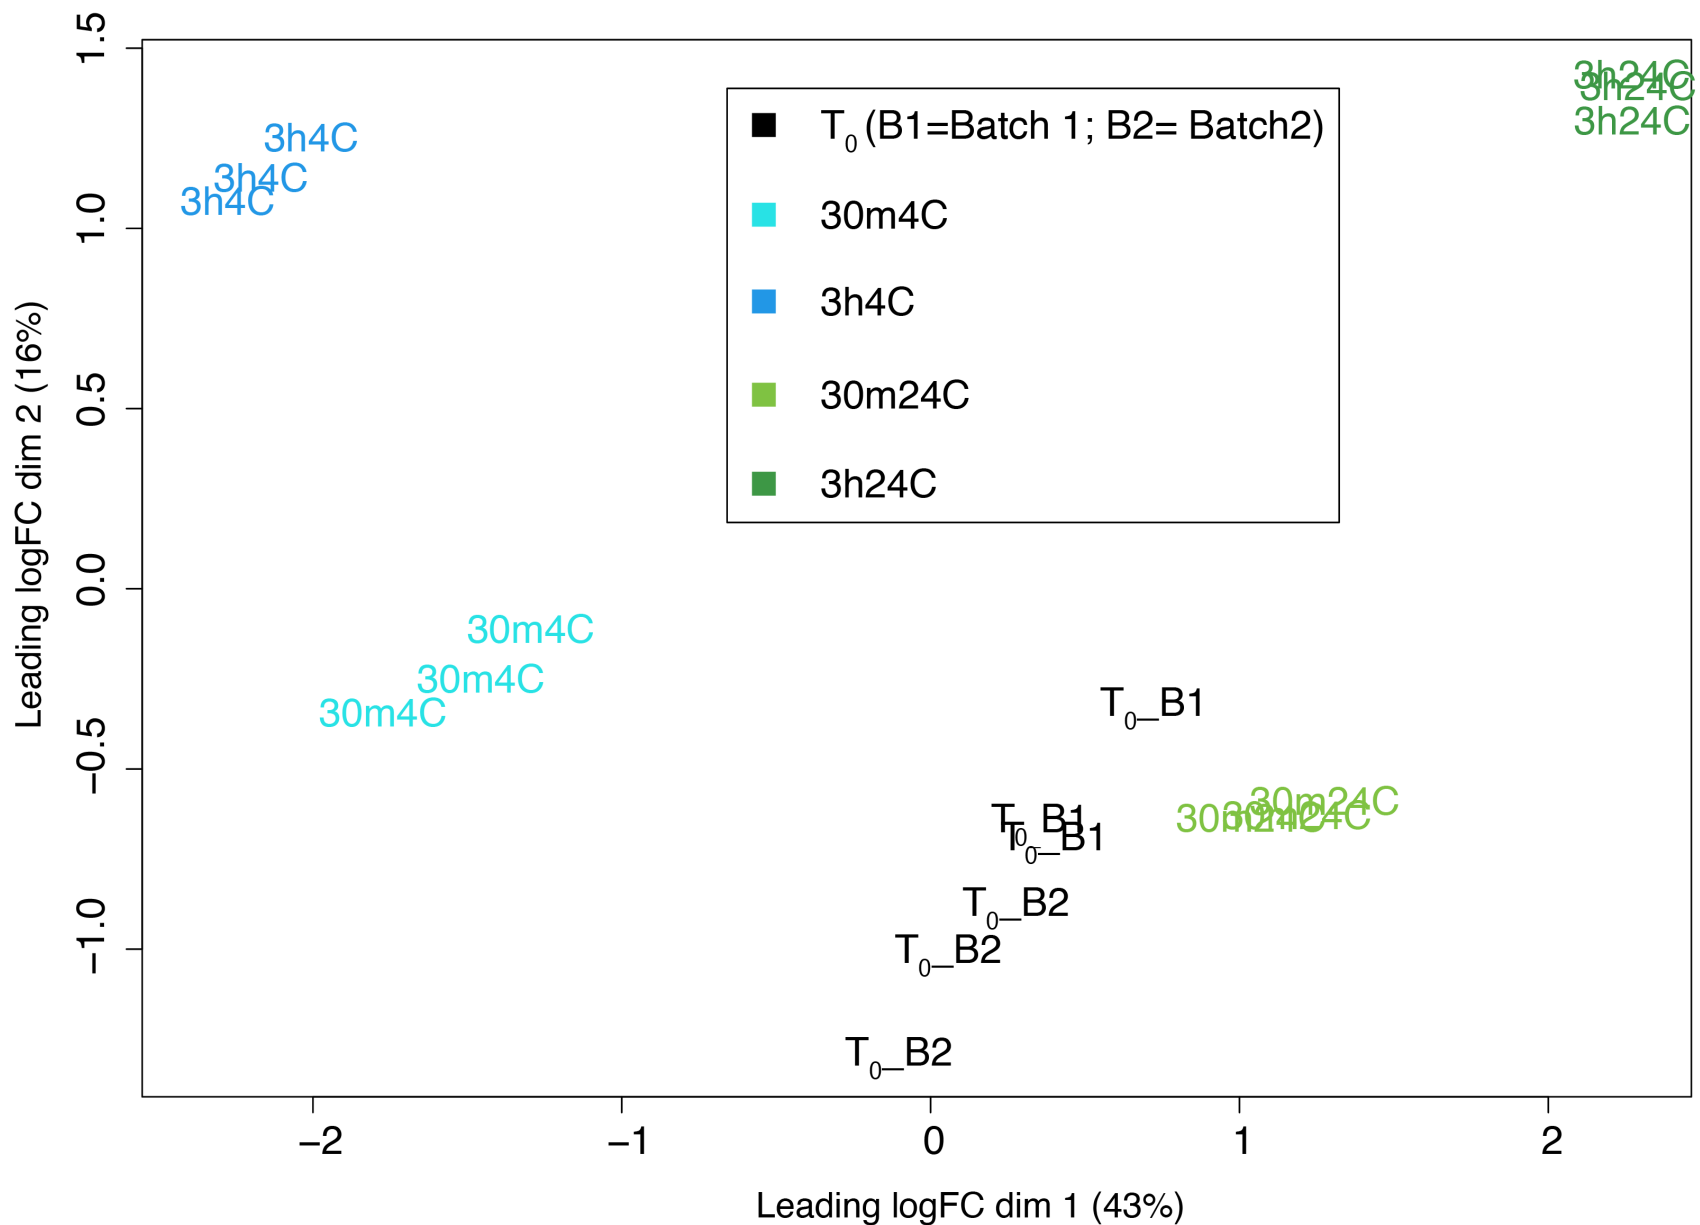

Supplementary Figure 16. Biological replicates of RNASeq from shoots cluster together. Each treatment group has three biological replicates. Shown here is the MDS plot of their global gene expression profile. The close clustering of replicates from each group and the distinct separation between groups indicates that there are large differences between the group profiles AND that the replicates are highly similar. Three T_0 samples are from Batch 1 (T_0 -B1) that included the 3 hour ambient and cold samples and another three are from batch 2 (T_0 -B2) which included the 30 minute samples. Root sample groups cluster similarly (not shown).

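The T0 shoot libraries of the 2 batches differed in 4827 of 20535 genes by limma, 1633 higher in batch 2 and 3194 lower, and 947 of them at least 2-fold. Rescaled over nuclear genes, 2590 were higher and 2145 lower. Plastid genes were higher in batch 2 for 71 of 136 and lower for 4 (79 and 5 when adjusted over the list alone). The mitochondrial list was 21 of 31 higher and none lower (22 and 0), with a median log2 difference of 2.15. The mitochondrial gene atp1 stood at 56.9 ± 16.7 in batch 1 and 248 ± 8.56 in batch 2 (normalized counts, SD, n = 3 in each). None of the 3 CBF genes differed between the T0 batches, and of the 10 clock genes 3 were lower in batch 2 (4 when adjusted over the list alone). No batch holds both times of treatment, so the 30 min and 3 h libraries differ in batch as well as in time, while each has its own 24°C control and T0 libraries.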

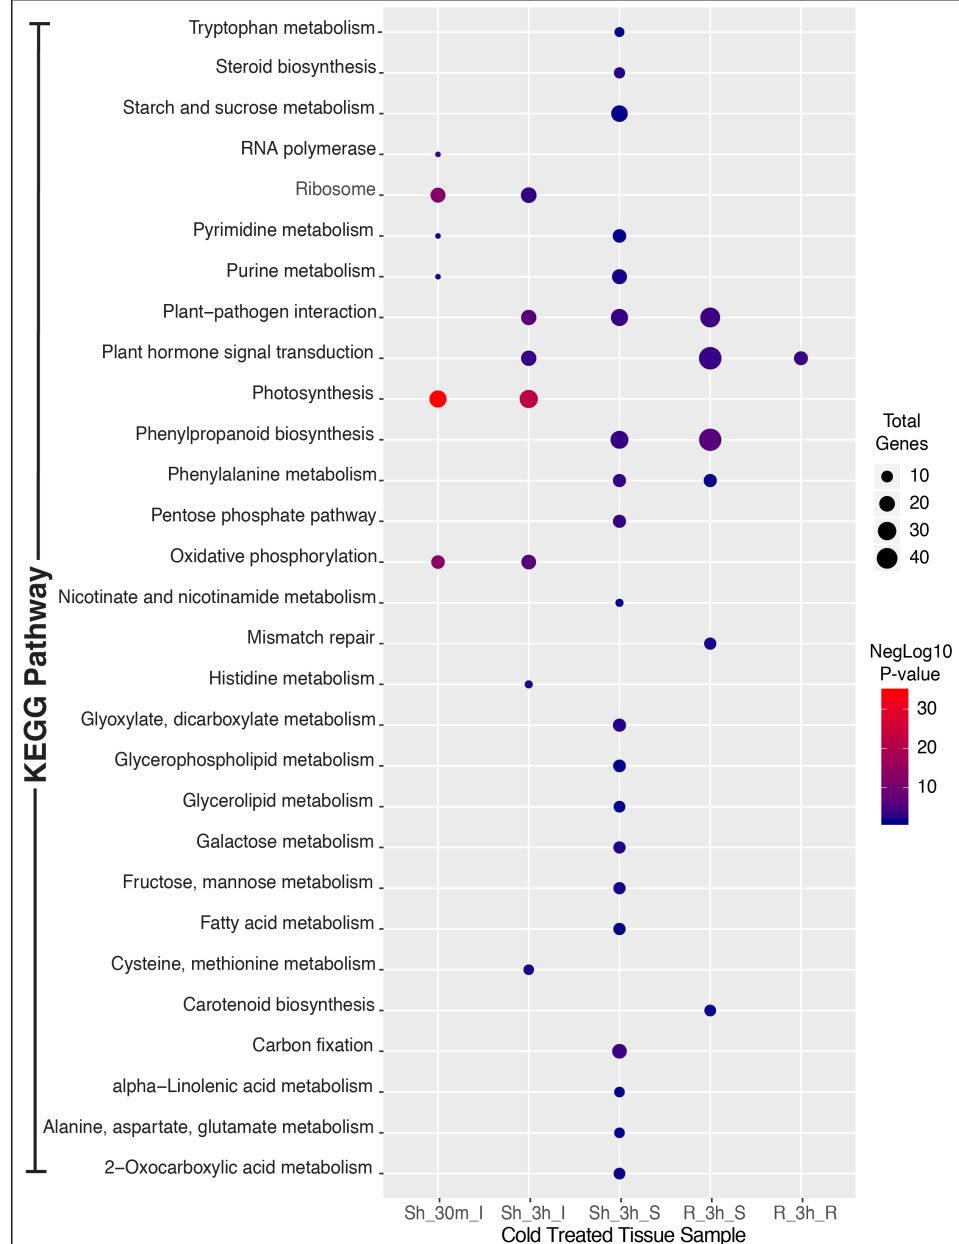

Supplementary Figure 17. Cold stress alters gene expression levels of multiple pathway components. The most significantly affected pathway is of Photosynthesis (see Methods), where most of the genes involved in the photocenters are induced by cold. The cold-static geneset includes many primary metabolism pathways. Therefore, cold treatment is anticipated to have a major disruptive effect on cellular metabolism and hence plant physiology.

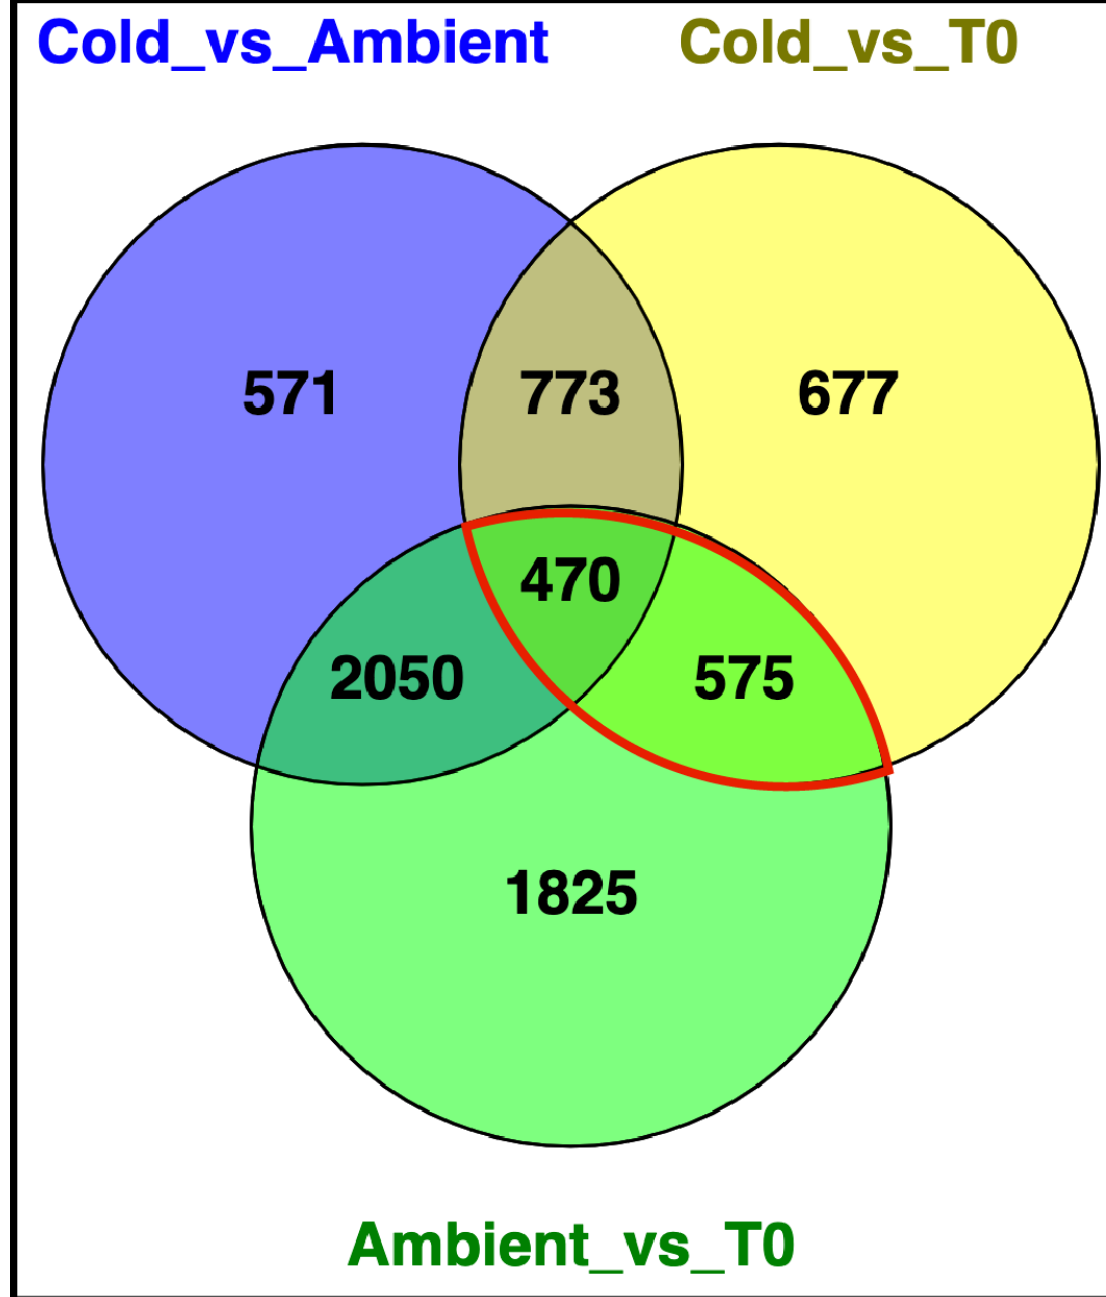

Supplementary Figure 18. Cold does not disrupt the diel oscillation of all genes. The 3-way overlap of DEGs between 1. Cold vs. Ambient, 2. Cold vs. T₀ and 3. Ambient vs. T₀ reveals 1045 genes that continue to cycle in both ambient and chilling temperatures (highlighted in red oval).

How the deposited data were processed for this re-analysis (not part of the article)

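RNA was sequenced from shoots and roots of tomato seedlings before treatment (T0) and after chilling at 4°C or in ambient controls at 24°C. Shoots gave 18 libraries, 6 at T0 and 3 each at 30 min and 3 h in 4°C and 24°C, and roots gave 9 libraries, 3 each at T0 and at 3 h in 4°C and 24°C. All 27 libraries were used, and 0 columns of values per sample were left out. The condition and the batch of each library came from the sample labels and the paper, and the batch of root libraries is not given there.

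The signal values were made by the authors before they were deposited: reads were mapped with BBMap version 37.93 to the tomato genome with the plastid and mitochondrial genomes, counted per gene with featureCounts, and normalized by the authors in edgeR, who name TMM. The versions of featureCounts and edgeR are not given in the methods or the processing notes. Every library of an organ sums to nearly the same total, values are not whole numbers, and whole reads could not be recovered from them. The values therefore hold no depth, and depth was read from the genic reads of Table S2. Those were 72.6 to 103.7 M in T0 libraries of batch 1, 20.2 to 23.5 M in T0 libraries of batch 2, 18.6 to 28.2 M in treated shoot libraries and 56.8 to 97.9 M in root libraries. Sequencing spanned 3 batches by the paper's methods. Shoots and roots were normalized apart, so tests were made only within an organ.

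Genes with a value of at least 10 in at least 3 libraries of the organ were tested. Values plus 1 were taken to log2 and fitted with limma version 3.58.1 in R version 4.3.3 (data.table version 1.17.8), with variance moderation that follows the mean, for all libraries of an organ in 1 fit. The shoot fit had 6 groups, with T0 of each batch as a group of its own, and the root fit had 3. A gene was called at a Benjamini-Hochberg adjusted p under 0.01. The comparisons were 4°C against 24°C at each time, each temperature against T0 (in shoots against the mean of the T0 groups), the difference between the 3 h and 30 min effects in shoots, and T0 of batch 2 against T0 of batch 1. The fit was tested on simulated data with known changes: at 3 h in shoots it called 40% of genes changed 1.5-fold, 68% of those changed 2-fold and 96% of those changed 4-fold.

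Called genes were put into the paper's classes from ratios of group means to the mean of all T0 libraries of the organ. A gene was induced or repressed when its 4°C mean differed from T0 by at least 1.5-fold at 30 min or 2-fold at 3 h, static when only its 24°C mean did, and indeterminate otherwise. Intervals on shares are Wilson 95% intervals. Overlaps of classes were tested with two-sided Fisher's exact tests over the genes tested in both comparisons.

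Gene lists were the 10 clock genes of Table S5, the 6 cryoprotectant synthesis genes of Fig. 3 and the text, the 3 CBF genes, the 25 common transcription factors of Table S8, the transcription factors of Table S4 with their families (ERF, WRKY, NAC, MYB, bHLH, heat stress, LOB, bZIP, homeobox and C2H2 zinc finger), and the plastid and mitochondrial genes with the plastid complexes and the plastid gene expression machinery. The transcription factor lists were chosen by the study on these samples. Each list was tested with camera at a preset correlation of 0.01 and again with an estimated correlation, adjusted over all lists and the 3 comparisons of 4°C with 24°C, with a threshold of 0.05. The T0 batches were tested as a further comparison with an adjustment of its own.

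Single genes named are those the paper names with an ID, whose values in its tables had been seen, and the 8 highest and 8 lowest called genes of each comparison of 4°C with 24°C with a mean of at least 100 in either group. Up to 4 members of each gene list, those with the highest mean value in the organ, could be named as well. Unnamed IDs were limited to 2 in each direction, and any gene outside these rules is marked where it is named. Of 22007 nuclear IDs, 823 have a name in the paper's text or tables, and many of those names are of Arabidopsis matches.

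The comparisons, tests, lists and alternatives were set before the data were examined, apart from 8 alternatives, the comparison of the T0 batches, the comparisons of 30 min with T0 and the tests of explanations in the closing part, which were not among those set. Alternatives covered the pseudocount, the filter, rescaling by median ratios over all or nuclear genes, robust moderation, the adjusted p, the replicate number as a block, the T0 libraries used, the fold cutoffs, and leaving out each library in turn. Tests on whole reads were not run because whole reads could not be recovered, and lists by product name and promoter motifs were not analysed here because the reference holds no product names and no genome for these gene IDs.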

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

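Tests of explanations in this part were chosen only after the result was seen. The exceptions are the one on sequencing depth and the counts over other splits, fixed before their own outcomes were seen, but not the splits with T0 of batch 1. The comparison of the T0 batches, on which some of these rest, was added after the data were examined. The organellar shares and the single genes looked at here, 25 quantities in all, were also searched over the 6 shoot T0 libraries for a library far from the others, and none was found by that search. Where the T0 batches differ, it cannot show a library far from its own batch. The plastid share, for one, was 0.718% in T0 replicate 2, against 0.397% and 0.394% in T0 replicates 1 and 3. Treated groups of 3 libraries were not searched.

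The effect of chilling differed between 30 min and 3 h in shoots for 2410 genes by limma's test of that difference, 822 with a larger value at 3 h and 1588 with a smaller one. Rescaled over nuclear genes there were 1951, with 1248 larger and 703 smaller. The log2 difference between times was 6.26 for SlCBF3, 3.43 for SlCBF2 and 2.81 for SlCBF1, and 2.15 for CCA1/LHY, 2.34 for RVE8, 1.37 for PRR9 and 0.84 for RVE6 among clock genes. It was -2.56 for GI-1, -1.95 for GI-2, -1.41 for PRR7 and -1.12 for ELF3. Among genes of cryoprotectant synthesis it was 2.77 for SAMDC2, 2.62 for HAD and 1.38 for TPS7. LBD37 and LBD41 (Solyc03g119530), higher in the cold at 30 min, gave -2.71 and -1.99.

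Of 100 splits of the 12 treated shoot libraries, 11 called as many genes for that difference as the real 2410, the real one included, with up to 5651 in the others. All 10 others kept the 3 h labels, and the 89 splits that mixed those called at most 2 genes, so the other large counts carry the cold effect at 3 h and the number of splits decides nothing. The times were also sequenced in different batches, so time and batch cannot be told apart in it.

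Plastid RNA was higher in cold shoots, in genes outside those the paper discusses too: 40 plastid tRNA genes were higher at 3 h. A higher share of RNA from both organelles would move mitochondrial genes alike, and their median log2 difference at 3 h was 0.60, below the quartiles of the plastid genes (4.33 to 6.58). After rescaling over nuclear genes 132 plastid genes were higher at 3 h. That rescaling raises every difference between 4°C and 24°C at 3 h, so the count was bound to hold and decides nothing. A scaling factor moves all genes of a library alike. The median log2 difference at 3 h was -0.28 over all shoot genes and 5.45 over plastid genes, which argues against the scaling as the source of the plastid difference. The median of photosynthesis genes at 30 min lay below that of other plastid genes by a log2 difference of -1.33 (permutation p = 0.00064), with -0.48 at 3 h (permutation p = 0.143). These p-values take genes of the same libraries as independent. At 30 min the medians were 3.99 for photosynthesis, 6.45 for tRNA and 4.15 for gene expression machinery genes. At 3 h they were 5.19, 6.59 and 5.15. A rise of photosynthesis genes beyond other plastid RNA does not show in these medians, but the test cannot exclude one. What also stays open is a change in plastid transcription or RNA stability, or in how plastid RNA without long poly(A) tails entered the libraries, neither of which was tested.

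Most shoot genes called here at 3 h on the values as deposited were lower in the cold, 6139 of 8116. After rescaling over nuclear genes 46.6% of the calls were lower, but that rescaling centres the differences (median -0.023), so a near even split follows from it and decides nothing. The genes the paper called do not share the imbalance: of its 3864, 2229 were higher in the cold and 1635 lower. Genes called only here were 140 higher and 4504 lower. The rescaled calls held 3861 of the paper's genes, and the calls on the values as deposited held 3472. The excess of lower genes thus depended on the processing. The paper's test differed as well as its processing, so equal totals per library stay open as a source of the imbalance. The organellar share alone would shift nuclear genes by -0.097 on the log2 scale, against a median of -0.28, so it does not account for the shift by itself. Whether total RNA per cell changed is open, since the values carry no measure of it.

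T0 libraries of the batches, which the paper plots together without a test, differed in 4827 genes, and 21 mitochondrial genes were higher in batch 2. Organellar RNA is argued against as the whole source, since 4635 nuclear genes were still called after rescaling over nuclear genes, against 4731 before. Deeper sequencing of batch 1 would add calls among low genes, but of genes parted into 4 equal sets by mean value, 39.8% of the highest set were called and 7.46% of the lowest. Counting only calls of at least 2-fold, the order was the opposite, 2.96% and 6.78%, so depth may still add to the larger differences of low genes. Library preparation, sequencing run, read length and growth of the plants stay open, as the batches differ in all that was done apart. Table S2 lists fewer bases per read for batch 1 than for batch 2, and the effect of that was not tested.

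Other splits of the same libraries were counted for each comparison, in fits of the compared libraries alone. For 4°C against 24°C the real split called 799 genes at 30 min, 9783 at 3 h in shoots and 10331 in roots, and the highest other split called 0 in each, with 1 of 10 splits as large. The same holds in roots for 4°C against T0 (450 and 0) and 24°C against T0 (6826 and 0), and in shoots for the T0 batches (3175 and 0). In these 6 designs 10 splits are too few for a share under 0.05. For 24°C against T0 in shoots 1 of 84 splits was as large as the real one (3849, highest other 3332), and for 4°C against T0 in shoots 2 of 84 were (1879, highest other 3833). Both highest others set T0 replicates 4 to 6 against the rest and so follow the batches. As the T0 batches differ, splits across them are not alike and these counts decide nothing. With T0 of batch 1 alone the real splits called 3152 genes at 4°C and 5890 at 24°C, and the highest other 0 in each. There 1 of 10 splits was as large, again too few for a share under 0.05.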

How the results depend on the processing

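Alternatives with nuclear rescaling for the static shares, and those on nuclear genes alone on called genes outside the indeterminate class, and on ratios to T0 and classes of named genes on leaving out a library, were chosen only after the result was seen. Classes that changed that way are given with the genes. Of the alternatives to the main counts, shares, overlaps and list tests, 141 stayed within their bounds and 30 moved. The 30 min count of 1246 genes moved to 713 with the T0 libraries as 1 group, 799 with only the compared libraries and 2437 at an adjusted p under 0.05, and ranged from 795 (without 4°C replicate 1) and 825 (without 24°C replicate 3) to 1180 (without 4°C replicate 3) over libraries left out. The static share at 30 min was 61.0% with T0 of the other batch and 56.6% (without 4°C replicate 3) to 71.9% (without T0 replicate 3) over libraries left out. At 3 h in shoots it was 54.0% with a value of at least 50, 55.7% with classes by adjusted p, 53.8% after nuclear rescaling, and 49.3% (without 4°C replicate 3) to 53.6% (without T0 replicate 3). In roots it was 72.6% with a cutoff of 1.5-fold, 80.8% with a value of at least 50, 89.2% with classes by adjusted p, and 76.2% (without T0 replicate 2) to 79.2% (without 24°C replicate 1). With T0 of batch 1 alone, shoot counts against T0 were 2888 at 4°C and 5263 at 24°C. The root count at 4°C against T0 was 606 with the replicate number as a block, and on leaving out a library 406 (4°C replicate 2), 449 (4°C replicate 1), 505 (T0 replicate 1), 584 (T0 replicate 2), 702 (4°C replicate 3) and 1808 (T0 replicate 3). The induced overlap of organs was 44 with a value of at least 50, a filter that tests fewer genes. The cause of the other moves was not tested.

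The counts at 3 h stayed within 1.5 times, from 5881 to 10919 in shoots and 8320 to 12287 in roots over settings, and from 6335 to 6961 and 7478 to 8208 over libraries left out. Of 72 list tests 42 passed, 40 after nuclear rescaling and 30 with an estimated correlation, and none reversed. For 147 called pairs of a named gene and a comparison of 4°C with 24°C, 1292 values stayed on their side of the threshold, 31 no longer passed and 0 reversed. Rescaling ended the calls of PRR7 at 30 min (log2 -0.35, adjusted p = 0.0215), EF1a (Solyc06g005060) at 3 h in shoots (-0.026, adjusted p = 0.798) and ZAT10 (Solyc12g088390) in roots (-0.82, adjusted p = 0.0155). The other 28 came from leaving out a library, in 8 genes. Of 48 such pairs outside the threshold, 6 passed it in 7 of 432 values. Rescaled, RVE8 passed at 30 min (adjusted p = 0.0044) and HAD in roots (0.0075). With the block WRKY40 (Solyc03g116890) passed at 30 min (0.000386) and GI-2 in roots (0.00695), and with a pseudocount of 10 LUX at 3 h in shoots (0.000905). At 30 min ERF13 (Solyc01g090340) passed without 4°C replicate 1 (0.0062) and RVE8 without 4°C replicate 2 (0.00772). With the replicate after each temperature, PRR7 (Solyc10g086000) in the shoot 30 min comparison gave an adjusted p of 0.0102 without 4°C 1, 0.0201 without 4°C 3, 0.02 without 24°C 2, 0.0166 without 24°C 3. GI-2 (Solyc12g056650) in the shoot 30 min comparison gave an adjusted p of 0.0178 without 4°C 2, 0.0104 without 4°C 3, 0.0178 without 24°C 3. SlCBF3 (Solyc03g026280) in the shoot 30 min comparison gave an adjusted p of 0.015 without 4°C 1, 0.0131 without 24°C 3. LBD11 (Solyc06g075330) in the shoot 30 min comparison gave an adjusted p of 0.012 without 4°C 1, 0.0138 without 4°C 2, 0.0191 without 4°C 3, 0.014 without 24°C 1. BEE3 (Solyc03g119390) in the shoot 30 min comparison gave an adjusted p of 0.015 without 4°C 2, 0.0109 without 24°C 1, 0.0113 without 24°C 3. HSFC1 (Solyc12g007070) in the shoot 3 h comparison gave an adjusted p of 0.0172 without 4°C 3, 0.0104 without 24°C 3. ZAT10 (Solyc12g088390) in the root 3 h comparison gave an adjusted p of 0.0376 without 4°C 1, 0.0362 without 4°C 2, 0.0155 without 24°C 1, 0.0355 without 24°C 2, 0.0327 without 24°C 3. RafS is given with its own values at 3 h in shoots. Same replicate numbers did not go together across temperatures and T0 (own number best in 1 of 9 libraries, correlations from -0.021 to 0.123), so the block is an alternative only. It gave 1541 genes at 30 min, 8580 at 3 h in shoots and 8320 in roots. The edgeR and DESeq2 tests on recovered reads were not run, nor the promoter alternatives. Equal totals hide depth. On simulated data 40% of genes changed 1.5-fold were called in roots. That simulation changed 50 genes at each fold, none of them with low values, so it does not bound what the real tests miss.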

Differences from the paper's values

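Alternatives named as added were chosen after seeing the values, and all others were set before the data were examined. The paper tested with edgeR at an FDR under 0.01 on counts, and the values here come from limma at the same cutoff. At 30 min in shoots 1246 genes were called and the paper gives 575. Of 17 alternatives 4 fall within 1.5 times the paper's value: 713 with the T0 libraries as 1 group, 799 with only the 6 compared libraries, 795 without 4°C replicate 1 and 825 without 24°C replicate 3, while the other 13 do not. The paper's 575 are its 176 induced, 37 repressed and 362 static genes, with no indeterminate ones listed at 30 min. The 1246 here include 400 indeterminate genes, so the like count is the 846 called genes outside that class. Leaving those 400 out, an alternative chosen after seeing the values, drops 4 of the paper's 575. At 3 h in shoots 8116 genes were called and the paper gives 3864, and none of 17 alternatives falls within 1.5 times. Of the paper's 3864, 3472 were called here, and of the genes called only here 140 were higher and 4504 lower in 4°C. After rescaling over nuclear genes 5888 were called, with 3861 of the paper's.

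Repressed genes at 30 min numbered 89 and the paper gives 37. Of 20 alternatives 2 come within 1.5 times, both 54, without 4°C replicate 1 and without 24°C replicate 3, and 18 do not. Rescaling over nuclear genes, chosen after seeing the values, gives 43 and drops 14 of the paper's 37. Static genes at 30 min numbered 568 and the paper gives 362. Of 20 alternatives 8 come within: 357 with a cutoff of 2-fold, 539 with T0 of the same batch, and 388, 430, 504, 430, 471 and 409 on leaving out 4°C replicates 1 to 3 and 24°C replicates 1 to 3. The other 12 do not. Of the paper's 362, 361 were static here. Genes called against T0 at both temperatures in shoots numbered 2355, and the paper gives 1045. Of 17 alternatives 1 comes within, T0 of batch 1 alone with 946, and 16 do not. Induced transcription factors at 30 min numbered 13 and the paper's text gives 6. No alternative was set for this count. Table S4 of the paper lists 13, and 6 of those here were induced at 3 h as well. Static genes shared by 30 min and 3 h numbered 195, against about 120 in Fig. 1F, read by eye, and neither of 2 alternatives, 190 with T0 split by batch and 192 with a value of at least 50, comes within 1.5 times.

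The paper's classes at 3 h in shoots follow a 1.5-fold cutoff in Table S3, where its text gives 2-fold: 223 of its 671 induced and 337 of its 763 repressed genes lie under 2-fold of T0 here. In roots 0 of its 274 induced and 0 of its 414 repressed genes lie under 2-fold, while 1 of the 1996 static genes of the copy lies beyond it. The copy of Table S3 read here holds 1996 root static genes and 1996 indeterminate ones, while the paper counts 2474 static ones, and was used only for the genes it lists. The means of Table S8 for cold shoots equal the first replicate in most lines, so that column was not used. The paper calls TPS7 induced in cold shoots, and by the 2-fold cutoff it was static here, at 1.96 times T0, while HAD was induced. On leaving out a library, an alternative chosen after seeing the values, TPS7 was induced without T0 replicate 4 (2.04) and without 4°C replicate 3 (2.01). The paper sets WRKY40, up regulated in shoots, against a static group in roots, and WRKY40 (Solyc03g116890) was static in both organs here, at 1.74 times T0 in cold shoots. By the same alternative WRKY40 was induced in shoots without T0 replicate 1 (2.09), T0 replicate 2 (2.01) and 4°C replicate 3 (2.03). At a cutoff of 1.5-fold, which its table of shoot classes follows, both TPS7 and WRKY40 are induced here too. The paper calls PRR9 induced in cold roots, and it was at 1.97 times T0 here and indeterminate, but by the same alternative induced without T0 replicate 3 (2.49) and 4°C replicate 1 (2.12). The paper's Table S4 lists 89 induced, 65 repressed and 85 static transcription factors at 3 h in shoots, and here there were 64, 44 and 87. The paper holds HAD to be higher in cold roots than in ambient ones, and it did not pass the threshold (adjusted p = 0.0619), though it did after rescaling over nuclear genes (adjusted p = 0.0075).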

Other observations

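The list counts of this part were planned, and the comparisons of 30 min with T0 were chosen only after other results were seen. In cold roots the families of transcription factors of Table S4 moved both ways. Over all genes, with the counts adjusted over the list alone in parentheses, NAC genes were 6 higher and 8 lower of 15 (6 and 8), MYB genes 32 higher and 26 lower of 70 (32 and 27), bHLH genes 16 higher and 17 lower of 39 (17 and 17), heat stress factors 7 higher and 3 lower of 11 (7 and 3), homeobox genes 7 higher and 7 lower of 18 (7 and 7) and C2H2 zinc finger genes 18 higher and 28 lower of 59 (18 and 28). All transcription factors of the table were 188 higher and 172 lower of 432 (191 and 179), a call lost with an estimated correlation (adjusted p = 0.135). The study chose these lists on these samples, so they are not independent evidence of a direction.

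In shoots at 3 h NAC genes were 8 higher and 4 lower of 14 (8 and 4), MYB genes 24 higher and 17 lower of 62 (24 and 18), bHLH genes 6 higher and 8 lower of 31 (6 and 8), heat stress factors 3 higher and 2 lower of 11 (3 and 2), LOB genes 2 higher and 2 lower of 5 (2 and 2), bZIP genes 4 higher and 4 lower of 12 (4 and 4), homeobox genes 1 higher and 6 lower of 14 (2 and 6) and C2H2 zinc finger genes 25 higher and 22 lower of 59 (25 and 25). The camera calls of the NAC and C2H2 lists were lost with an estimated correlation (adjusted p = 0.125 and 0.135). At 30 min bHLH genes were 2 higher and 4 lower of 31 (3 and 5), heat stress factors 1 higher and 0 lower of 11 (2 and 1), LOB genes 3 higher and 0 lower of 5 (3 and 0), bZIP genes 1 higher and 2 lower of 12 (3 and 2), homeobox genes 0 higher and 2 lower of 14 (1 and 6) and C2H2 zinc finger genes 5 higher and 9 lower of 59 (10 and 11). The common transcription factors of Table S8 were 4 higher and 0 lower of 25 (4 and 1) at 30 min, 12 higher and 13 lower of 25 (12 and 13) at 3 h in shoots and 12 higher and 13 lower of 25 (12 and 13) in roots, also a list of the study's own choice.

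In roots, where plastid RNA is scarce, plastid genes were 5 higher and 1 lower of 47 (1 and 1) and mitochondrial genes 6 higher and 0 lower of 34 (5 and 0), 11 higher and 1 lower of 81 (5 and 1) together. The plastid gene expression machinery was 2 higher and 0 lower of 12 (1 and 0), photosystem II 0 higher and 0 lower of 7 (0 and 0), photosystem I 1 higher and 0 lower of 3 (1 and 0), the cytochrome b6f complex 0 higher and 0 lower of 2 (0 and 0), the ATP synthase 1 higher and 0 lower of 5 (0 and 0) and the NADH dehydrogenase-like complex 0 higher and 0 lower of 3 (0 and 0). The camera calls of the plastid, mitochondrial, machinery and joint lists were lost with an estimated correlation (adjusted p = 0.233, 0.211, 0.135 and 0.0923). In shoots the machinery was 27 higher and 0 lower of 30 (27 and 0) at 3 h, and all organellar genes 128 higher and 1 lower of 167 (132 and 1) at 30 min and 133 higher and 0 lower of 167 (135 and 0) at 3 h. At 30 min, 2370 shoot genes differed from T0 at 4°C, 605 higher and 1765 lower, and 3305 at 24°C, 1404 higher and 1901 lower. Rescaled over nuclear genes these splits were 1073 and 810, and 1876 and 1545. The gene EF1a (Solyc06g005060) differed at 3 h in shoots by -0.28 on the log2 scale (adjusted p = 0.000552) as deposited.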
